# SOXC are critical regulators of adult bone mass

**DOI:** 10.1038/s41467-024-47413-2

**Published:** 2024-04-05

**Authors:** Marco Angelozzi, Anirudha Karvande, Véronique Lefebvre

**Keywords:** Bone development, Targeted bone remodelling, Gene regulation, Mesenchymal stem cells

## Abstract

Pivotal in many ways for human health, the control of adult bone mass is governed by complex, incompletely understood crosstalk namely between mesenchymal stem cells, osteoblasts and osteoclasts. The SOX4, SOX11 and SOX12 (SOXC) transcription factors were previously shown to control many developmental processes, including skeletogenesis, and *SOX4* was linked to osteoporosis, but how SOXC control adult bone mass remains unknown. Using SOXC loss- and gain-of-function mouse models, we show here that SOXC redundantly promote prepubertal cortical bone mass strengthening whereas only SOX4 mitigates adult trabecular bone mass accrual in early adulthood and subsequent maintenance. SOX4 favors bone resorption over formation by lowering osteoblastogenesis and increasing osteoclastogenesis. Single-cell transcriptomics reveals its prevalent expression in *Lepr*^*+*^ mesenchymal cells and ability to upregulate genes for prominent anti-osteoblastogenic and pro-osteoclastogenic factors, including interferon signaling-related chemokines, contributing to these adult stem cells’ secretome. SOXC, with SOX4 predominantly, are thus key regulators of adult bone mass.

## Abstract (web summary)

Angelozzi *et al*. uncover key mechanisms involved in physiological and pathological bone mass remodeling by showing that SOXC transcription factors regulate the bone formation and resorption balance via critical roles in LepR^+^ mesenchymal stem cells.

## Introduction

Many types of diseases can affect adult bone mass and thereby affect various physiological processes and cause mobility restraint, pain, and mortality. At one end of the spectrum, osteoporosis, a prevalent bone fragility disorder, is characterized by extensive bone loss and microarchitectural changes that greatly increase fracture risk^1^. It develops earlier in women than men, due to postmenopausal estrogen depletion^2^, but both sexes show early-onset idiopathic forms and increased prevalence with aging^3^. At the other end, osteopetrosis, featuring overly dense bones^4^, predisposes to fractures too, and to extra-skeletal features, including neurologic manifestations and bone marrow failure. These diseases are caused by genetic variants and many other factors that typically create an imbalance between osteoblast-driven bone formation and osteoclast-driven bone resorption^5^. Various therapies are approved to promote balance restoration, but none is fully curative and devoid of grim side effects^6^.

Numerous factors and signaling pathways have been described that control bone cell fate and activities. Master regulators of osteoblastogenesis include the Runt-domain transcription factor RUNX2 and the SP1-family transcription factor SP7^7^, while master regulators of osteoclastogenesis include the ETS-family transcription factor PU.1 and the nuclear-factor-of-activated-T-cell-family transcription factor NFATC1^8^. Sex hormones, parathyroid hormone, leptin, and inflammatory and nerve signals are some of the key endocrine and paracrine factors controlling bone mass^9–12^. They originate from multiple cell types and decisively influence the crosstalk between osteoblasts and osteoclasts. Within the bone environment, these cells include endothelial cells^13^, adipocytes^14^, bone marrow mesenchymal stem cells (MSCs)^15^, and immune cells^16^. Despite the current state of advanced knowledge, many questions remain open, hampering the design of better treatments for bone diseases.

SOX4, SOX11, and SOX12 form the SOXC group in a family of transcription factors (TFs) characterized by a DNA-binding domain highly similar to that of SRY (sex-determining-region-on-the-Y-chromosome). SOXC proteins are closer to one another than to other relatives in this domain and they also feature a group-specific transactivation domain. Most SOX proteins work in concert with other TFs to govern lineage commitment and differentiation of discrete cell types, such that, as an entity, the SOX family controls almost every cell lineage^17^. Besides encoding similar proteins, the SOXC genes are also largely co-expressed in mesenchymal, neuronal, and other progenitor cell types from organogenesis onwards^18–20^. It was shown, mainly through loss-of-function mouse models, that SOX4 and SOX11 work largely redundantly and SOX12 minimally in the control of cell survival, proliferation, and differentiation. Notably, SOXC deletion in embryonic skeletogenic mesenchyme led to major cartilage primordia patterning defects and to an absence of joint, growth plate, and endochondral bone development^21–23^. In humans, *SOX4* and *SOX11* heterozygous loss-of-function variants have been associated with neurodevelopmental syndromes characterized by intellectual disability, mild dysmorphism, digit anomalies, and various inconsistent manifestations^24–26^. Interestingly, a genome-wide association study identified *SOX4* among the most significant genes associated with hip bone mineral density (BMD) in postmenopausal women^27^; single-nucleotide polymorphisms (SNPs) in the *SOX4* 3’UTR were associated with osteoporosis^28^; and *SOX4* expression was found to be reduced in bone biopsies of osteoporotic women^29^. Neither *SOX11* nor *SOX12* has been linked to adult bone diseases. In line with these findings, *Sox4* heterozygous-null mice were found to be mildly osteopenic^30^. Their femurs had a thinner bone cortex, thinner but slightly more bone trabeculae, and weaker mechanical properties. In vitro data suggested that SOX4 stimulates osteoprogenitor proliferation and differentiation by upregulating *Sp7* and SP7/RUNX2 target genes, such as *Alpl* (encoding alkaline phosphatase) and *Bglap* (encoding osteocalcin)^30^. Similarly, another in vitro study suggested that SOX11 promotes the expression of *Runx2* and *Sp7* in osteogenic cells^31^. However, these roles have not been validated in vivo yet.

In this work, we analyze mice with SOXC loss or gain of function in osteogenic cells to test if and how SOXC control adult bone mass accrual and maintenance. We show that the three genes promote cortical bone thickening and widening in adolescence and that SOX4 mitigates trabecular mass accrual and maintenance in adulthood. SOX4 delays osteoblastogenesis and promotes osteoclastogenesis, namely by controlling the expression of key secretome components of *Lepr*^+^ MSCs.

## Results

### SOXC loss-of-function mouse model

The main mouse model that we used in this study combined conditional null alleles for all three SOXC genes and a tetracycline-repressed Cre transgene primarily active in the osteoblast lineage (*OsxCre*) (Fig. 1a). When conceived and raised in cages containing regular chow diet, most *SOXC*^*OsxCre*^ (*Sox4*^*fl/fl*^*Sox11*^*fl/fl*^*Sox12*^*fl/fl*^*OsxCre*) mice were viable but underweight at weaning age, and *WT*^*OsxCre*^ mice (SOXC wild-type alleles and *OsxCre*) were normal (Supplementary Fig. 1a). Unless otherwise stated, we silenced *OsxCre* in experimental mice until P21 by providing mice with food pellets supplemented with doxycycline (DOX, tetracycline antibiotic). Under this condition, *SOXC*^*OsxCre*^ males and females still showed a mild weight deficit but looked otherwise healthy (Supplementary Fig. 1a–c). We analyzed their bone phenotypes at increasing ages, including pubescence (5 weeks), sexual maturity (7 weeks), early adulthood (10 weeks), skeletal maturity (13 weeks) and early aging (52 weeks).

**Fig. 1:**
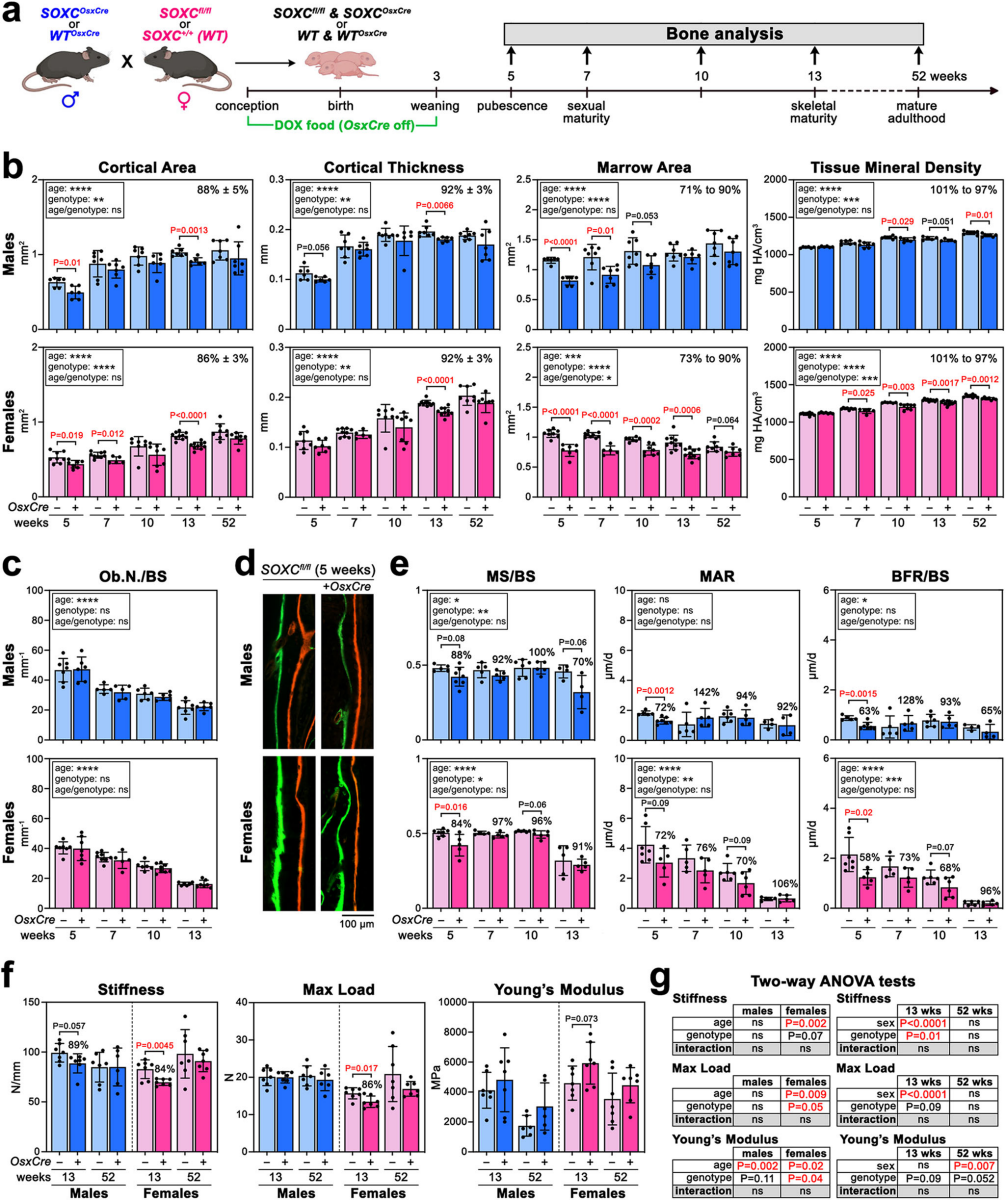
Experimental design and cortical bone phenotype of *SOXC*^*OsxCre*^ mice. **a** Experimental design for the generation and bone analysis of *SOXC*^*OsxCre*^ and control mice (image created with BioRender.com). **b** Quantification of cortical area and thickness, marrow area, and cortical BMD of femurs obtained by µCT analysis of *SOXC*^*OsxCre*^ and control males and females at 5–52 weeks. Each dot corresponds to a distinct mouse. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student’s *t*-tests. *P*-values lower (red) and near (black) 0.05 are indicated. Box, statistical differences obtained using a two-way ANOVA test of the effects of age and genotype and their interaction (ns, non-significant; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001). The percentage averages of mutant versus control values, all ages combined, or their ranges are indicated along with their standard deviations. **c** Static histomorphometry of osteoblast numbers per bone surface (Ob.N./BS) at the endosteal surfaces of femurs from *SOXC*^*OsxCre*^ and control males and females at 5–13 weeks. Data are presented as in (**b**). No significant difference was detected between *SOXC*^*OsxCre*^ and control mice. **d** Representative pictures of in vivo labeling of newly synthesized mineralized matrix at the endosteal surfaces of femurs from 5-week-old *SOXC*^*OsxCre*^ and control males and females. Mice were injected with calcein (green) and alizarin red (red) nine and two days before euthanasia, respectively. The assay was conducted for all the mice analyzed in (**e**). **e** Dynamic histomorphometry of the mineralizing surface (MS/BS), mineral apposition rate (MAR), and bone formation rate (BFR/BS) per bone surface of endosteal surfaces of femurs from *SOXC*^*OsxCre*^ and control males and females at 5–13 weeks. Data are presented as described in (**b**). **f** Biomechanical properties of femurs from *SOXC*^*OsxCre*^ and control males and females at 13 and 52 weeks determined in three-point bending tests. Data are presented as described in (**b**). **g** Results of two-way ANOVA tests using data in (**f**) to assess the effects of age, sex, genotype, and their interactions on the biomechanical properties of *SOXC*^*OsxCre*^ and control bones.

### SOXC promote prepubertal accrual of cortical bone

Microcomputed tomography (µCT) of femurs revealed that the long bones of 5-week-old *SOXC*^*OsxCre*^ male and female mice had a smaller cortical area (78% and 83%, respectively) than those of sex-matched controls and that this difference was largely maintained in adulthood (7–52 weeks; averages of 86–88%) (Fig. 1b; Supplementary Fig. 2a). This phenotype was due to reduced cortical thickness (average of 92%) and diameter (marrow area average of 71–90%). The BMD was normal in mutant mice at pubescence, but slightly reduced in adulthood (average of 97% by 52 weeks). Since *OsxCre* itself weakens cortical bones in young mice^32^, we tested *WT*^*OsxCre*^ mice. These mice had lower bone parameters in the absence of DOX treatment, but not when they were raised with DOX (Supplementary Fig. 2b, c). Thus, the cortical bone phenotype of *SOXC*^*OsxCre*^ mice is due to SOXC loss.

Histomorphometry analysis of cortical bone endosteal surfaces provided a cellular explanation for this cortical bone phenotype, its early onset, and its stability in adulthood. It showed indeed that osteoblasts were present in normal numbers in *SOXC*^*OsxCre*^ mice at all ages (Fig. 1c), but formed and mineralized bone less actively in pubescence (Fig.1d, e). Osteoclasts were unlikely involved in this phenotype since they were virtually absent in young mice and present in normal numbers in adults (Supplementary Fig. 2d).

Three-point bending tests showed that SOXC inactivation reduced the biomechanical properties of femurs in females, but not males (Fig. 1f, g). Indeed, femurs, which were 20% less stiff in control females than males at 13 weeks, saw their stiffness slightly more reduced upon SOXC inactivation in females (84%) than males (89%), such that they were 27% less stiff in mutant females than males. Moreover, femurs were 29% less resistant to load in 13-week-old control females than males and SOXC inactivation increased this difference to 49%. However, control and mutant bones were equally stiff and resistant to load in 52-week-old males and females. Bone elasticity, as assessed by the Young’s modulus, was higher in female than male bones at 13 and 52 weeks and tended to increase in all mice upon SOXC inactivation. These differences were not due to *OsxCre* itself (Supplementary Fig. 2e).

We concluded that SOXC help widen long bone diaphyses and thicken their cortex in juvenile mice, regardless of sex. They also increase the mechanical properties of female bones. Their impact persists through adulthood, where they also help increase BMD.

### SOXC lower trabecular bone mass accrual and maintenance

µCT of the femur secondary spongiosa showed that *SOXC*^*OsxCre*^ males and females had a normal trabecular bone mass (bone volume/tissue volume, BV/TV) at pubescence (5 weeks), but the thickness of trabeculae, like that of cortical bone, was reduced (Fig. 2a, b). Interestingly, both males and females reached a BV/TV higher than that of control mice in early adulthood (10 weeks; 1.3- and 1.5-fold, respectively). Subsequently, however, mutant males largely lost this advantage (1.1-fold at 52 weeks), while mutant females further increased it (1.8-fold at 52 weeks). These findings were confirmed on tissue sections (Fig. 2c). The progressive increase in BV/TV seen in mutant females was mainly due to the maintenance of a high number of trabeculae throughout adulthood. Indeed, while control males and females steadily reduced their trabecular number between 5 and 52 weeks (2.6- and 2.1-fold, respectively), mutant males reduced it less (1.9-fold), and mutant females kept it intact (1.0-fold). In contrast, while trabecular thickness steadily increased in control males and females throughout adulthood (1.4- and 1.5-fold, respectively, by 52 weeks), it increased in mutant males in early adulthood and decreased thereafter (1.1-fold by 52 weeks) and it barely increased in mutant females (1.2-fold). Trabecular BMD increased similarly in mutant (10%) and control (11%) males between 5 and 52 weeks but increased less in mutant (9%) than control (16%) females. Also, mutant males and females maintained a higher connectivity density of the trabecular network than control mice in adulthood, and mutant females increased their number of plate-like structures, as indicated by a lower structural model index (Supplementary Fig. 3a). The analysis of the trabecular bone phenotype of *WT*^*OsxCre*^ mice verified that the trabecular bone gain of *SOXC*^*OsxCre*^ mice was mainly caused by SOXC inactivation (Supplementary Fig. 3b). Noticeably too, *SOXC*^*OsxCre*^ mice developed the same trabecular bone phenotype between 5 and 13 weeks when they were raised without DOX food, indicating that the increase in trabecular bone mass was truly linked to puberty (Supplementary Fig. 3c).

**Fig. 2:**
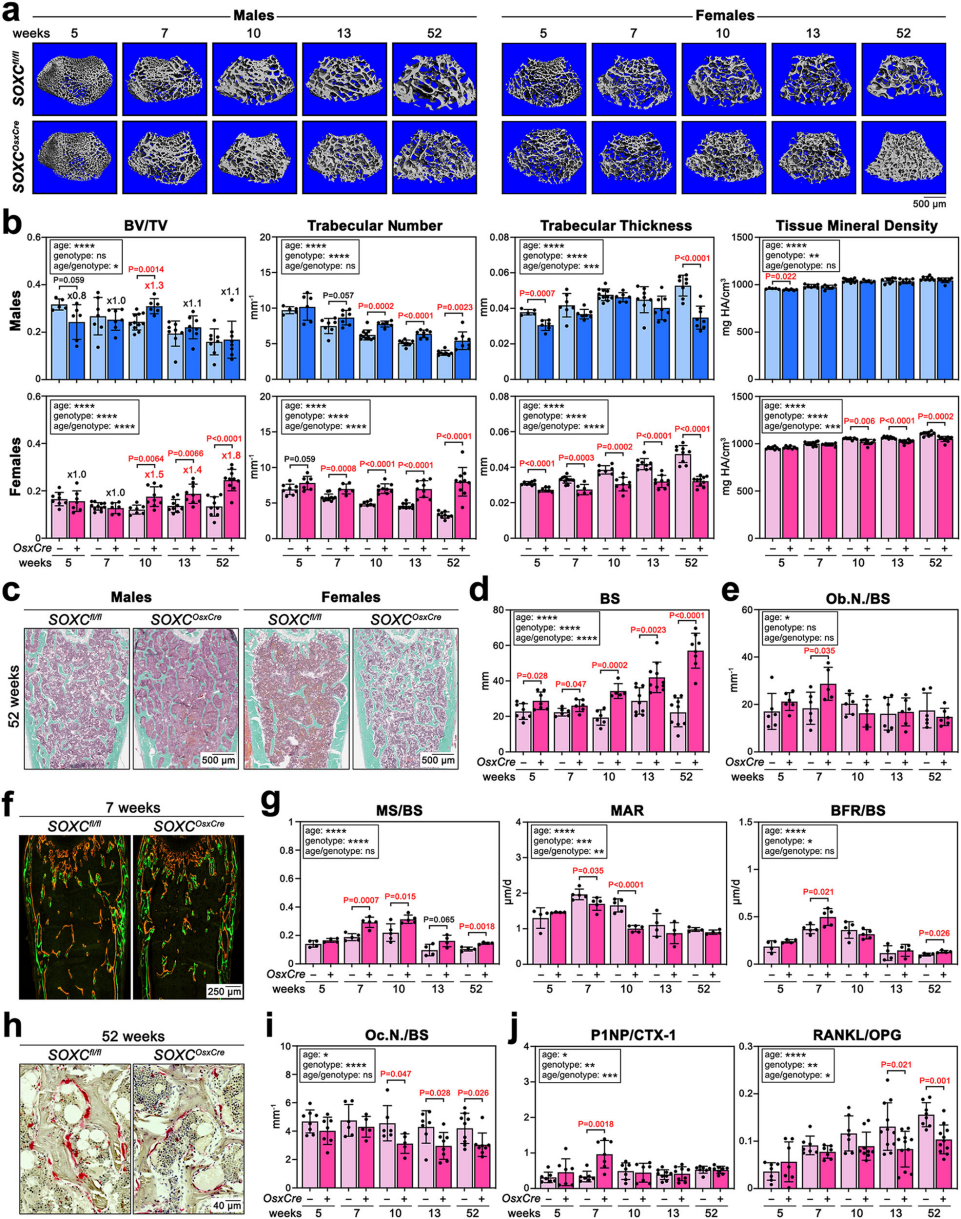
Trabecular bone phenotype of *SOXC*^*OsxCre*^ mice at 5 to 52 weeks. **a** Representative µCT images of femur secondary spongiosa from *SOXC*^*OsxCre*^ and control males and females. **b** Quantification of BV/TV, trabecular number and thickness, and mineral density of femurs from the same mice as in (**a**). Each dot corresponds to a distinct mouse. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student’s *t*-tests. *P*-values lower (red) and near (black) 0.05 are indicated. Box, statistical differences obtained using a two-way ANOVA test for the effects of age and genotype and their interaction (ns non-significant; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001). **c** Representative pictures of Masson–Goldner’s trichrome stained femur sections from 52-week-old mice. Mineralized bone, green; osteoid tissue and marrow, pink/dark red; red blood cells, bright red. The assay was done for all mice analyzed in (**d**). **d** Static histomorphometry of femur trabecular bone surface (BS) from *SOXC*^*OsxCre*^ and control females. Data are presented as in (**b**). **e** Static histomorphometry of osteoblast numbers per bone surface (Ob.N./BS) for *SOXC*^*OsxCre*^ and control females. Data are presented as in (**b**). **f** Representative pictures of in vivo labeling of newly synthesized mineralized matrix in trabecular bones from 7-week-old *SOXC*^*OsxCre*^ and control females. Mice were injected with calcein (green) and alizarin red (red) nine and two days before euthanasia, respectively. The assay was done for all mice analyzed in (**g**). **g** Dynamic histomorphometry of mineralizing surface (MS/BS), mineral apposition rate (MAR), and bone formation rate (BFR/BS) per femur bone surface. Data are presented as in (**b**). **h** Representative pictures of TRAP staining of sections through femur trabecular bone and marrow from 52-week-old females. TRAP^+^ cells, red; bone matrix, light brown. The assay was done for all mice analyzed in (**i**). **i** Static histomorphometry of osteoclast numbers (Oc.N./BS) per bone surface. Data are presented as in (**b**). **j** Serum level ratios of P1NP/CTX-1 (bone formation/resorption indicators) and RANKL/OPG (osteoclastogenesis activator/inhibitor). Data are presented as in (**b**).

Static histomorphometry showed that *SOXC*^*OsxCre*^ females increased their osteoblast number upon reaching sexual maturation (7 weeks), just before extending the bone surface, and then maintained osteoblast numbers in proportion to the trabecular area (Fig. 2d, e). Dynamic histomorphometry showed that the surge in osteoblast number occurring at puberty matched an increase in bone formation rate and that *SOXC*^*OsxCre*^ females had an elevated mineralizing surface at all ages, but a reduced mineralization rate (Fig. 2f, g). This may explain why they maintained a high number of trabeculae, but barely thickened them. Mutant females had fewer osteoclasts per bone surface than control mice by 10 weeks and maintained this deficiency afterwards (Fig. 2h, i). Serum analyses showed a higher ratio of P1NP (N-terminal propeptide of type I procollagen, marker of bone formation) to CTX-1 (crosslinked C-terminal telopeptide of type I collagen, marker of bone resorption) in mutant versus control females at 7 weeks, matching the increase in bone formation rate; and a lower ratio of RANKL (receptor activator of nuclear-factor kB ligand, osteoclastogenesis activator) to OPG (osteoprotegerin, osteoclastogenesis inhibitor) in mature adults, matching differences in osteoclast numbers (Fig. 2j). Of note, the P1NP level was or tended to be elevated in mutant females at all ages, and the CTX-1 level was or tended to be increased in mutant females at 13 and 52 weeks, indicating that the coupling of the osteoblast and osteoclast activities was not fully disrupted (Supplementary Fig. 4a). The cortical bone phenotype of these mutants unlikely affected levels of serum markers significantly since it was stable by the time (5 weeks) of the analysis and since the adult turnover of trabecular bone is more intense than that of cortical bone^33,34^. *SOXC*^*OsxCre*^ males showed similar, but less marked changes (Supplementary Fig. 4b–i). *SOXC*^*OsxCre*^ females, and *SOXC*^*OsxCre*^ males to a lower extent, thus augmented their long bone trabecular bone mass by increasing their osteoblast number and activity from early adulthood onwards and by lowering their osteoclast number and activity later on.

Histomorphometry of lumbar vertebrae also showed an increase in BV/TV and trabecular number in 13- and 52-week-old *SOXC*^*OsxCre*^ mice, but differently from long bones, this increase was similar in males and females (Supplementary Fig. 5a, b). Males also showed a larger trabecular diameter.

We concluded that SOXC lessen adult trabecular bone mass accrual and subsequent maintenance in long bones and vertebrae of mice of both sexes. Their effect on long bones is transient in males but lasting in females.

### SOXC may impede bone mass control by female hormones

Since *SOXC*^*OsxCre*^ adult females developed a more pronounced phenotype than males in long bones and since sex hormones critically control trabecular bone mass^9^, we asked whether SOXC may functionally interact with female sex hormones in this process. We ovariectomized 13-week-old females and analyzed bone parameters two months later (Supplementary Fig. 6a). Mutant mice lost a larger amount of trabecular bone than controls upon ovariectomy (BV/TV loss of 1.12 versus 0.07) (Supplementary Fig. 6b–d). They partially lost their trabecular number advantage (decrease from 1.7- to 1.4-fold), while control mice lost most of their trabecular thickness advantage (decrease from 1.3- to 1.1-fold). A significant interaction between SOXC and ovariectomy in determining trabecular number and thickness was validated by two-way ANOVA tests (*p* = 0.007 and 0.004, respectively). These data support the notion that SOXC may impede the beneficial actions of female sex hormones on trabecular bone mass accrual and maintenance.

### All SOXC control cortical bone and only SOX4 trabecular bone

We analyzed single *SOXC*^*OsxCre*^ mutants to evaluate the contribution of each SOXC gene to the control of adult bone mass. Cortical bone parameters were equally or less affected in single compared to triple mutants, suggesting redundant functions in bone cortex development (Supplementary Fig. 7). In contrast, *Sox4*^*OsxCre*^ mice increased their trabecular bone mass in adulthood almost as much as *SOXC*^*OsxCre*^ mice, whereas *Sox11*^*OsxCre*^ and *Sox12*^*OsxCre*^ mice did not (Fig. 3a). Thus, only SOX4 regulates adult trabecular bone mass.

**Fig. 3:**
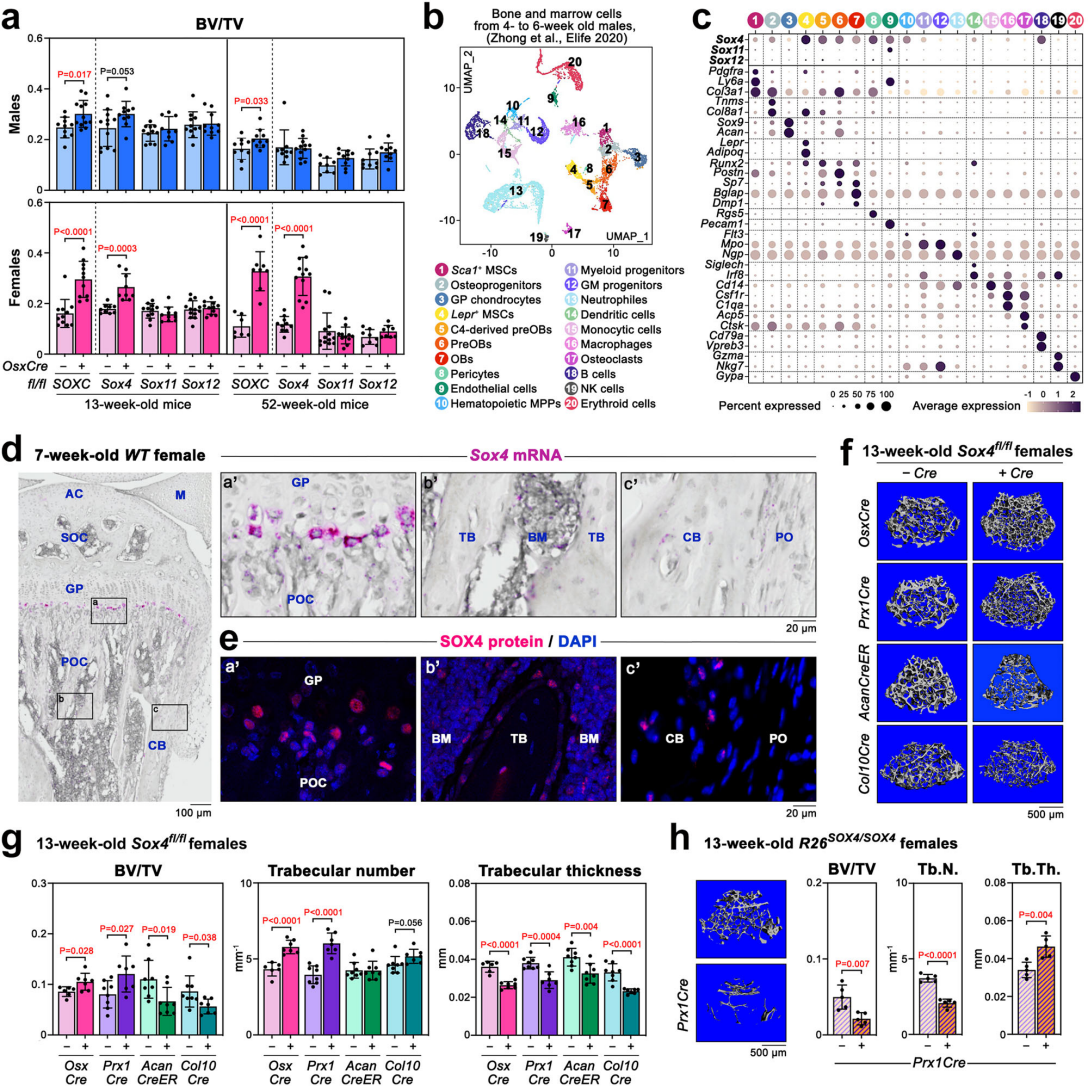
SOX4 is the main SOXC controlling trabecular bone mass. **a** µCT quantification of the BV/TV of femurs from *SOXC*^*OsxCre*^, *Sox4*^*OsxCre*^, *Sox11*^*OsxCre*^, *Sox12*^*OsxCre*^, and respective control males and females at 13 and 52 weeks. Each dot corresponds to a distinct mouse. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student’s *t*-tests. *P*-values lower (red) and near (black) 0.05 are indicated. **b** UMAP plot of bone and bone marrow cell populations from 4- to 6-week-old male mice analyzed by scRNA-seq^35^. Twenty cell clusters were recognized, as indicated. **c** Dot plot showing the expression levels of the SOXC genes and major cell type markers in the bone and bone marrow cell clusters shown in (**b**). **d** *Sox4* RNA in situ hybridization of a section through the proximal tibia region of a 7-week-old female mouse. High-magnification images of highlighted areas are shown on the right: a’, endochondral ossification front, including SOX4^+^ terminally differentiated GPCs; b’, trabecular bone region; c’, periosteum, and cortical bone. The magenta color representing RNA signal was saturated, and the blue color resulting from counterstaining with hematoxylin was desaturated using Adobe Photoshop. AC articular cartilage, BM bone marrow, CB cortical bone, GP growth plate, M meniscus, PO periosteum, POC primary ossification center, SOC secondary ossification center, TB trabecular bone. The assay was repeated with 3 independent samples. **e** SOX4 immunostaining (red) in similar tissue regions as in (**d**, a’–c’). Nuclei are counterstained with DAPI (blue). The assay was repeated with 3 independent samples. **f** Representative µCT images of femur secondary spongiosa from 13-week-old *Sox4*^*OsxCre*^, *Sox4*^*Prx1Cre*^, *Sox4*^*AcanCreER*^, *Sox4*^*Col10Cre*^ and control females. **g** µCT quantification of BV/TV, trabecular number, and trabecular thickness in femur secondary spongiosa from same mice as in (**f**). Data are presented as in (**a**). **h** Representative µCT images of femur secondary spongiosa from 13-week-old *R26*^*SOX4/SOX4*^*Prx1Cre* and control females, and µCT quantification of BV/TV, trabecular number, and trabecular thickness. Data are presented as in (**a**).

Single-cell RNA sequencing (scRNA-seq) of bone and marrow cells from young male mice^35^ showed weak if any expression of *Sox11* and *Sox12* in the surveyed cell types (Fig. 3b, c). In contrast, *Sox4* was highly expressed in *Lepr*^+^ MSCs (also called adipoCARs^36^ and MALPs^35^) and was expressed at a lower but substantial level in preosteoblasts (preOBs), mature osteoblasts (OBs), pericytes, and endothelial cells. As expected, *Sox4* was also expressed in hematopoietic progenitors^37^ and B cells^38^. Accordingly, *Sox4* mRNA and protein were detected in situ in bone marrow cells, osteoblasts, and osteocytes (Fig. 3d, e). They were also seen in terminal growth plate chondrocytes (GPCs, not captured in scRNA-seq).

Since hypertrophic GPCs give rise to a subset of trabecular osteoblasts^39,40^, and since *OsxCre* is weakly active in GPCs^41^, we asked whether *Sox4* deletion in GPCs could contribute to the bone phenotype of *Sox4*^*OsxCre*^ mice. We generated females in which we inactivated *Sox4* in limb bud mesenchymal progenitors of osteoblasts, chondrocytes and other skeletal cells (*Sox4*^*Prx1Cre*^), in chondrocyte-lineage cells (*Sox4*^*AcanCreER*^, with tamoxifen-mediated Cre activation at P21), or in hypertrophic GPCs (*Sox4*^*Col10Cre*^) (Fig. 3f, g). µCT of femurs showed that 13-week-old *Sox4*^*Prx1Cre*^ and *Sox4*^*OsxCre*^ females had the same trabecular bone phenotype. *Sox4*^*AcanCreER*^ and *Sox4*^*Col10Cre*^ females had a reduced BV/TV, as trabeculae were present in normal number but were as thin as in *Sox4*^*OsxCre*^ and *Sox4*^*Prx1Cre*^ mice. Thus, SOX4 may control trabecular thickness via roles in terminal chondrocytes or chondrocyte-derived osteoblasts, and trabecular number via roles in other osteoblast-lineage cells.

To consolidate these findings, we created a conditional SOX4 gain-of-function mouse model, where we knocked-in the human *SOX4* coding sequence (*hSOX4*) into the *Gt(ROSA)26Sor* locus (referred to as *R26*^*SOX4*^) (Supplementary Fig. 8a–c). We expressed hSOX4 in limb skeletal cells using *Prx1Cre* (Supplementary Fig. 8d). *R26*^*SOX4/SOX4*^*Prx1Cre* females had slightly shorter growth plates and limbs than normal but looked otherwise healthy (Supplementary Fig. 8e–g). Interestingly, their femur cortical bone area and thickness were increased by 15% and 11%, respectively, compared to those of controls (Supplementary Fig. 8h). More strikingly, trabeculae were 44% less numerous and 36% thicker than in controls, resulting in a 57% lower trabecular mass (Fig. 3h). Thus, opposite to SOXC loss-of-function, SOX4 overexpression in skeletal cells promoted bone cortex and trabecular thickening, and drastically reduced trabecular number.

### SOXC primarily alter the transcriptomes of *Lepr*^*+*^ MSCs

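Bone tissue from 8 female mice was profiled by scRNA-seq, with 2 *SOXC* OsxCre mice and 2 control sisters at each of 7 and 13 weeks of age. The mutants carry floxed alleles of all SOXC genes and a Cre transgene active in the osteoblast lineage, and the sample labels list the controls as floxed mice without Cre. Each mouse gave 1 droplet library, made with the 10× Genomics 3′ v3 chemistry, so the mouse and not the cell is the replicate. The paper names a NovaSeq as the sequencer and the sample labels name a NextSeq 2000. The authors assigned barcodes and counted unique molecular identifiers (UMIs) with Cell Ranger, and the deposited values are whole UMI counts per gene and barcode, without normalization. Over all barcodes, the replicate 1 libraries held 156090286 (control) and 148884606 (mutant) UMIs at 7 weeks, and 134779056 and 127864255 at 13 weeks. The replicate 2 libraries were shallower in every group, with 85383541 (control) and 84206582 (mutant) UMIs at 7 weeks, and 81894604 and 89283370 at 13 weeks. This difference in depth was therefore balanced between genotypes. Cells were filtered with the limits of the paper's methods, doublets were called in each library, and the remaining cells were integrated across libraries, clustered and named from fixed marker genes. Because the names were rebuilt from the counts, a population carries the suffix -like and need not hold exactly the cells of the paper's cluster. UMIs were summed per mouse and cell type, and the sums of mutant and control mice were compared with edgeR's quasi-likelihood test in 1 model of the 4 genotype and age groups. Log2 fold changes are mutant over control and averaged over both ages unless an age is given, with standard errors (SE) from the same model. Adjusted p-values are Benjamini–Hochberg values of this test over all genes tested in a cell type, and genes at or below 0.05 are called changed. Where a second fit with the pair of mice of the same age and replicate number as a block changed a call, its value is given beside the first. The limits on cells, the clustering, the filter on low counts and the use of mice as replicates can each change the numbers.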

To identify cellular and molecular targets of SOXC in the control of adult trabecular bone mass, we performed scRNA-seq assays. We collected femurs and tibiae from two pairs of 7- and 13-week-old *SOXC*^*OsxCre*^ and control sisters, thoroughly scraped the periosteum away, enzymatically digested the cortical bone, trabecular bone, and endosteal bone marrow tissues, and immunomagnetically sorted out hematopoietic cells (Fig. 4a). 

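The 8 libraries held between 12086 and 14151 barcodes each. Barcodes with more than 6000 or fewer than 200 genes, or with more than 10% of UMIs from mitochondrial genes, were left out, as the paper's methods state. Between 7211 and 9840 cells per library passed, and 9.67 to 11.3% of these were called doublets from their share of simulated doublets among nearest neighbours and left out. The cells kept numbered 7440.2 ± 462 per control mouse and 7467 ± 1006 per mutant mouse (SD, n = 4 mice each). The median number of UMIs per kept cell was between 7209 and 8178 in the replicate 2 libraries, and between 11438 and 13074 in the replicate 1 libraries. With the mitochondrial limit at 5%, the choice that moved these numbers most, 5222 ± 631 control and 5222 ± 987 mutant cells were kept per mouse.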

After filtering out doublets and cells with low-quality transcriptomes, we analyzed 7696 ± 500 control and 7716 ± 1084 mutant cells per sample. 

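The kept cells of the 8 libraries were integrated with Seurat's reciprocal PCA anchors on 2000 variable genes and 30 principal components. *Sox4*, *Sox11* and *Sox12* were left out of the variable genes, so that the targeted genes could not define a cluster. Leiden clustering at resolution 1 gave 37 clusters, and a finer resolution of 1.5 gave 44.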

Uniform manifold approximation and projection (UMAP) dimensional reduction identified 27 cell clusters (Supplementary Data 1a). Based on marker expression we regrouped them in 17 clusters corresponding to distinct lineages and differentiation stages (C1–C17; Fig. 4b, c and Supplementary Data 1b). 

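Of the 37 clusters obtained here, 21 were assigned to 11 types matching C1–C11 and 6 to haematopoietic types. A marker counted for a cluster where its level was at least 2 times the median of the other clusters and at least 10% of the cells had a UMI of it, and a name needed at least 3 markers. Another 7 clusters had a median UMI count under 33.3% of their library's median and were kept out of the type that their markers named, and 3 clusters stayed unnamed. Together these clusters held 21.5 and 23.1% of the kept cells in the replicate 1 controls and 17.5 and 18.9% in the replicate 1 mutants. In the shallower replicate 2 libraries they held 9.03 and 9.57% in controls and 5.37 and 14.0% in mutants.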

C1 contained *Sca1*^*+*^ (also referred to as *Ly6a*^+^) MSCs originating from bone marrow (also known as PDGFRA^+^SCA1^+^ or PαS MSCs^42^ and as early mesenchymal progenitors or EMPs^35^) and possibly also from residual periosteum^43^. 

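The *Sca1*+ MSC-like cells formed 1 small cluster of 578 cells, with 27 to 163 cells per mouse, in which 13 of 14 listed markers counted. Its leading genes by fold over the other clusters included *Aspn*, *Col3a1*, *Postn* and *Igfbp6*. The summed UMIs were lowest, at 111881, in the replicate 2 control of 7 weeks. This small size limits what can be tested, since 23.6% of genes simulated with a log2 change of 1 were recovered in this cell type, compared with 70.9% in *Lepr*+ MSC-like cells.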

C2 and C3 featured *Lepr*^+^ MSCs and *Lepr*^*low*^*Runx2*^*low*^ osteoprogenitors (OPs or osteoCARs^36^), respectively. 

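The *Lepr*+ MSC-like cells formed 1 cluster of 3843 cells, with 293 to 802 cells per mouse, in which all 15 listed markers counted and *Adipoq*, *Hp* and *Lpl* led. The *Lepr*+ OP-like cells formed 1 cluster of 2343 cells, with 149 to 501 per mouse, in which all 10 listed osteoprogenitor markers counted.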

C4 and C5 contained preosteoblasts (preOBs, *Runx2*^*high*^*Sp7*^*low*^), and C6 contained mature osteoblasts and osteocytes (OBs, *Sp7*^*high*^*Bglap*^*high*^). 

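Each mouse gave 264 to 422 preOB-like cells and 2606 to 4454 OB-like cells. The proliferating preOB-like cells numbered 279 over the 8 mice, with 4 to 115 per mouse, so that only 5 mice had the 10 cells needed for a test, 1 control and 1 mutant of 7 weeks and 2 controls and 1 mutant of 13 weeks. The 10 leading genes of this cluster by fold were 8 of the listed proliferation markers, *Pbk* and, in the second place, the pericyte marker *Rgs5*, while 15 preOB markers were detected above other cells and none of them was among the 10. In finer clusters, and with doublets kept, the cluster led by proliferation genes scored highest for endothelial markers and took no name, whereas in clusters made without integration it took the same name. The OB-like cells came from 8 clusters, of which 1, with 1013 cells, was led by the interferon-response genes *Cxcl9*, *Iigp1* and *Ifit3*.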

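Chondrocyte and osteoblast markers counted together in 1 cluster of 1573 cells, called GP-derived OB-like. In it 26 of 44 listed markers counted, 12 of them OB, 10 GPC and 4 hypertrophic GPC markers. Its 10 leading genes were *Snorc*, *Col10a1*, *Col9a3*, *Col9a2*, *Mgp*, *Chad*, *Cytl1*, *Cnmd*, *Col9a1* and *Fxyd2*. All of these but *Mgp* were also among the leading genes of hypertrophic GPC-like or GPC-like clusters. Its cells were shallow, with 6.49 to 26.6% of the median UMI count of their library. They came mostly from the replicate 1 libraries, which held 1435 of them against 138 in the replicate 2 libraries. In the replicate 1 libraries, erythroid markers reached 60.6 to 146% of their level in the whole library within this cluster, compared with 6.90 to 21.0% in the replicate 2 libraries. Erythroid genes are not expected in osteoblasts or chondrocytes, so these levels show how much RNA of other cells the sums of this cluster hold.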

C7 cells were probably GPC-derived OBs (*Col2a1*^+^*Col10a1*^*+*^*Bglap*^*+*^). 

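Growth plate chondrocytes fell into clusters of 2387 hypertrophic GPC-like cells, with 159 to 584 per mouse, and 2174 GPC-like cells, with 143 to 446 per mouse. These cells were deep, with median UMI counts of 1.69 to 2.30 times their library's median in the 3 clusters.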

C8 and C9 were GPCs, with C8 expressing pre/hypertrophic markers *(Ihh*^*+*^*Col10a1*^*+*^). 

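Pericyte-like cells, with *Rgs5* and *Acta2* among their leading genes, numbered 53 to 216 per mouse. Endothelial-like cells, led by *Fabp4*, *Kdr* and *Cdh5*, numbered 175 to 974 per mouse and were more numerous at 7 weeks than at 13 weeks in every pair of genotype and replicate number.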

C10 featured pericytes (*Rgs5*^*+*^) and C11 featured endothelial cells (*Pecam1*^+^). C12 contained apoptotic cells and C13–C17 contained hematopoietic cells. 

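The level of *Sox4* in the control mice was measured in each cell type as TMM-normalised CPM, the UMIs of the gene scaled to the summed UMIs of the cell type and mouse with edgeR's TMM factors. It was 406 ± 37.3 (SD, n = 4 mice, 5154 UMIs) in *Lepr*+ MSC-like cells, 379 ± 88.0 in endothelial-like cells and 348 ± 29.0 in *Lepr*+ OP-like cells. The difference between the first pair of these was smaller than the SD between mice in endothelial-like cells. PreOB-like cells had 270.3 ± 19.2 and *Sca1*+ MSC-like cells 270.0 ± 82.1, the latter from 278 UMIs. The level was 198 ± 43.1 in proliferating preOB-like cells, where 3 control mice had enough cells, and 182 ± 15.5 in OB-like cells. In hypertrophic GPC-like and GPC-like cells it was 30.5 ± 15.9 and 9.31 ± 3.66.

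**Figure D1:**
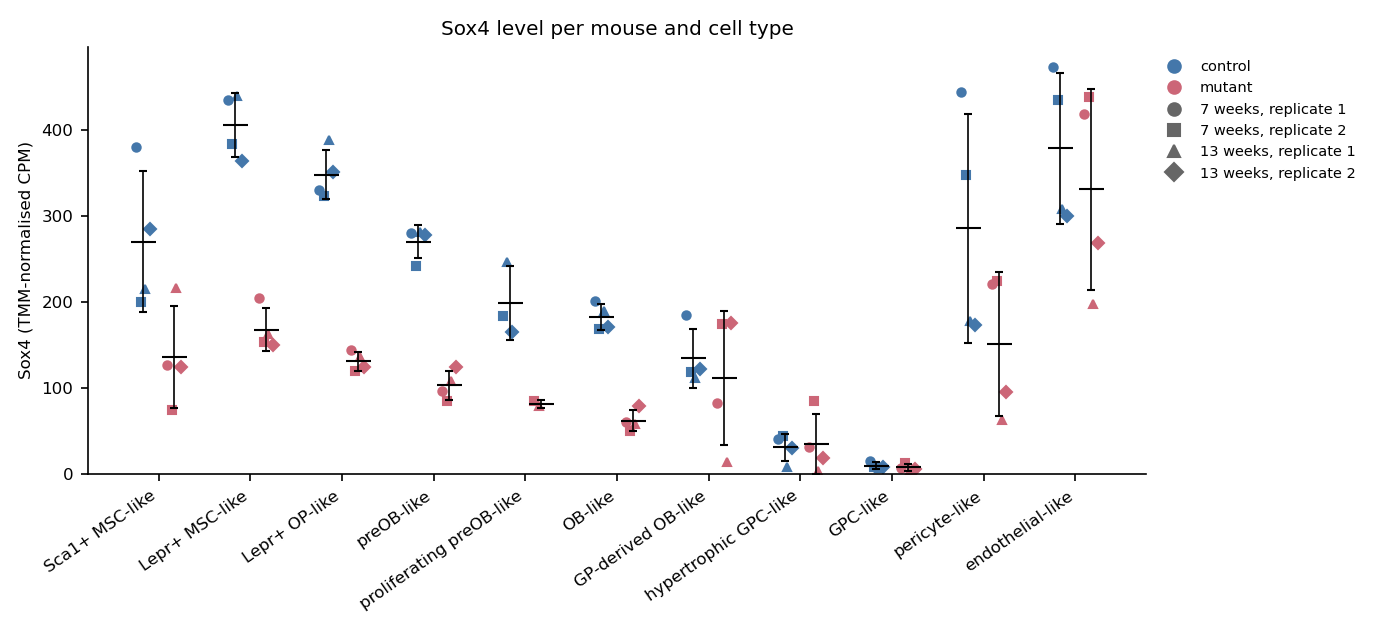
*Sox4* level per mouse and cell type in TMM-normalised CPM, with 1 point per mouse, controls and mutants side by side; bars give the mean and SD. In *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like cells every mutant mouse lies below every control mouse, and in endothelial-like cells the groups overlap.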

Confirming published data, *Sox4* was expressed most highly in *Lepr*^*+*^ MSCs (C2), followed by *Sca1*^*+*^ MSCs (C1) and osteoblastic cells (C3–C6) (Fig. 4c). It was also expressed in other populations, including endothelial cells and pericytes. 

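In pericyte-like cells the control level was 286 ± 133 TMM-normalised CPM (SD, n = 4 mice) and the mutant level 151 ± 84.1. The log2 fold change there was -0.99 (SE 0.188, adjusted p = 0.104), lower in 4 of 4 pairs, and the adjusted p was 0.0480 with the pair as a block. In endothelial-like cells the mutant level was 331 ± 117, a log2 fold change of -0.23 (SE 0.146, adjusted p = 1.00). Among haematopoietic cells, control levels were 268 ± 20.8 in progenitor-like, 304 ± 65.4 in granulocyte or monocyte-like and 16.1 ± 3.95 in erythroid-like cells.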

Neither *Sox11* nor *Sox12* was notably expressed in skeletal lineage cells.

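*Sox11* reached 138 ± 24.5 TMM-normalised CPM (SD, n = 4 control mice) in endothelial-like cells, and at most 2.11 in the mean of any osteogenic, chondrocyte or pericyte type. *Sox12* was at 11.4 ± 1.31 in *Lepr*+ MSC-like, 15.6 ± 1.12 in *Lepr*+ OP-like, 14.5 ± 3.51 in preOB-like and 2.22 ± 0.491 in OB-like control cells, far below *Sox4* in the same sums. In mutant mice *Sox12* was at 6.08 ± 1.96, 2.78 ± 0.594 and 0.534 ± 0.146 in the last 3 of these. The log2 fold changes were -1.38 (adjusted p = 0.0166), -2.37 (adjusted p = 0.00340) and -2.07 (adjusted p = 0.00403), each lower in all 4 pairs. In *Lepr*+ MSC-like cells the log2 fold change of -1.10 was not called (adjusted p = 0.175). *Sox11* in endothelial-like cells was lower in 4 of 4 pairs, with a log2 fold change of -0.52 (adjusted p = 1.00).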

**Fig. 4:**
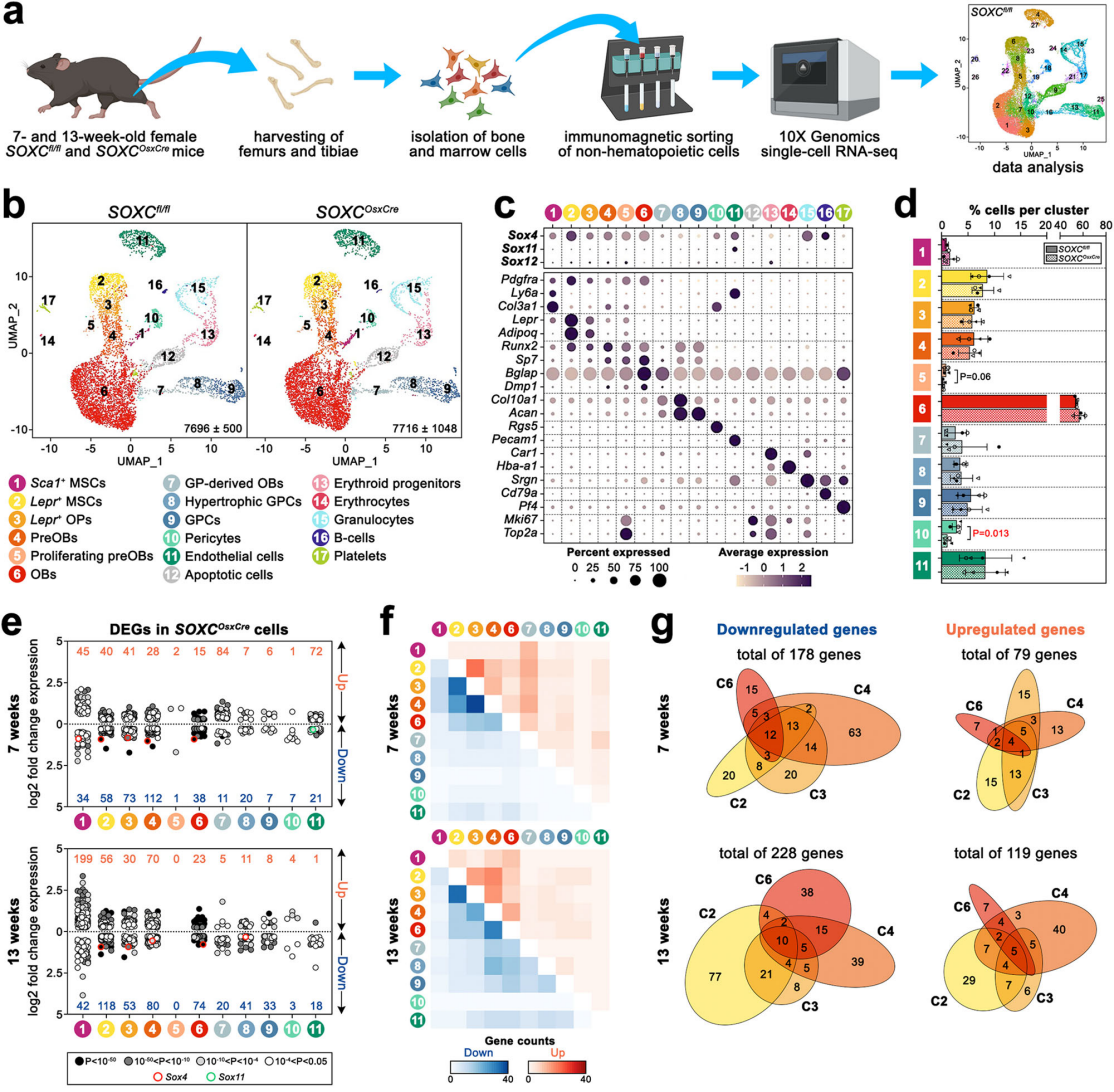
scRNA-seq reveals transcriptomic changes in *SOXC*^*OsxCre*^ osteogenic cells. **a** Experimental strategy used to obtain suspensions of non-hematopoietic cells from cortical and trabecular bone, and endosteal bone marrow for scRNA-seq assays (image created with BioRender.com). **b** UMAP plots of bone and bone marrow cells from *SOXC*^*OsxCre*^ and control females (*n* = 4; 2 per genotype at 7 and 13 weeks). The average number of cells analyzed per sample is indicated with standard deviation. Seventeen distinct cell populations were identified as listed. **c** Dot plot showing the expression levels of the SOXC genes and major cell type markers used to identify clusters in (**b**). **d** Relative proportions of non-hematopoietic clusters in *SOXC*^*OsxCre*^ and control samples. Circles and triangles correspond to 7- and 13-week-old mice, respectively. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided paired Student’s *t*-tests. *P*-values lower (red) and near (black) 0.05 are indicated. **e** Dot plots of the expression fold-changes of DEGs in mutant versus control populations at each age. The total numbers of up- and downregulated genes are indicated in orange and blue, respectively. The dot darkness reflects the significance of fold changes. Dots outlined in red and green represent *Sox4* and *Sox11*, respectively. **f** Heatmaps showing the overlap of up- (orange) and downregulated (blue) genes in mutant clusters. C5 was not included because it was too small to provide significant data. **g** Venn diagrams showing the numbers and overlap of genes down- or upregulated in C2–C4 and C6 at 7 and 13 weeks.

The analysis of C1–C11 showed that the populations of proliferating preOBs (C5) and pericytes (C10) were smaller (40 and 38%, respectively) in mutant than control samples, but the relative sizes of other populations were unaffected (Fig. 4d). 

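Shares were taken of all kept cells that are not haematopoietic and compared within the 4 pairs of mice of the same age and replicate number. Proliferating preOB-like cells were 0.819 ± 0.740% of non-haematopoietic cells in controls and 0.262 ± 0.296% in mutants (SD, n = 4 mice each), so that the mutant mean was 32.0% of the control mean. Their share was lower in all 4 pairs (mean log2 difference -1.72, two-sided exact sign-flip permutation test, p = 0.13, the smallest that 4 pairs allow). Pericyte-like cells were 2.58 ± 0.987% in controls and 1.57 ± 0.533% in mutants, or 61.1% of the control mean, and lower in all 4 pairs (log2 difference -0.67, exact p = 0.13). PreOB-like cells differed the other way by less than 1 SD, from 4.94 ± 0.511% to 5.14 ± 0.391%, higher in all 4 pairs (exact p = 0.13). In the other 8 types the exact p-values were 0.375 to 0.875. After Benjamini–Hochberg adjustment over the 11 types the lowest value was 0.458, and an unpaired exact permutation test of 4 against 4 mice gave 0.200 at the lowest. With no integration of the libraries, the preOB-like share instead had a log2 difference of -0.98.

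**Figure D2:**
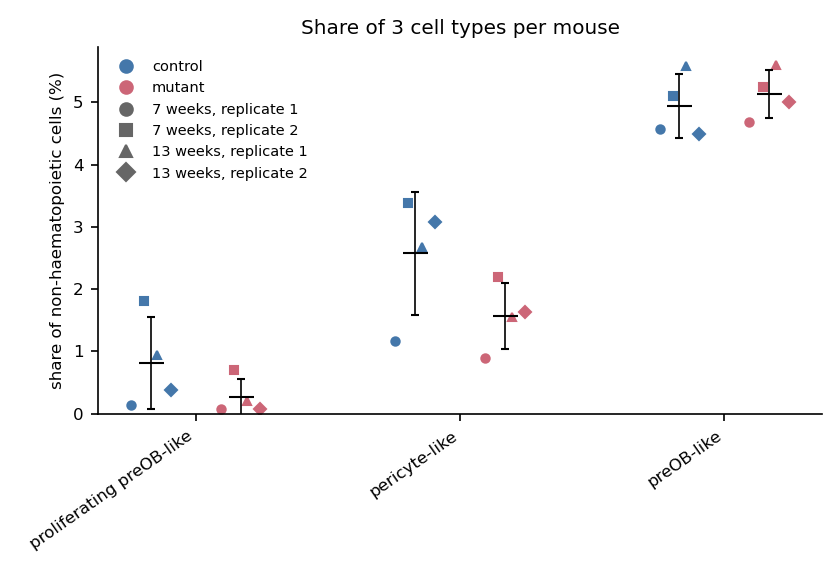
Share of non-haematopoietic cells per mouse, in percent, for 3 cell types; symbols mark age and replicate number, so that the same symbol in both colours is a pair, and bars give the mean and SD of 4 mice. Proliferating preOB-like and pericyte-like shares are lower in the mutant of each pair, and the preOB-like share is higher.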

Unlike seen in trabecular bone histomorphometry, mutant samples did not have more OBs, possibly because bones were incompletely digested. 

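OB-like cells were 49.9 ± 3.67% of non-haematopoietic cells in controls and 51.4 ± 3.79% in mutants (SD, n = 4 mice each). The difference was smaller than the spread between mice, and the share was higher in 3 of 4 pairs (two-sided exact sign-flip permutation test, p = 0.625).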

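*Sox4* was compared between mutant and control mice in the sums of each cell type. In mutant mice it was at 168 ± 25.4 TMM-normalised CPM in *Lepr*+ MSC-like, 131 ± 10.9 in *Lepr*+ OP-like, 103 ± 16.9 in preOB-like and 61.6 ± 12.5 in OB-like cells (SD, n = 4 mice). The log2 fold changes were -1.28 (SE 0.153, adjusted p = 0.00563), -1.41 (SE 0.143, adjusted p = 0.000117), -1.40 (SE 0.149, adjusted p = 0.000903) and -1.57 (SE 0.131, adjusted p = 0.000882), each lower in all 4 pairs. By p-value *Sox4* ranked 3 among 11495 genes tested in *Lepr*+ MSC-like, 2 among 10602 in *Lepr*+ OP-like, 4 among 10629 in preOB-like and 6 among 14542 in OB-like cells. With each mouse left out in turn, its log2 fold change stayed between -1.39 and -1.18, -1.48 and -1.35, -1.46 and -1.34 and -1.69 and -1.47 in these 4 types. In *Sca1*+ MSC-like cells the mutant level was 135 ± 59.3, from 434 UMIs, lower in 3 of 4 pairs with a log2 fold change of -1.06 (SE 0.303) that was not called (adjusted p = 0.200). In proliferating preOB-like cells, with 5 mice in the fit, it was -1.26 (SE 0.431, adjusted p = 0.283).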

*Sox4* ranked among the most downregulated genes in mutant MSCs and osteogenic clusters (C1–C6), indicating efficient inactivation (Fig. 4e; Supplementary Data 2). These clusters had high numbers of differentially expressed genes (DEGs; log_2_ fold change ≥0.25 and adjusted *p*-value ≤ 0.05), proving their reliance on SOX4, and C2–C4 shared more DEGs with one another than with other clusters, indicating similar SOX4 activities (Fig. 4f, g).

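Over both ages, 193 genes were called changed in OB-like cells (86 higher and 107 lower in mutants, of 14542 tested). There were 76 in *Lepr*+ OP-like (34 higher, 42 lower), 59 in preOB-like (22 higher, 37 lower) and 23 in *Lepr*+ MSC-like cells (7 higher, 16 lower). *Sca1*+ MSC-like cells had 8, all lower, of 5462 genes tested, and 279 without the replicate 2 control of 13 weeks. The 54 called in proliferating preOB-like cells rest on 5 mice and 1 residual degree of freedom, and DESeq2 called 1 there. The choice that moved these counts most in OB-like, *Lepr*+ OP-like and preOB-like cells was the pair as a block, which gave 1381, 389 and 292. In *Lepr*+ MSC-like and *Sca1*+ MSC-like cells the block gave 114 and 61, and no filter on low counts gave 204 and 288. Leaving out 1 mouse lowered the count to as few as 69 in OB-like and 29 in preOB-like cells (without the replicate 1 mutant of 13 weeks), and to 8 in *Lepr*+ MSC-like and 0 in *Sca1*+ MSC-like cells (without the replicate 2 control of 7 weeks). DESeq2 without the block gave 363, 66, 63, 32 and 68 in OB-like, *Lepr*+ OP-like, preOB-like, *Lepr*+ MSC-like and *Sca1*+ MSC-like cells. Pericyte-like cells had 1 changed gene, *Mdk*, with edgeR, 3 with DESeq2 and 6 with the block. With edgeR no gene was called in hypertrophic GPC-like (397 genes at an unadjusted p under 0.05, 3 called by DESeq2), GPC-like (213, 4 by DESeq2), endothelial-like (285, 0 by DESeq2) and GP-derived OB-like cells (49, 0 by DESeq2), and the block gave 2 in hypertrophic GPC-like and 1 in endothelial-like cells. *Lepr*+ MSC-like and *Lepr*+ OP-like cells shared 18 called genes, 78.3% of the smaller list, *Lepr*+ OP-like and preOB-like cells 30, or 50.8%, and *Lepr*+ MSC-like and preOB-like cells 10, or 43.5%. With OB-like cells, preOB-like cells shared 34 (57.6%), *Lepr*+ OP-like cells 33 (43.4%) and *Lepr*+ MSC-like cells 11 (47.8%). *Sca1*+ MSC-like cells shared none of their 8 with any of these. As a percent of the genes called in either type, the sharing was 22.2% between *Lepr*+ MSC-like and *Lepr*+ OP-like cells. It was 28.6% between *Lepr*+ OP-like and preOB-like cells and 13.9% between *Lepr*+ MSC-like and preOB-like cells. With OB-like cells it was 15.6% (preOB-like), 14.0% (*Lepr*+ OP-like) and 5.37% (*Lepr*+ MSC-like). In all of *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells 9 genes were called, namely *Pi15*, *Mdk*, *Cst3*, *Podxl2*, *Plppr3*, *Sox9*, *Evl*, *Sox4* and *Pcdhb9*. From the numbers of changed genes in these clusters the paper concludes that they rely on SOX4, and from the sharing among C2–C4 that SOX4 acts similarly in them.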

In sum, SOXC significantly impact the transcriptomes of MSCs and osteoblastic cells.

### SOXC reinforce *Lepr*^*+*^ MSC signatures modulating bone mass

We used the complementary Gene Ontology (GO) and single-cell regulatory network inference and clustering (SCENIC)^44^ tools to identify the molecular pathways most affected in mutant *Lepr*^+^ MSCs and closely related *Lepr*^+^ OPs and preOBs (C2–C4). Since DEGs were similar for 7- and 13-week-old mice (Supplementary Fig. 9a), we combined them for these analyses. 

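The log2 fold changes at 7 weeks were set against those at 13 weeks, which share no mice, over the genes that the paper's Supplementary Data 2 lists as changed in C2, C3 or C4. Across 221 genes in *Lepr*+ MSC-like cells Pearson's r was 0.786 (R² 0.618) and Spearman's rho 0.733, and 88.7% changed in the same direction. Across 163 genes in *Lepr*+ OP-like cells r was 0.789 (R² 0.622) and rho 0.796, and across 250 genes in preOB-like cells r was 0.70 (R² 0.490) and rho 0.572, with 89.6 and 72.4% in the same direction. These are correlations across genes, which are not independent replicates, over genes that the study chose on these mice. Over all tested genes, the choice that moved the values most, R² was 0.0790, 0.122 and 0.0810, with 59.4, 59.4 and 56.8% in the same direction. Each list was then tested as a set at the age it was not drawn from, with a rotation test (fry), which makes 12 tests of 2 directions, 3 cell types and 2 ages. Of these, 5 were called, and 2 with the pair as a block. The genes listed as higher in C2 at 7 weeks were higher at 13 weeks in 37 of 40 (adjusted p = 0.00387, and 0.00397 with the block), and those listed as lower were lower in 54 of 58 (adjusted p = 0.00839, and 0.0650 with the block). The C3 genes called were those lower at 7 weeks (67 of 73 lower at 13 weeks, adjusted p = 0.0191) and those lower and higher at 13 weeks (44 of 53 lower and 30 of 30 higher at 7 weeks, adjusted p = 0.00387 and 0.00839), and the block lost all 3 (adjusted p = 0.0904, 0.0646 and 0.0650). No C4 list was called, and the genes lower at 13 weeks were lower at 7 weeks in 47 of 80 (adjusted p = 0.443), while with the block those lower at 7 weeks were called (adjusted p = 0.0577 without and 0.0325 with it). The test of a difference between ages called no gene with edgeR in *Lepr*+ MSC-like, *Lepr*+ OP-like or preOB-like cells (154, 198 and 286 genes at an unadjusted p under 0.05), and none with DESeq2. With the pair as a block it called 1 gene in *Lepr*+ OP-like and 9 in preOB-like cells.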

GO analyses showed that both up- and downregulated genes most significantly matched pathways associated with bone formation and wound healing (Fig. 5a; Supplementary Data 3a). In addition, downregulated genes significantly matched, but to a lesser extent, pathways involved in leukocyte and granulocyte chemotaxis and response to virus and interferons (IFNs). 

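The 12 interferon-related genes that the paper names were tested as a set in each osteogenic cell type, with Benjamini–Hochberg adjustment over 33 set tests. In *Sca1*+ MSC-like cells 10 of 11 tested genes were lower in mutants, with a median log2 fold change of -1.87 (fry, adjusted p = 0.0562). In *Lepr*+ MSC-like cells all 12 were lower (median -0.62, adjusted p = 0.239), in *Lepr*+ OP-like cells 11 of 12 (median -0.34, adjusted p = 0.262) and in preOB-like cells 10 of 11 (median -0.20, adjusted p = 0.370). None of these sets was called over all 8 mice with fry, although camera with a preset correlation of 0.01 called each of them (adjusted p = 5.42e-09, 1.69e-09, 0.000290 and 0.0211) and camera with an estimated correlation called none. With 1 mouse left out, the adjusted p of fry ran from 0.0115 to 0.159 in *Sca1*+ MSC-like, 0.0115 to 0.423 in *Lepr*+ MSC-like, 0.0115 to 0.456 in *Lepr*+ OP-like, 0.152 to 0.769 in preOB-like and 0.0491 to 0.658 in OB-like cells. The set was called in 1 of these 8 fits in each type except preOB-like cells, that without the replicate 2 control of 13 weeks, which leaves as the sole control of that age the replicate 1 mouse, the highest of the 8 in these genes in each of the types.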

SCENIC analyses of the control C2–C4 transcriptomes identified 109 regulons, i.e., sets of genes predicted to be controlled by the same TF (Fig. 5b; Supplementary Data 4). A SOX4 regulon and 45 others were highly enriched in C2 *Lepr*^+^ MSCs (C2R group), while 46 other regulons were more specific to C3 *Lepr*^+^ OPs (C3R group) and 17 to C4 preOBs (C4R group). The C2R group contained the highest number of regulons affected in mutant cells. 

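The paper's Supplementary Data 4 lists 223 target genes of SOX4, which were read against the sums of each cell type. In *Lepr*+ MSC-like cells 193 of 223 were lower in mutants, or 86.5%, compared with 51.2% of all tested genes. In *Lepr*+ OP-like cells 195 of 222 were lower (87.8%), and in preOB-like cells 168 of 215 (78.1%). The changes were small in size, with medians of -0.22, -0.26 and -0.21 on the log2 scale, and the set was called in each (fry, adjusted p = 0.00348, 0.00559 and 0.00569). In at least 1 of these 3 types 29 targets were called lower, or 13.0%, against 73, or 32.7%, with the pair as a block. The set was also called in OB-like cells (median -0.18, adjusted p = 0.00987) and in *Sca1*+ MSC-like cells (125 of 152 lower, adjusted p = 0.0480), where the block gave 0.0580 and leaving out 1 mouse lost the call in 7 of 8 fits. The study inferred these targets on the control cells of the same mice, so the set is not independent of these data.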

The SOX4 regulon had 27% of its genes downregulated upon SOXC inactivation and its overall activity significantly reduced (Fig. 5b, c; Supplementary Data 4). In agreement with GO analysis, regulons for TFs involved in interferon signaling and bone metabolism had a high proportion of their genes downregulated and their overall activity significantly reduced in mutant cells. These regulons included those for STAT1 and STAT2 (signal transducer and activator of transcription 1 and 2), interferon regulatory factors (IRF2, IRF7, IRF8, and IRF9), and the nuclear-factor kappa subunit RELB. In contrast, upregulated genes and increased activities were found in the regulons of TFs promoting osteoblastogenesis and bone formation, such as the AP-1 subunits JUNB and FOS, CEBPD (CCAAT enhancer-binding protein delta, a RUNX2 co-factor), MEF2C and SP7 (Fig. 5b, c; Supplementary Data 4).

**Fig. 5:**
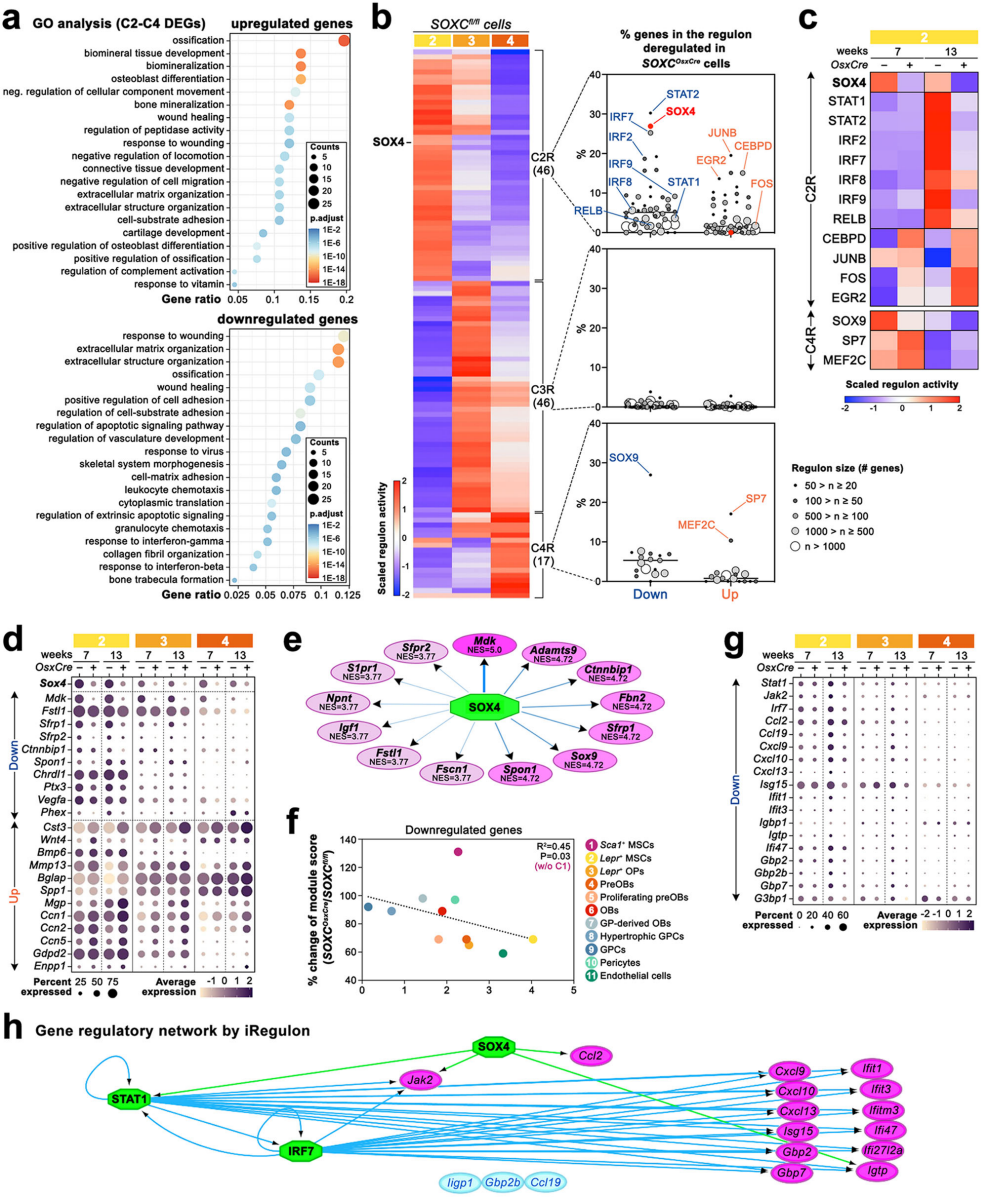
SOXC promote expression of anti-osteoblastogenic and pro-osteoclastogenic genes. **a** GO enrichment analyses for biological processes using all genes up- or downregulated in C2–C4 mutant clusters at 7 and 13 weeks. *P*-values were calculated by hypergeometric distribution followed by Benjamini–Hochberg correction. **b** Heatmap of the activity scores of regulons identified by SCENIC in C2–C4 control cells, and dot plots of the percentage of genes in the regulons that were down- or upregulated in C2–C4 mutant cells. The dot area and color reflect the size of each regulon. SOX4 and most relevant regulons are indicated. **c** Heatmap of the activity scores of the most affected regulons in C2 mutant cells at 7 and 13 weeks. **d** Dot plots of the expression levels of genes selected as matching bone-related GO terms and being among the most differentially expressed ones in C2–C4 mutant clusters. **e** Graphic representation of the predicted target genes of SOX4 by SCENIC which are downregulated in C2–C4 mutant cells and match bone-related GO terms. Pink shade reflects the normalized enrichment score (NES). Darker shades indicate higher values. **f** Correlation between *Sox4* expression levels in control populations and percentages of module scores obtained for mutant relative to control populations and generated using downregulated genes in the C2–C4 mutant cells that match bone-related GO terms. The linear relationship obtained using all data (except C1) is shown with a dotted line, and its significance is indicated by its *p*-value and coefficient of determination (R^2^). **g** Dot plots of the expression levels of genes selected as matching interferon-related GO terms and being among the most downregulated ones in C2–C4 mutant clusters. **h** Graphic representation of the gene regulatory network for genes matching interferon-related GO terms and downregulated in C2–C4 mutant clusters. The graph was generated by iRegulon. Green octagons, regulators; pink ovals, target genes; cyan ovals, genes not identified as targets of any regulator.

Many top DEGs belonging to GO-defined bone formation and wound healing pathways encode secreted factors (Fig. 5d; Supplementary Data 2, 3a). 

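The bone-related genes that the paper names were tested as 2 sets, 10 named as lower and 12 named as higher in mutants. In *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like cells 10, 9, 8 and 9 of the 10 were lower (fry, adjusted p = 0.00243, 0.00333, 0.00586 and 0.00243). Of the 12 named as higher, 12, 12, 9 and 10 were higher in the same types (adjusted p = 0.00951, 0.00243, 0.0171 and 0.00987), and in preOB-like cells leaving out 1 mouse lost this call in 4 of 8 fits. In *Sca1*+ MSC-like cells 6 of 10 were lower (adjusted p = 0.305) and 8 of 12 higher (adjusted p = 0.316). Over all genes tested, 3, 3, 2 and 3 of the genes named as lower were called in *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like cells, and 6, 6, 7 and 7 when adjusted over the list alone, where the 7 of preOB-like cells include *Spon1* and *Chrdl1*, which were higher. Of the genes named as higher, 2, 4, 1 and 1 were called over all genes and 10, 10, 6 and 4 when adjusted over the list alone. The study chose both lists on these mice, so the counts over the list alone are not independent evidence.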

Downregulated ones included genes for factors with anti-osteoblastogenic and pro-osteoclastogenic activities, such as midkine (*Mdk*^45^), follistatin-like-1 (*Fstl1*^46^), secreted frizzled-related proteins (*Sfrp1* and *Sfrp2* ^47,48^), beta-catenin interacting protein 1 (*Ctnnbip1*^49^), spondin-1 (*Spon1*^50^), chordin like-1 (*Chrdl1*^51^), pentraxin-3 (*Ptx3*^52^), and the vascular endothelial growth factor-A (*Vegfa*^53^). 

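*Fstl1* was lower in all 4 pairs in *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like cells, with log2 fold changes of -0.44, -0.48, -0.59 and -0.39 and adjusted p-values between 0.0853 and 0.609. With the pair as a block it was called in the last 3 of these (adjusted p = 0.00876, 0.00523 and 0.00256). *Ptx3* had log2 fold changes of -0.68, -0.62, -1.01 and -1.12 and was called in OB-like cells (SE 0.205, adjusted p = 0.0311), and with the block also in *Lepr*+ OP-like and preOB-like cells (adjusted p = 0.00902 and 0.0190). *Vegfa* changed by -0.03, -0.37, -0.49 and -0.57, and the last 3 were called with the block (adjusted p = 0.0423, 0.0465 and 0.00833). *Chrdl1* changed by -0.15 in *Lepr*+ MSC-like, 0.19 in *Lepr*+ OP-like and -0.26 in OB-like cells, and by 1.68 (SE 0.530, adjusted p = 0.304) in preOB-like cells, with no call.

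**Figure D3:**
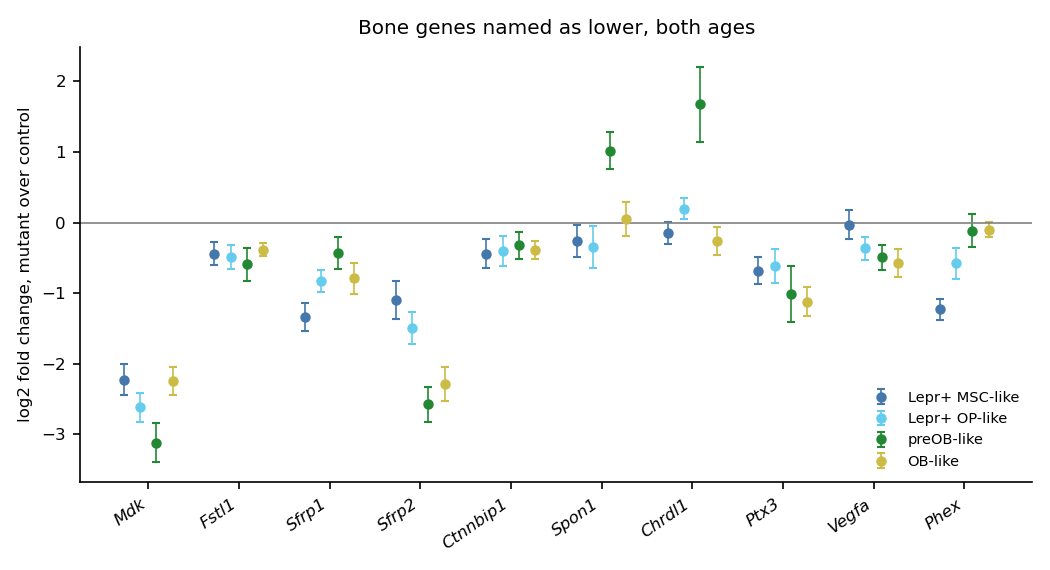
Log2 fold change of each bone gene that the paper names as lower, mutant over control and averaged over both ages, in 4 cell types; bars give 1 SE. *Mdk* lies farthest below 0 in *Lepr*+ MSC-like cells, and *Mdk* and *Sfrp2* in *Lepr*+ OP-like, preOB-like and OB-like cells, and *Spon1* and *Chrdl1* lie above 0 in preOB-like cells.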

Interestingly, several of the most downregulated genes matching bone formation and wound healing pathways were predicted by SCENIC to be direct targets of SOX4 (Fig. 5e; Supplementary Data 4). These genes included *Mdk*, *Sfrp1*, *Sfrp2*, *Ctnnbip1*, and *Spon1*. 

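*Mdk* was called in *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like cells, with log2 fold changes of -2.23 (SE 0.220, adjusted p = 0.00212), -2.62 (SE 0.202, adjusted p = 4.27e-06), -3.12 (SE 0.273, adjusted p = 0.000184) and -2.25 (SE 0.197, adjusted p = 0.000882). In *Lepr*+ OP-like cells its level was 358 ± 86.7 TMM-normalised CPM in controls and 58.4 ± 14.5 in mutants (SD, n = 4 mice each). *Sfrp1* was called in *Lepr*+ MSC-like (-1.34, adjusted p = 0.0161) and *Lepr*+ OP-like cells (-0.83, adjusted p = 0.0161), not in preOB-like cells (-0.43, adjusted p = 0.670), and in OB-like cells (-0.79) with the pair as a block (adjusted p = 0.0212). *Sfrp2* was called in *Lepr*+ OP-like (-1.50, adjusted p = 0.00268), preOB-like (-2.58, adjusted p = 0.000363) and OB-like cells (-2.29, adjusted p = 0.00224), and in *Lepr*+ MSC-like cells (-1.10) with the block (adjusted p = 0.00991). *Ctnnbip1* was lower in all 4 pairs in each of the 4 types by -0.44, -0.41, -0.32 and -0.39 (lowest adjusted p = 0.207), and was called with the block in *Lepr*+ OP-like (0.0340) and OB-like cells (0.00380). *Spon1* changed by -0.26 in *Lepr*+ MSC-like and -0.34 in *Lepr*+ OP-like cells without a call, and in preOB-like cells it was higher in all 4 pairs, by 1.02 (adjusted p = 0.155, and 0.000352 with the block).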

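The 10 bone genes that the paper names as lower were summed as a module, in plain CPM without TMM scaling, and the mutant level was taken as a percent of the control level within each pair of mice. The module was at 63.2 ± 2.16% (SD, n = 4 pairs) in *Lepr*+ OP-like, 62.1 ± 11.6% in preOB-like and 69.5 ± 7.43% in *Lepr*+ MSC-like cells, and lower in all 4 pairs of each (two-sided exact sign-flip permutation test, p = 0.13, the smallest that 4 pairs allow). It was at 78.0 ± 4.47% in pericyte-like, 79.7 ± 40.5% in *Sca1*+ MSC-like and 81.0 ± 11.4% in OB-like cells, and at 44.9 ± 2.28% in the 2 pairs with enough proliferating preOB-like cells. It stayed within the spread between pairs of 100% in endothelial-like (93.7 ± 14.6%), GPC-like (98.4 ± 13.1%), hypertrophic GPC-like (104 ± 17.7%) and GP-derived OB-like cells (83.3 ± 23.7%). Across the 11 cell types, which share the same mice, the module and the control *Sox4* level had a Pearson's r of -0.466 (permutation p = 0.149, R² 0.218) and a Spearman's rho of -0.509 (permutation p = 0.115). Without GPC-like and hypertrophic GPC-like cells, the 2 types farthest from the median *Sox4* level, r was 0.0787, so that the relation rests on these types. An alternative changed the outcome measure together with the scale, taking the difference, mutant minus control, of the mean log-normalised levels per cell summed over the 10 genes (-3.11 in *Lepr*+ MSC-like and -0.43 in OB-like cells), which unlike a percent can grow with the level of the genes in controls. For this difference and the log-normalised *Sox4* level, r was -0.713 (permutation p = 0.0131, R² 0.508), rho -0.827 (permutation p = 0.00271) and r without the same 2 types -0.661.

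**Figure D4:**
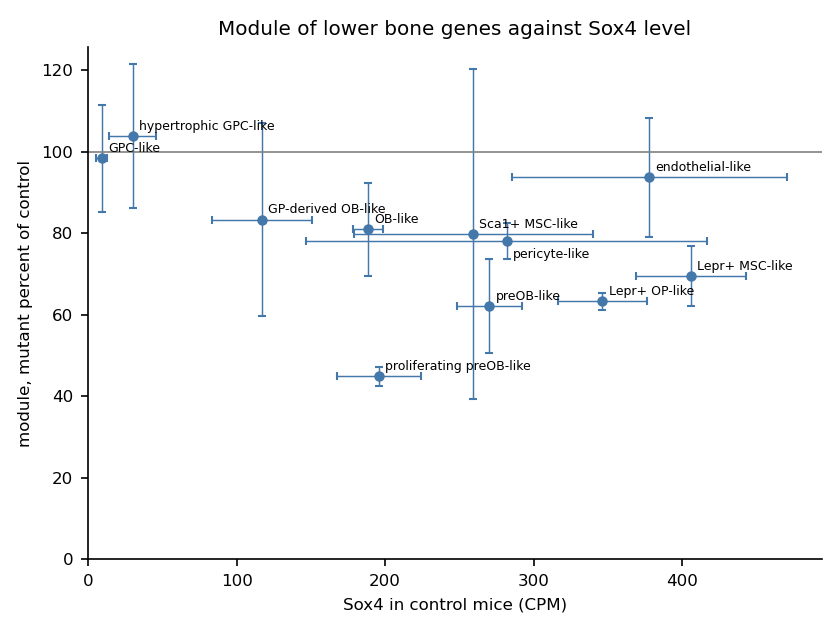
Module of bone genes named as lower, as mutant percent of control (mean and SD over pairs), against the *Sox4* level in control mice in CPM (mean and SD over mice), with 1 point per cell type. The 2 chondrocyte types at the lowest *Sox4* level lie near 100%, and endothelial-like cells lie near 100% at one of the highest *Sox4* levels.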

Similar expression changes were observed for these gene sets in other clusters, such that the scores obtained for modules that combined these gene expression changes were proportional to *Sox4* expression and thus further support the prediction that several of these genes may be direct targets of SOX4 (Fig. 5f; Supplementary Fig. 9b and Supplementary Data 2).

Unlike downregulated genes, upregulated genes included many genes for pro-osteoblastogenic and anti-osteoclastogenic factors (Fig. 5d; Supplementary Data 2, 3a), such as cystatin C (*Cst3*^54,55^), WNT4^56^, BMP6^57^, and MMP13^58^. They also included genes for non-collagenous ECM proteins modulating bone formation and mineralization, such as osteocalcin (*Bglap*^59^), osteopontin (*Spp1*^60^), matrix gla protein (*Mgp*^61^), and CCN proteins (*Ccn1*, *Ccn2*, and *Ccn5*^62^). 

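*Cst3* was called higher in *Lepr*+ MSC-like (0.96, SE 0.158, adjusted p = 0.0364), *Lepr*+ OP-like (0.88, adjusted p = 0.0189), preOB-like (1.08, adjusted p = 0.0238) and OB-like cells (0.87, adjusted p = 0.0248), and in all 4 pairs of each. With 1 mouse left out these calls held in 1, 3, 1 and 1 of 8 fits, while the log2 fold change in *Lepr*+ MSC-like cells stayed between 0.86 and 1.05. In endothelial-like cells *Cst3* was also higher, by 0.29 on the log2 scale. *Wnt4* changed by 0.70 in *Lepr*+ MSC-like (adjusted p = 0.401) and 0.52 in *Lepr*+ OP-like cells (adjusted p = 0.117), which were called with the pair as a block (adjusted p = 0.0472 and 0.00387), and it was lower in OB-like cells (-0.38, adjusted p = 0.00316 with the block). *Bmp6* changed by 0.49, 0.09 and -0.21 and *Mmp13* by 0.46, 0.35 and 0.48 in *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells, with no call (lowest adjusted p = 0.569).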

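*Mgp* was called in *Lepr*+ OP-like cells (1.17, SE 0.157, adjusted p = 0.00118), with 1.22 in *Lepr*+ MSC-like and 1.36 in preOB-like cells not called (adjusted p = 0.182 and 0.148, and 0.0158 and 0.00557 with the pair as a block). *Ccn5* was called in *Lepr*+ MSC-like (1.29, adjusted p = 0.0245) and *Lepr*+ OP-like cells (1.43, adjusted p = 0.00389), and with the block in preOB-like cells (1.25 without the block, adjusted p = 1.43e-05 with it). *Ccn2* was higher in all 4 pairs in *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells, by 0.53, 0.63 and 0.93 (adjusted p = 0.586, 0.0787 and 0.0532), as was *Ccn1*, by 0.48, 0.42 and 0.60, and with the block both were called in *Lepr*+ OP-like (adjusted p = 0.000721 and 0.0386) and preOB-like cells (0.00233 and 0.0325). *Spp1* had log2 fold changes of 0.69, 0.79, 0.73 and 1.11 in *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like cells, of which the second and the last were called with the block (adjusted p = 0.00176 and 6.60e-06). *Bglap* changed by 0.39, 0.75, 1.09 and 0.48, called with the block in *Lepr*+ OP-like (0.000387) and OB-like cells (0.0124). The level of *Bglap* was 1.85% of that in OB-like cells in *Lepr*+ MSC-like and 2.54% in *Lepr*+ OP-like cells, compared with 2.35% in endothelial-like cells, which should lack it, so that its level in *Lepr*+ MSC-like cells is at the background of free RNA and that in *Lepr*+ OP-like cells little above it. In preOB-like cells it was 9.06%, above that background.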

Several genes for important bone-related transmembrane enzymes also had their expression changed. 

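Of the bone-related transmembrane enzymes, *Enpp1* was higher in *Lepr*+ MSC-like (0.65, adjusted p = 0.245), *Lepr*+ OP-like (1.05, SE 0.202, adjusted p = 0.0175) and preOB-like cells (0.90, adjusted p = 0.101), and called in the second, and with the block also in the others (adjusted p = 0.0156 and 0.000516). *Gdpd2* changed by 0.63 in *Lepr*+ MSC-like, 0.42 in *Lepr*+ OP-like and -0.06 in preOB-like cells, and the first pair of values was called with the pair of mice as a block (adjusted p = 0.0156 and 0.0242). *Phex* was called lower in *Lepr*+ MSC-like cells (-1.23, SE 0.150, adjusted p = 0.00563), with -0.58 in *Lepr*+ OP-like cells (adjusted p = 0.394, and 0.0248 with the block), and -0.12 in preOB-like cells.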

*Gdpd2*^63^ (osteoblast differentiation promoter glycerophosphodiester phosphodiesterase-3) and *Enpp1*^64^ (mineralization inhibitor ectonucleotide pyrophosphatase/phosphodiesterase-1) were upregulated, whereas Phex^65^ (pro-mineralization phosphate-regulating endopeptidase X-linked factor) was downregulated.

RT-qPCR for bone and marrow cells collected in the same way as for scRNA-seq validated many top DEGs in *SOXC*^*OsxCre*^ populations, including *Mdk* and *Sfrp1* downregulation and *Cst3*, *Bglap* and *Spp1* upregulation (Supplementary Fig. 9c). Mutant male cells also downregulated *Mdk* and *Sfrp1*, strongly expressed in *Lepr*^*+*^ MSCs, but did not upregulate *Cst3* and *Bglap*, strongly expressed in osteoblastic cells. This apparent sex bias in gene expression changes is consistent with the sex differences observed in osteoblast numbers and activities. Cells from *R26*^*SOX4/SOX4*^*Prx1Cre* females showed opposite changes, including *Mdk* upregulation and *Cst3* and *Spp1* downregulation (Supplementary Fig. 9d).

DEGs belonging to GO-defined IFN-related pathways included *Stat1*, *Jak2* (Janus kinase 2) and *Irf7*, key mediators of IFN signaling^66^; *Ccl2*, *Ccl19*, *Cxcl9*, *Cxcl10,* and *Cxcl13*, encoding chemokines regulating osteoclast precursor migration, recruitment and differentiation^67^; and other IFN-dependent genes, such as *Isg15* (ubiquitin-like protein) and *Gbp2*, *Gbp2b,* and *Gbp7* (guanine-binding proteins) (Fig. 5g; Supplementary Data 2). These genes were more affected at 13 than 7 weeks. 

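Of these 12 genes, none was called in any osteogenic cell type over all genes tested with edgeR, and adjusted over the list alone 9 were called in *Sca1*+ MSC-like (8 lower, and *Ccl2* higher), 1 in *Lepr*+ MSC-like (*Cxcl13*, lower) and 1 in *Lepr*+ OP-like cells (*Ccl2*, lower). The study chose the list on these mice, so the second count is not independent evidence. The largest falls in *Sca1*+ MSC-like cells were those of *Gbp2b* (-3.83, SE 0.806, adjusted p = 0.0817), *Cxcl9* (-3.34, adjusted p = 0.0956) and *Irf7* (-2.73, adjusted p = 0.106), and with the pair as a block the first pair of these was called (0.0327 and 0.0327). *Isg15* changed by -1.93 there, while *Ccl2* went the other way, by 2.80. In *Lepr*+ MSC-like cells *Cxcl13* changed by -1.97 (adjusted p = 0.257), *Cxcl9* by -1.07, *Gbp2b* by -0.95, *Ccl19* by -0.89, *Irf7* by -0.73 and *Jak2* by -0.50. With the block, *Cxcl13*, *Cxcl9* and *Ccl19* were called there (adjusted p = 0.0275, 0.0128 and 0.0235), and *Ccl2* and *Ccl19* in *Lepr*+ OP-like cells (0.00344 and 0.00279). The block also called *Cxcl10* in preOB-like (-0.74, adjusted p = 0.0189) and OB-like cells (-0.82, adjusted p = 0.000197), and *Jak2*, *Gbp2*, *Gbp2b* and *Gbp7* in OB-like cells (-0.32, -0.62, -0.82 and -0.29, adjusted p = 0.0197, 0.0238, 0.0369 and 0.0413). The mean log2(CPM + 1) of the 12 genes in *Lepr*+ MSC-like cells was 8.67 in the replicate 1 control of 13 weeks, compared with 7.07 in the next highest control. This mouse was the highest of the 8 in 12 of 13 sums examined, 1 of which pools *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells, and the exception was granulocyte or monocyte-like cells. Within pairs the mean was lower in the mutant of 4 of 4 pairs in *Sca1*+ MSC-like (-1.36 ± 0.617), *Lepr*+ MSC-like (-0.68 ± 0.654), OB-like (-0.29 ± 0.320), pericyte-like (-0.88 ± 0.662), endothelial-like (-0.36 ± 0.399) and erythroid-like cells (-0.46 ± 0.282), and of 3 of 4 in *Lepr*+ OP-like (-0.29 ± 0.475) and preOB-like cells (-0.28 ± 0.505), with the mean difference of mutant minus control and its SD over pairs on the log2 scale in parentheses. Over the 3 pairs without that mouse the mean differences were -1.20, -0.36, -0.13, -0.58, -0.19, -0.32, -0.08 and -0.13 in the same order.

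**Figure D5:**
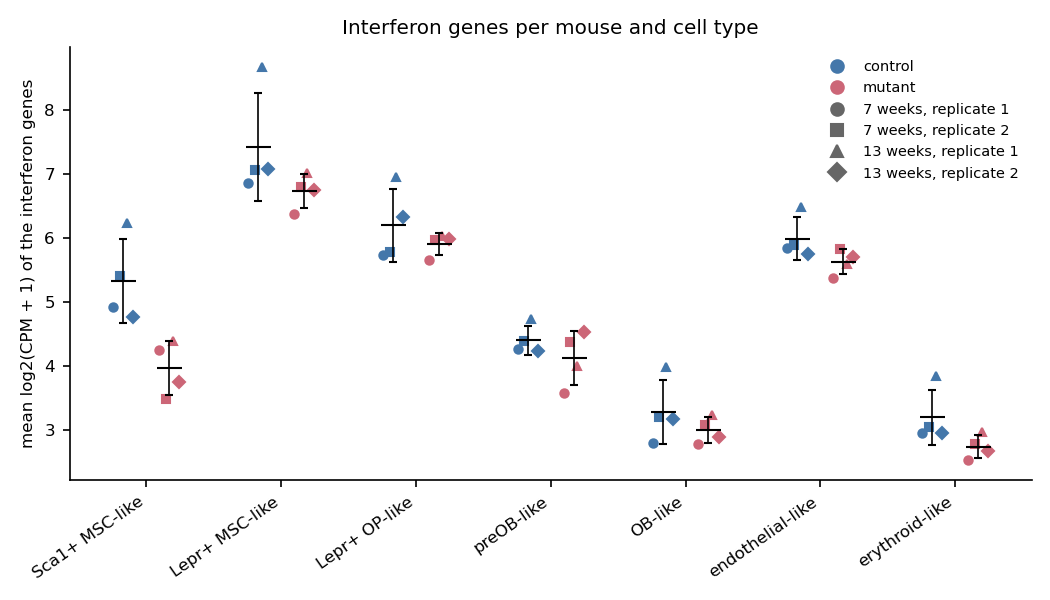
Mean log2(CPM + 1) of the interferon genes named by the paper, per mouse and cell type; symbols mark age and replicate number, and bars give the mean and SD of 4 mice. The replicate 1 control of 13 weeks lies above the other mice in each of the 7 types shown.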

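At 7 weeks the median log2 fold change of the tested interferon genes was -1.11 in *Sca1*+ MSC-like, -0.31 in *Lepr*+ MSC-like, 0.11 in *Lepr*+ OP-like and -0.07 in preOB-like cells. At 13 weeks the medians were -2.01, -1.01, -0.81 and -0.32. The test of the difference between ages did not call the set in *Lepr*+ MSC-like (median difference -0.73, fry, adjusted p = 0.789) or *Lepr*+ OP-like cells (median -0.79, adjusted p = 0.551), whereas camera with its preset correlation called both (adjusted p = 2.30e-05 and 7.40e-08). The size at 13 weeks rests on 1 control, since without the replicate 1 control of that age the medians there were -0.95, -0.07, -0.11 and 0.19 in the same types. Without the replicate 2 control of that age, which leaves the replicate 1 control as the sole control of 13 weeks, fry called the difference between ages in *Lepr*+ OP-like cells (adjusted p = 0.0255, and up to 0.850 with another mouse left out).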

RT-qPCR for *Stat1*, *Isg15*, *Ccl2*, *Cxcl9* and *Cxcl10* in cells sorted in the same way as for scRNA-seq showed that each gene had its expression significantly (*p* ≤ 0.05) or nearly significantly (*p* ≤ 0.1) downregulated in mutant cells from females at or beyond 26 weeks and was not or less downregulated in mutant cells from 7-week-old females (Supplementary Fig. 9e). Mutant male cells showed similar gene expression changes but with lower amplitudes, in line with the milder trabecular bone phenotypes of males compared to females. Experiments performed in C3H/10T1/2 cells helped us consolidate the notion that SOX4 is involved in the activation of the interferon (IFN) pathway. These multipotent mesenchymal cells^68^ highly expressed *Sox4* and genes for interferon type I receptors, but neither *Sox11* nor *Sox12* (Supplementary Fig. 10a). As predicted, IFN-β robustly upregulated all tested genes in control cells, but much less when *Sox4* was silenced (Supplementary Fig. 10b–d). Interestingly, none of these genes were predicted by SCENIC to be direct targets of SOX4 (Supplementary Data 4), but an extended analysis of the gene regulatory network (GRN) with iRegulon^69^ suggested that SOX4 may modulate the expression of IFN-dependent genes by promoting the expression of STAT1 and JAK2 (Fig. 5h).

Altogether, these results uncovered that SOX4 may directly activate anti-osteoblastogenic and pro-osteoclastogenic genes to delay osteoblastogenesis and facilitate bone mineralization and osteoclastogenesis. It may also promote the response to interferons by upregulating expression of key transcriptional mediators of the pathway.

### SOXC delay osteoblastic differentiation of bone marrow MSCs

To further investigate the notion that SOXC may delay the differentiation of OBs from MSCs, we used bioinformatics tools that help predict cell fate trajectories. Slingshot analysis of our scRNA-seq data for control and mutant cell populations at 7 and 13 weeks predicted that two cell lineages likely give rise to osteoblasts (Fig. 6a). One lineage would originate from *Lepr*^*+*^ MSCs/OPs (C2 and C3) and the other from *Sca1*^*+*^ MSCs (C1). Both MSC/progenitor types would give rise to preOBs (C4), which would then proliferate (C5) before maturing into OB/osteocytes (C6). Although control and mutant cells were predicted to follow identical trajectories, pseudotime distribution proposed that both types of mutant MSCs might proceed faster than control cells towards OB differentiation. 

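In place of Slingshot pseudotime, a score was taken per cell. It was the mean log-normalised level of 16 osteoblast markers minus that of 11 *Lepr*+ MSC markers, none of them among the genes the paper lists as changed. This rule left out *Lepr*, *Adipoq*, *Hp*, *Lpl*, *Car3* and *Bglap2*. The score therefore cannot show a difference that these markers carry, and a lack of difference in it is limited to the markers kept. Cells were thinned to 2000 UMIs each, which left out 46 control and 100 mutant *Lepr*+ MSC-like cells, and the scores were averaged per mouse. In *Lepr*+ MSC-like cells the score was -1.36 ± 0.120 in controls and -1.33 ± 0.0966 in mutants (SD, n = 4 mice each), higher in 3 of 4 pairs (two-sided exact sign-flip permutation test, p = 0.625). It was -0.344 ± 0.101 in controls and -0.314 ± 0.0992 in mutants in *Lepr*+ OP-like cells (higher in 3 of 4 pairs, exact p = 0.250) and 0.373 ± 0.143 in controls and 0.440 ± 0.120 in mutants in preOB-like cells (3 of 4 pairs, exact p = 0.375). After Benjamini–Hochberg adjustment over the 3 types the values were 0.562 to 0.625. Of the parts of the score, the osteoblast markers alone differed by 0.0141, 0.0109 and 0.0598 in *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells, higher in 3, 3 and 4 of 4 pairs, and the *Lepr*+ MSC markers alone by -0.00640, -0.0195 and -0.00684, higher in 2, 0 and 2 of 4 pairs (exact p = 0.13 where all 4 pairs went one way). Without thinning, the *Lepr*+ OP-like score was higher in 4 of 4 pairs (exact p = 0.13, the smallest that 4 pairs allow), with a mean difference of 0.0488 compared with 0.0304. The median diffusion pseudotime from the *Lepr*+ MSC-like cells differed by -0.000679, -0.00427 and -0.00198 (mutant minus control) in the same types, higher in 2, 1 and 2 of 4 pairs. In *Sca1*+ MSC-like cells, to which the score was applied only after their matrix genes had been seen, it was 0.00432 ± 0.118 in controls and 0.228 ± 0.0349 in mutants, higher in all 4 pairs (exact p = 0.13), and an unpaired exact permutation test of 4 against 4 mice gave p = 0.0286, the smallest it allows. In endothelial-like cells, scored in the same way, the difference was -0.00980. The osteoblast markers alone were at 0.206 ± 0.0402 in control and 0.340 ± 0.0538 in mutant *Sca1*+ MSC-like cells, higher in 4 of 4 pairs (mean difference 0.134, SD 0.0599), and at 0.0732 ± 0.00810 and 0.0750 ± 0.0105 in endothelial-like cells (mean difference 0.00179, SD 0.00540). Summed as CPM over all *Sca1*+ MSC-like cells of a mouse, the same markers were higher in 3 of 4 pairs, with log2 differences of -1.49 to 3.27.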

In agreement with Slingshot, RNA velocity analysis, which predicts the step-by-step directionality of cell progression, also suggested a faster progression of SOXC-mutant MSCs/osteoprogenitors towards OB differentiation (Fig. 6b).

**Fig. 6:**
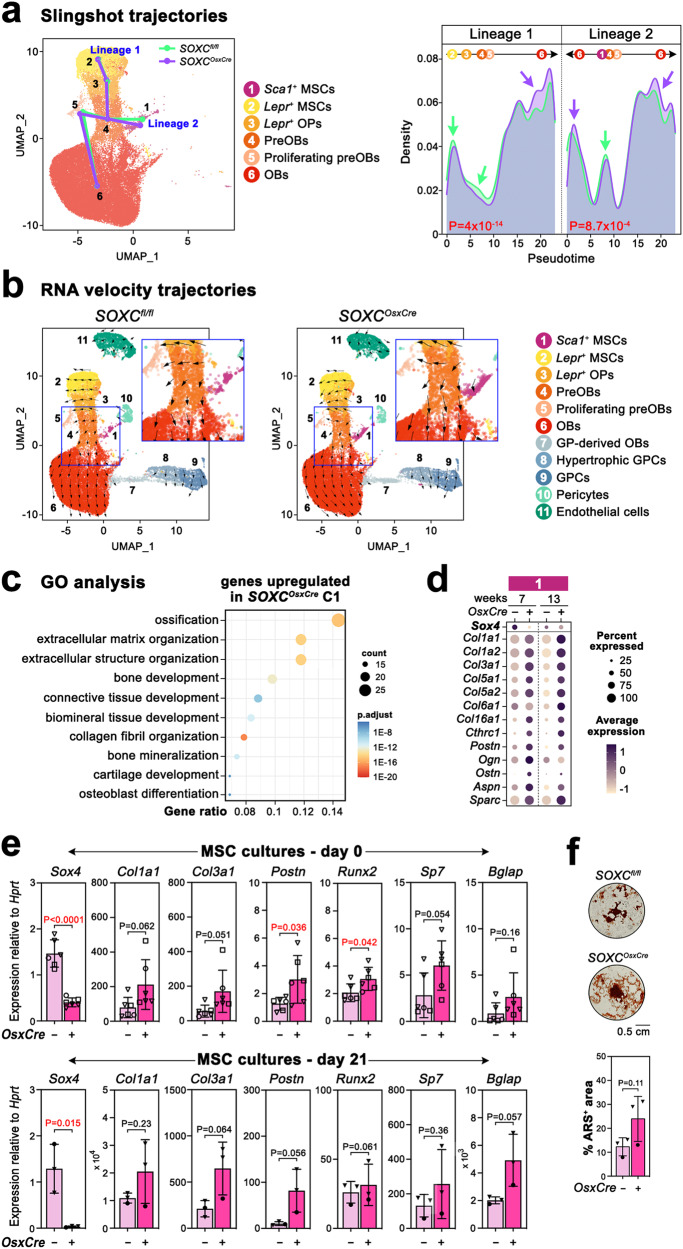
SOXC delay osteoblast differentiation. **a** Trajectory analysis by Slingshot of *SOXC*^*OsxCre*^ and control cells from 7- and 13-week-old females used in scRNA-seq assays. Predicted trajectories for control (green lines) and mutant (purple lines) cells mapped on a UMAP plot of all analyzed cells, and density plots of the pseudotime. Cluster labels are positioned based on their peak density distribution in the control plots. Of note, pseudotime analysis for lineage 2 suggests that C1 *Sca1*^+^ MSCs could give rise to C6 OBs directly or via C4/C5 preOBs. **b** RNA velocity analysis of the same cells as in (**a**). UMAP plots show estimated velocities as black arrows. The arrow directions indicate the predicted directionality of cell lineage fate and differentiation. The arrow lengths depict the amplitudes of transcriptional changes. Blue square regions are magnified to highlight the main differences between control and mutant samples. The analysis of these regions predicts a faster progression of C1 *Sca1*^+^ MSCs and C2/C3 *Lepr*^*+*^ MSCs towards C6 OBs in mutant than control samples. **c** GO enrichment analysis of biological processes best matching the set of genes upregulated in C1 mutant cells at 7 and 13 weeks. *P*-values were calculated by hypergeometric distribution followed by Benjamini–Hochberg correction. **d** Dot plots of the expression levels of selected genes upregulated in C1 mutant cells and matching bone-related GO terms. **e** RT-qPCR assay of the expression levels of *Sox4*, selected genes upregulated in C1 mutant cells, and osteoblastogenic markers in MSC cultures from 7- and 13-week-old *SOXC*^*OsxCre*^ and control females before (day 0) and after 21 days in osteogenic medium. Each data point corresponds to a distinct mouse; same symbols indicate littermates. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student’s *t*-tests. *P*-values lower (red) and near (black) 0.05 are indicated. **f** Matrix mineralization assay in MSC cultures that were replicates of those used in (**e**). Representative images of control and mutant cell cultures stained with Alizarin red S (dark red signals), and quantification of the percentage of stained cell culture surface (ARS^+^). Data are presented as in (**e**).

In agreement with these predictions, GO analysis performed with all the genes upregulated in SOXC-mutant *Sca1*^*+*^ MSCs in our scRNA-seq assays showed that many of these genes matched pathways related to ECM organization, ossification, and osteoblast differentiation (Fig. 6c; Supplementary Data 3b). These genes primarily encoded collagens (1, 3, 5, 6, and 16) enriched in bone and other proteins produced by osteogenic cells, such as periostin (*Postn*), osteoglycin (*Ogn*), osteocrin (*Ostn*), asporin (*Aspn*), and osteonectin (*Sparc*) (Fig. 6d).

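In *Sca1*+ MSC-like cells edgeR called no gene higher in mutants over both ages, of 5462 tested, with 539 genes at an unadjusted p under 0.05 in either direction. DESeq2 called 14 higher and 54 lower, and edgeR with the pair as a block 14 and 47. At 7 weeks edgeR called 0 (280 at an unadjusted p under 0.05, 0 called by DESeq2) and at 13 weeks 1 higher and 1 lower, and with the block 15 higher and 35 lower at 13 weeks. The 13 matrix genes that the paper names for C1 were higher in 11 of 13, with a median log2 fold change of 0.50 (fry, adjusted p = 0.222), and without the replicate 2 control of 13 weeks the adjusted p was 0.0131. The study chose this list on these mice.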

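The largest rises among these genes in *Sca1*+ MSC-like cells were those of *Cthrc1* (1.65, SE 0.70, adjusted p = 0.449), *Ostn* (1.13), *Sparc* (0.77, SE 0.410, adjusted p = 0.597, higher in 4 of 4 pairs) and *Col1a1* (0.76). *Col1a2* changed by 0.64, *Col3a1* by 0.49, *Col5a1* by 0.50, *Col5a2* by 0.49, *Col16a1* by 0.50, *Postn* by 0.50 and *Col6a1* by 0.18. *Ogn* (-0.10) and *Aspn* (0.00) did not rise. None was called over all genes tested with edgeR (adjusted p from 0.449 to 1.00) or when adjusted over the list alone, and the *Sca1*+ MSC-like cells of a mouse numbered as few as 27. Of the 13, 9 were called without the replicate 2 control of 13 weeks, with log2 fold changes of 1.49 for *Sparc*, 1.56 for *Col1a1*, 1.60 for *Postn* and 3.92 for *Ostn*.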

To functionally validate the impact of SOXC inactivation on osteoblast differentiation, we established primary cultures of SOXC-deficient bone marrow-derived MSCs, which primarily contained *Sca1*^+^ cells (Supplementary Fig. 11), and we analyzed the expression of osteoblast-lineage markers in cells either amplified in growth medium or cultured in osteogenic medium. We observed that SOXC-deficient cells expressed osteogenic markers (*Runx2*, *Sp7*, *Col1a1*, *Col3a1*, *Postn*, and *Bglap*) at higher levels than control cells in both culture conditions, and also tended to produce a higher amount of mineralized ECM (Fig. 6e, f).

Altogether, these results support the notion that SOXC delay the osteogenic differentiation of mesenchymal progenitors in the bone marrow of adult mice.

## Discussion

This study uncovered SOXC as key players in the control of adult bone mass acquisition and maintenance. It showed that the three genes strengthen cortical bone structurally and biomechanically in juvenile mice. Moreover, SOX4 mitigates trabecular bone mass accrual in early adulthood and subsequent maintenance by modulating the balance between bone formation and bone resorption (Fig. 7). At the cellular and molecular levels, SOX4 delays osteoblastogenesis and promotes osteoclastogenesis primarily by controlling the expression of major components of the *Lepr*^*+*^ MSC regulatory secretome and interferon-related pathways. Previously identified links between *SOX4* and BMD and bone fragility in older women strongly support the translational relevance of these findings.

**Fig. 7:**
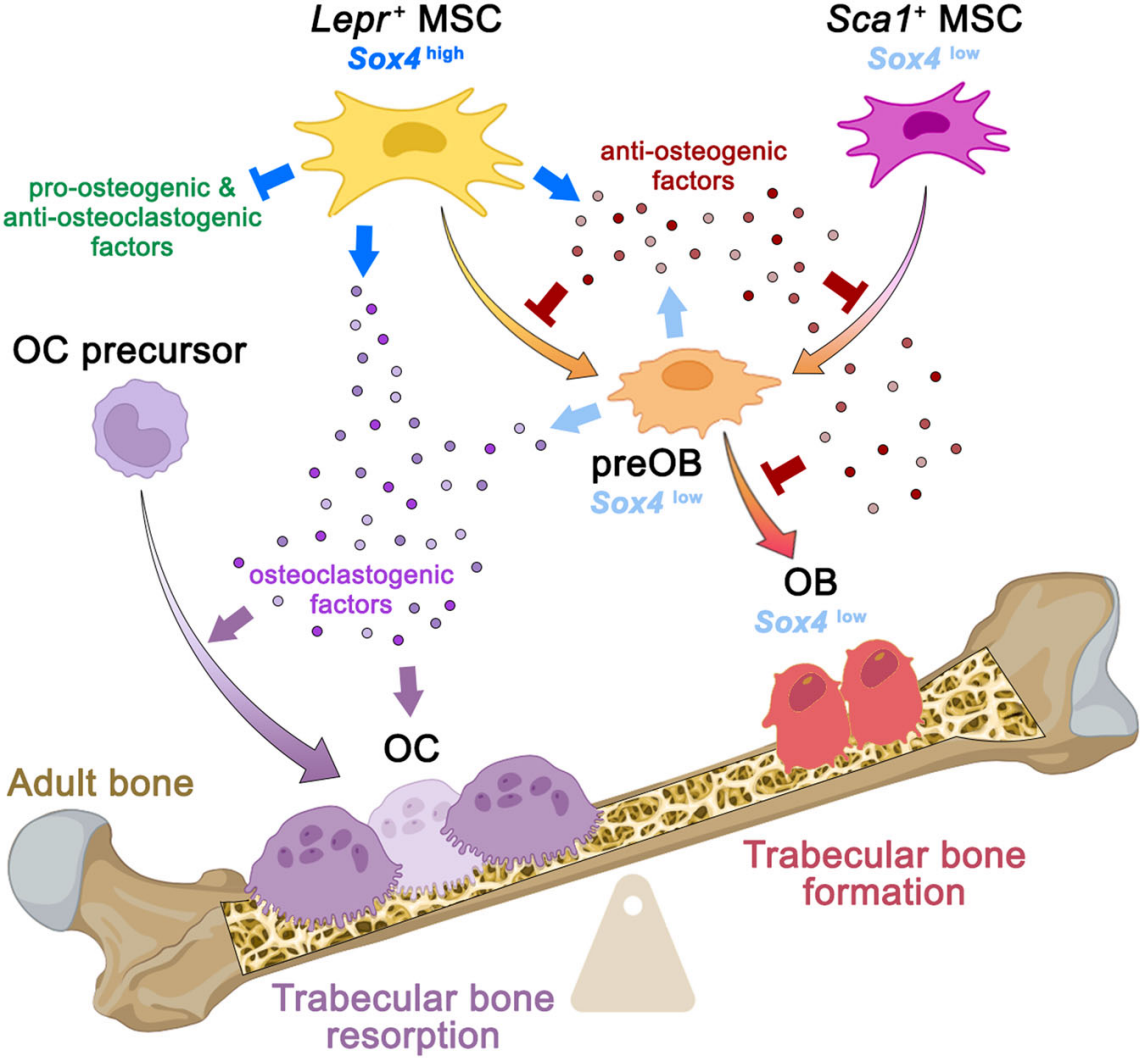
Model for how SOX4 regulates adult trabecular bone mass. In adult trabecular bone, SOX4 tilts the balance between bone resorption and bone formation in favor of the former. It is expressed highly in *Lepr*^*+*^ MSCs and weakly in *Sca1*^*+*^ MSCs, preOBs, and OBs. It most effectively modulates the expression of genes for key components of the *Lepr*^*+*^ MSC regulatory secretome. Upregulated genes inhibit osteoblastogenesis and promote osteoclastogenesis (blue arrows), whereas downregulated genes have opposite activities (blue blunt arrows). Consequently, SOX4 creates a trabecular bone and bone marrow environment that reduces osteoblastogenesis (blunt red arrows) and favors osteoclastogenesis (thin purple arrows). MSC mesenchymal stem cell, preOB preosteoblast, OB osteoblast, OC osteoclast. Image created with BioRender.com.

Body shaping and protection critically rely on the abilities of cortical and trabecular bones to resist mechanical stress^70^. We found that SOXC control both tissue types, but differentially. The three SOXC act redundantly in juvenile mice to increase the width and cortical thickness of long bones, whereas SOX4 acts solo in adulthood to lessen trabecular bone mass. SOX4 reduces the numbers of trabeculae but, like SOXC for the cortex, it increases their thickness. SOXC/SOX4 also ensure optimal bone mineralization, providing a complementary mechanism for the reduced mechanical properties of mutant bones. Similar phenotypes were reported in mice lacking one allele of *Sox4* globally^30^. Similar actions in humans could thus explain why *SOX4* was linked to osteoporosis in aging women^29^.

Previous studies conducted in vitro proposed that SOX4^30^ and SOX11^31^ stimulate osteoblast differentiation and do this by upregulating *Runx2* and *Sp7* expression. However, our scRNA-seq performed here with cells freshly isolated from adult long bones and recently with embryonic calvarial cells^23^ as well as our in vitro assays performed with MSCs indicated an opposite effect as SOXC-deficient cells upregulated osteoblast differentiation markers. This discrepancy may be explained by our earlier findings that SOXC promote embryonic limb bud and calvarial progenitor cell survival and proliferation in vivo and in vitro^18,23^. Slow amplification of SOXC-deficient populations in previous studies possibly delayed osteoblast differentiation, including *Runx2* and *Sp7* upregulation. Alternatively, SOXC may have context-dependent activities on osteoblast differentiation both in vivo and in vitro.

A key finding from the present study is that *Lepr*^*+*^ MSCs highly express *Sox4* and use this TF to enhance the expression of multiple components of their secretome that decisively control osteoclastogenesis, osteoblastogenesis, and bone mineralization. This finding complements evidence that *Lepr*^*+*^ MSCs are powerful regulators of various cell lineages in bone and bone marrow^35,71–74^. The fact that these cells develop upon adulthood^75,76^ fits with the adult onset of the trabecular phenotype of SOXC-mutant mice. Factors belonging to the SOX4-dependent *Lepr*^+^ MSC secretome include the growth factor MDK, the WNT inhibitor SFRP1, and the cytokine PTX3. Knockout mice for *Mdk* and *Sfrp1* have a trabecular bone phenotype similar to that of *SOXC*^*OsxCre*^ mice^45,47^. Additionally, MDK and PTX3 induce osteoclastogenesis in vitro^52,77^. Conversely, *Cst3* (protease inhibitor cystatin C), *Spp1* (secreted phosphoprotein-1), and *Wnt4* were among the most upregulated genes in *SOXC*^*OsxCre*^ mutant *Lepr*^+^ MSCs. Cystatin C stimulates osteoblastogenesis in vitro by enhancing BMP2 signaling^54^, and inhibits enzymatic activity of osteoclasts^55^. Its role in vivo remains unknown. *Spp1* knockout mice have normal bones, but cells from these mice form osteoclasts in culture more efficiently than control cells^78^. WNT4 promotes bone formation in vitro and in vivo and reduces osteoclast formation in aging mice^56,79^. Altogether, the expression changes of these factors and others thus likely cause the imbalance between bone formation and bone resorption that results in the trabecular bone phenotype of *SOXC*^*OsxCre*^ adult mice.

Other molecular changes likely relevant to the *SOXC*^*OsxCre*^ adult bone phenotype include the downregulation of genes for the interferon signaling mediators *Stat1* and *Irf7* and targets thereof, including multiple chemokines. The roles of interferons in bone turnover remain controversial, possibly context-dependent^80^. However, knockout mice for *Stat1*, which mediates IFN signaling but also other signaling pathways, showed increased bone mass^81^. Furthermore, downregulated chemokine genes included major regulators of immune cells and osteoclasts^67^. *CCL2* (also known as *MCP-1*, monocyte chemoattractant protein 1), is highly upregulated in osteoporotic woman femurs^82^, and knockout mice for CCL2 or its receptor CCR2 have elevated trabecular bone mass^83,84^. CXCL9 and its receptor CXCR3 are involved in osteoclast progenitor recruitment to the bone matrix in fish^85^, and both CXCL9 and CXCL10 support osteoclastogenesis in vitro^86,87^. These chemokines also affect other immune cells, such as T-cells, which can stimulate osteoclastogenesis and bone resorption in response to interferons^88^. The fact that the interferon pathway was mostly affected in older *SOXC*^*OsxCre*^ mice may explain why younger mutants had normal osteoclast numbers. This mechanism fits with the inflammaging theory^89^ and thus makes SOX4 a candidate target for the prevention of age-related bone loss. Noteworthily, SOX4 is implicated in other pathologies linked to inflammaging, such as cancer^90^, cardiovascular diseases^91^, diabetes^92^, and arthritis^93,94^. It will thus be worth assessing the presence of similar changes in these conditions to eventually propose multi-disease therapies.

Our data showed different impacts of SOXC inactivation according to bone type (vertebrae or long bones), sex, and age. In particular, *SOXC*^*OsxCre*^ females had a more pronounced trabecular phenotype than males in long bones in mature adulthood, but both sexes had similar phenotypes in vertebrae. Ovariectomy reduced the impact of SOXC inactivation on long bone trabeculae, supporting the notion that SOX4 reduces the positive influence of female sex hormones on trabecular bone mass maintenance or vice versa that female sex hormones reduce the negative influence of SOX4. Interferon signaling may be a common target of SOX4 and sex hormones. Indeed, interferon-related genes are more downregulated in female than male mutant mice, and immune cells are more responsive to interferons in women than men^95–97^. Production of chemokines from osteoblastic cells is generally inhibited by estrogens. *Ccl2* expression is increased in ovariectomized and aged mice, and 17β-estradiol administration lessens this effect^98^. Likewise, the serum level of CCL2 is elevated in postmenopausal osteoporotic women^99^. *Cxcl9* too is upregulated in ovariectomized mice, while estrogen has the opposite effect on primary osteoblasts^86^. Thus, SOX4 and estrogen may oppose each other in modulating the expression of these genes. Similar actions can be involved in the control of other deregulated genes in SOXC-mutant cells. Both androgens and estrogens have protective effects on bone health. However, while androgens are more powerful in promoting bone formation, estrogens are more efficient in inhibiting osteoclast activity^100^. This is consistent with the facts that osteoclast numbers were low in SOXC-mutant females throughout adulthood, whereas males showed differences only in late adulthood and resorbed trabeculae more extensively than females.

The observation that SOXC-mutant males and females have similar trabecular bone phenotypes in vertebrae but not in long bones is reminiscent of findings reported for other genes. For instance, *Sfrp1* inactivation increases the trabecular bone mass of adult mice, and this phenotype develops earlier and is more intense in female than male femurs and is equally weak in male and female vertebrae^47^. Its similarity to that of SOXC-mutant mice suggests that the strong downregulation of *Sfrp1* (and *Sfrp2*) detected in SOXC-mutant mice contributes to their phenotype. *Sfrp1* is an inhibitor of WNT signaling. Similar differences were also described in mice with other mutations altering WNT signaling^101,102^. Since WNT signaling greatly facilitates bone cell mechanotransduction^103^, it was proposed that differences in mechanical loading patterns may explain differences observed between long bones and vertebrae in mice with mutations affecting WNT signaling. Males were also proposed to be less sensitive than females to variations in the WNT pathway because androgens can augment the pathway activity^104^. Based on these data, we speculate that increased WNT signaling may contribute to generating the trabecular bone phenotype of SOXC-mutant mice, and explain differences between long bones and vertebrae and between males and females.

In conclusion, this study significantly expands our understanding of the complex regulation of bone formation and resorption by revealing the SOX4 dependency of major roles of *Lepr*^+^ MSCs in this crosstalk. These findings should prompt further studies to decode the molecular mechanisms regulating these cells and underlying the actions and regulation of SOX4, with the ultimate goal of identifying novel therapeutic strategies for diseases affecting adult bone mass maintenance.

## Methods

### Mice

Mice were used as approved by the Cleveland Clinic and Children’s Hospital of Philadelphia Institutional Animal Care and Use Committees. Mice carried *Sox4*, *Sox11,* and *Sox12* conditional null alleles^18,105^ and a *Prx1Cre*^106^, *OsxCre*^107^ or *Col10Cre*^108^ transgene or an *Acan*^*CreERT2*^ allele^109^. Mice with *R26*^*SOX4*^ alleles were generated as described below. Mice were genotyped by PCR of genomic DNA using KAPA HotStart Mouse Genotyping Kit (HSMGTKB, Sigma–Aldrich) and primers as listed (Supplementary Table 1). Unless otherwise stated in Results, mice featuring *OsxCre* were fed with doxycycline-containing food (200 mg doxycycline/kg food; S3888, Bio-Serv) to prevent *Cre* expression. Cre recombinase activity was induced in 21-day-old *Acan*^*CreERT2/+*^ mice by intraperitoneal injection of tamoxifen (1 mg/10 g body weight; T5648, Sigma–Aldrich) for 4 consecutive days. Bilateral ovariectomy was performed upon mouse anesthesia by making a single midline incision on the dorsal surface, ligating the uterine horns, and removing the ovaries^110^. Success of the procedure was assessed postmortem by the absence of ovaries and reduction in uterus size.

### Generation of mice with *R26*^*SOX4*^ allele(s)

Mice harboring a *R26*^*SOX4*^ allele were generated by DNA homologous recombination in embryonic stem cells using a well-established strategy whereby the human SOX4 coding sequence was inserted into the *Gt(ROSA)26Sor* locus (referred to as *R26* hereafter)^111,112^. The targeting vector was built using the pBigT (21271, Addgene) and pROSA26-PA (21271, Addgene) vectors^113^, and a plasmid containing a 3FLAG epitope and a linker fused in frame with the human *SOX4* coding sequence^25^. Expression of the knocked-in hSOX4 sequence was driven by a CAG hybrid promoter^114^. DNA homologous recombination in 129xBL6 F1 embryonic stem (ES) cells was performed at the Penn Vet Transgenic Mouse Core. ES cell clones harboring a proper recombination of an *R26* allele into an *R26*^*SOX4*^ allele were identified by PCR of genomic DNA (Supplementary Table 1). Two such clones were used by the CHOP Transgenic Core to generate mouse chimeras, from which we derived mouse lines in the C57BL/6 J genetic background. Mice were genotyped by PCR as described above.

### Radiography and microcomputed tomography

Radiographic images of the mice were acquired postmortem using a Faxitron X-ray System at 50 kV for 5 s. Length of the bones was measured on contact sides using lateral view images and built-in software. For microcomputed tomography (µCT), left femurs were fixed in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) for 48 h at room temperature. Most µCT analyses were performed using a SCANCO µCT 45 scanner (SCANCO Medical AG). Bones were imaged with an X-ray tube voltage of 55 kV and current of 145 µA, with a 0.5-mm aluminum filter. Voxel size was 4.5 µm and integration time was 400 ms with 2228 total slices. Cross-sectional images were reconstructed with built-in reconstruction software. Distal metaphyses were analyzed. For the trabecular bone, a volumetric region of interest (ROI) excluding cortical bone was defined starting at 100 layers (450 µm) below the lower surface of the growth plate and extending 200 layers distally (900 µm thick). For cortical bone, a slice of the diaphysis was defined starting 900 layers below the lower surface of the growth plate and extending for 100 layers distally (450 µm thick). Bones from *OsxCre* mutant mice and control littermates presented in Fig. 3a and Supplementary Fig. 7 were analyzed using an eXplore Locus SP scanner (Trifoil Imaging). Samples were imaged with an X-ray tube voltage of 80 kV, current of 80 µA, voxel size of 18 µm, exposure time of 1600 ms, and 2 × 2 detector binning. For each sample, the stage rotated through 200 degrees and collected 400 images per scan. Raw data reconstruction and analyses were performed in MicroView v. 2.2 (GE Healthcare).

### Biomechanical tests of bones

Specimens were dissected free of soft tissue and subjected to a 3-point-bending assay on a universal test frame (Instron 5543), equipped with a 50 N load cell. The supports for the test were kept at a constant length (L) of 8.80 mm throughout testing. Bones were placed onto the supports and the actuator was moved at a constant speed of 0.03 mm/s until failure. Force and displacement data were recorded throughout the test. Stiffness (slope of the linear region of the force-displacement curve, N/mm) and maximum load before failure were recorded. Flexural modulus of bones was calculated using the equation E = FL^3^/48δI, where F is the maximum force, L is the span of the supports, $$\delta$$ is the net displacement of the actuator at maximum load, and I is the second moment of area of the cortical bone. The second moment of area was calculated using custom software that analyzed µCT images of the mid-shaft portions of the bones tested^115^.

### Bone histomorphometry

Mice were injected intraperitoneally with calcein (20 mg/kg body weight; C0875, Sigma–Aldrich) and alizarin-3-methyliminodiacetic acid (30 mg/kg body weight; A3882, Sigma–Aldrich) nine and two days, respectively, before euthanasia. Left femurs and vertebrae were fixed in 4% PFA in PBS for 48 h at room temperature, dehydrated with acetone, and embedded in methyl methacrylate without decalcification to obtain 7-µm sections. Goldner’s trichrome staining^116^ was performed for visualizing bone surface, osteoid, and osteoblasts, while tartrate-resistant acid phosphatase (TRAP) staining^117^ was used for osteoclast detection. Fluorescent labeling was assessed on unstained sections. Slides were imaged using ZEISS Axio Scan.Z1 scanner (Carl Zeiss). Static and dynamic histomorphometry was performed on the endosteal surfaces of the cortical femur diaphysis, and on the trabecular regions of the femur distal metaphysis and third lumbar (L3) vertebra under 20× magnification using BIOQUANT OSTEO analyzing software. Structural parameters (bone surface [BS], bone volume/tissue volume [BV/TV], trabecular diameter [Tb.Dm], trabecular number [Tb.N], and trabecular spacing [Tb.Sp]) were obtained by averaging measurements in three consecutive sections. All parameters were calculated and expressed according to standardized nomenclature.

### Histology, RNA in situ hybridization and immunostaining

For histological analyses, right hind limbs were fixed as described above and decalcified in Morse’s solution for 48 h at room temperature. Samples were dehydrated and embedded in paraffin to obtain 7-µm sections. Staining with hematoxylin and eosin was done following a standard protocol. RNA in situ hybridization was performed on deparaffinized sections using RNAscope 2.5 HD detection reagent kit-RED and a probe for mouse *Sox4* (887051, Advanced Cell Diagnostics)^118^. Slides were imaged using ZEISS Axio Scan.Z1 scanner. The blue color generated by hematoxylin counterstaining was desaturated (changed to gray) by Adobe Photoshop. For SOX4 immunostaining, sections were deparaffinized, incubated in citrate buffer pH 6.0 for 2 h at 60 °C for antigen retrieval, and treated with M.O.M.® (Mouse on Mouse) Immunodetection Kit (BMK-2202, Vector Biolaboratories). Protein was detected using a monoclonal anti-SOX4 antibody (dilution 1:500; MA5-31423, Thermo Fisher Scientific) and a biotinylated anti-mouse IgG2b antibody (dilution 1:3000; ab97248, Abcam). Signals were amplified with a TSA-Fluorescein kit (NEL741001KT, Akoya Biosciences), and slides were counterstained with DAPI and mounted using ProLong™ Gold Antifade Mountant (P36930, Thermo Fisher Scientific). Images were acquired using a Leica TCS SP8 confocal microscope.

### Serum assays

After mouse euthanasia with CO_2_ asphyxiation, blood was collected by heart puncture using a 1.0-mL syringe and collected in microfuge tubes. Tubes were incubated at room temperature for 1 h before centrifuging at 3000 rpm for 10 min at 4 °C. Supernatants (containing sera) were aliquoted and stored at −80 °C. Serum levels of RANKL (MTR00; R&D Systems), OPG (MOP00; R&D Systems), P1NP (NBP2-76466, R&D Systems) and CTX-1 (NBP2-69074, R&D Systems) were measured according to manufacturer’s instructions.

### Bone and bone marrow cell isolation

Femurs and tibiae were collected from 7- and 13-week-old *SOXC*^*OsxCre*^ and control female littermates. Muscle and periosteum tissues were removed by thoroughly scraping the bone surfaces with a scalpel. Epiphyses were removed and bone marrow was flushed out using a syringe with 1% BSA in PBS. Bone shafts were sliced in halves longitudinally and further washed with the same solution. Tissues were then cut in ~1-mm^3^ fragments and digested with four alternate incubations in Liberase™ (1 Wunsch unit/mL in Hank’s Balanced Salt Solution; Fisher Scientific) and 5 mM EDTA in calcium- and magnesium-free PBS with 0.1% BSA for 20 min at 37 °C each. Cell suspensions were then passed through a 70-μm strainer and sorted to enrich the mesenchymal populations. Briefly, cells were incubated with biotinylated antibodies against hematopoietic markers, including the mouse lineage cell depletion kit (130-090-858, Miltenyi Biotec), and anti-TER-119 (13-5921-85, Thermo Fisher Scientific), anti-CD71 (130-109-572, Miltenyi Biotec), and anti-CD3e (130-093-179, Miltenyi Biotec) antibodies. Cells were then incubated with anti-biotin magnetic microbeads (130-090-485, Miltenyi Biotec) and sorted through LS columns (130-042-401, Miltenyi Biotec) containing ferromagnetic spheres and mounted on a MACS separator (130-090-976, Miltenyi Biotec). An additional round of sorting was performed using anti-CD45 microbeads (130-052-301, Miltenyi Biotec). Non-labeled cells were eluted and resuspended in PBS with 0.5% BSA before processing for scRNA-seq assays.

### Single-cell RNA-seq assays

Hematopoietic cell-depleted bone and bone marrow cell suspensions were counted with a hemocytometer and encapsulated into emulsion droplets using 10× Genomics Chromium Controller (10× Genomics). Libraries were constructed for scRNA-seq using Chromium Single Cell 3′ v3 Reagent Kit (10× Genomics) according to the manufacturer’s protocol and were sequenced on an Illumina NovaSeq sequencer. Data were processed using the 10× Genomics workflow. In brief, Cell Ranger v6.1.2 (10× Genomics) was used for demultiplexing, barcode assignment, and unique molecular identifier (UMI) quantification. Downstream analyses were performed using Seurat v4^119^. Cells with >6000 expressed genes, <200 expressed genes, and >10% mitochondrial transcripts were excluded. Doublets were removed using DoubletFinder^120^. Data were normalized and integrated. Principal Component Analysis (PCA) and Uniform Manifold Approximation and Projection (UMAP) were performed. Marker genes for cluster identification and differentially expressed genes among control and mutant cells were determined using the “FindMarkers” function, applying a logarithmic fold change threshold ≥0.25 and *P*-value ≤ 0.05. Gene Ontology (GO) enrichment analyses for biological processes were performed on lists of differentially expressed genes using enrichGO function in clusterProfiler^121^. Output data were considered statistically significant for *p*-values ≤ 0.05 after false discovery rate correction using the Benjamini–Hochberg procedure. Gene lists obtained from GO analysis were used to assess module scores in control and mutant clusters using “AddModuleScore” function. Statistical analysis for module scores was performed using the Mann–Whitney test. Gene regulatory network (GRN) analysis was performed using SCENIC^44^. Only regulons including more than 20 genes and with high-confidence annotations were retained. Extended analysis of the GRN for interferon-dependent genes was performed with iRegulon in Cytoscape^69^. Trajectory and pseudotime analyses were performed with Slingshot^122^ following the condiments workflow (available at https://hectorrdb.github.io/condimentsPaper/index.html), and assigning the osteoblast cluster (C6) as the trajectory endpoint. Statistical differences in trajectories were assessed using the “progressionTest” function. For RNA velocity analysis, counts and moments for spliced and unspliced reads were generated with velocyto^123^ and scVelo^124^, respectively. Estimation of RNA velocity was then performed with cellDancer^125^ using a gene list for osteoblast differentiation (GO term: 0001649) and following instructions for transcriptional boost analysis. Previously generated data^35^ were downloaded from NCBI Gene Expression Omnibus (accession number GSE145477) and analyzed with the Seurat package.

### Colony-forming unit and osteogenic differentiation assays

Bone marrow was flushed out from the mouse femurs and tibiae using DMEM with 10% fetal bovine serum (FBS, F2442, Sigma–Aldrich) (complete medium). It was centrifuged at 300 g for 5 min at room temperature and the pellet was resuspended in complete medium. For colony-forming unit (CFU-F) assays, the cells from all four bones were plated in a T25 flask and grown for 10 days. Cells were then fixed with 4% PFA in PBS and stained with 1% methyl violet (LabChem^TM^). The numbers and sizes of colonies were assessed using ImageJ software. For osteogenic differentiation, cells were plated in 12-well dishes and grown in complete medium for 10 days. Cells were then cultured in osteogenic medium (αMEM with 10% FBS, 50 µg/mL ascorbic acid, 5 mM β-glycerophosphate, and 100 mM dexamethasone) for 21 days. To visualize the amount of mineralized matrix, cells were fixed in 4% PFA for 10 min, stained with 1% Alizarin Red S, pH 4.2, for 30 min, and washed with water. The percentage of Alizarin red-stained area was measured using ImageJ software.

### Cell treatment with interferon-β

C3H/10T1/2 cells (CCL-226, ATCC, Manassas, VA, USA) were cultured in complete medium (DMEM with 10% FBS). The day of the experiment, 120,000 cells were plated in 12-well dishes and transfected with 30 nM *Sox4* siRNA (assay s74178, Thermo Fisher Scientific) or negative control siRNA (AM4620, Thermo Fisher Scientific) in Lipofectamine RNAiMAX (13778-075, Thermo Fisher Scientific) according to the manufacturer’s instructions. After 8 h, cells were treated with mouse IFN-β (8234MB010, R&D Systems) at indicated doses. They were analyzed 20 h later.

### Quantitative reverse transcription PCR (RT-qPCR)

RT-qPCR assays were performed on cells directly after sorting from bones or following culture in vitro. Cells were lysed in TRIzol^TM^ reagent (15596026, Thermo Fisher Scientific) and RNA was extracted using RNeasy Plus Micro Kit (74034, Qiagen, Hilden, Germany). RNA was quantified using NanoDrop 2000 (Thermo Fisher Scientific), and 100–500 ng of RNA was used for reverse transcription with the High-Capacity cDNA Reverse Transcription Kit (4368814, Thermo Fisher Scientific). 1 µL of cDNA was used for assessing gene expression using PowerUp™ SYBR™ Green Master Mix (A25742, Thermo Fisher Scientific) and primers listed in Supplementary Table 2.

### Western blot assay

Protein extracts from long bones were prepared in RIPA buffer (150 mM NaCl, 1% IGEPAL CA-630, 1% SDS, 25 mM Tris-HCl pH 7.4) supplemented with Halt™ Protease and Phosphatase Inhibitor Cocktail (78440, Thermo Fisher Scientific) using a Precellys homogenizer (Bertin Technologies). Protein extracts from cell cultures were prepared in RIPA buffer by manual homogenization. Total protein content was quantified using the DC protein assay kit (5000111, Bio-Rad laboratories). 20 µg of protein were electrophoresed in 10% polyacrylamide gels with sodium dodecyl sulfate (SDS) and transferred to iBlot2 PVDF membranes using iBlot Dry Blotting System (Thermo Fisher Scientific). Blots were blocked in 5% non-fat dry milk in TBST buffer (20 mM Tris-HCl pH 7.6, 137 mM NaCl, 0.1% Tween-20) and then incubated in the same buffer with antibodies against SOX4 (dilution 1:2000; MA5-31423, Thermo Fisher Scientific) or β-actin (dilution 1:2000; SC47778, Santa Cruz Biotechnology) at 4 °C overnight. The next day, blots were incubated with peroxidase-conjugated anti-mouse antibody (dilution 1:5000; 1706516, Bio-Rad Laboratories) in TBST buffer for 1 h at room temperature. For the detection of FLAG epitope, blots were incubated with a peroxidase-conjugated anti-FLAG antibody (dilution 1:10000; A8592, Sigma–Aldrich) for 1 h at room temperature. Peroxidase signals were generated using Clarity Western ECL Substrate (Bio-Rad Laboratories) and were visualized in a ChemiDoc Gel Imaging System (Bio-Rad Laboratories).

### Statistical analysis

Analysis of scRNA-seq data was performed using Seurat built-in statistic tests as described above. For all the other data, statistical analyses were performed using GraphPad Prism software. Results are depicted as mean ± SD, if not stated otherwise. Experimental group sizes (*n*) are reported and defined in the Source Data file. Two-tailed Student’s *t*-tests were used for two-group comparisons, while one-way or two-way ANOVA was used for multi-group comparisons. Mann–Whitney tests were used to assess differences in regulon activity scores and module scores for specific gene sets between control and mutant cell populations. *P*-values ≤ 0.05 were considered significant (*p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; and ****p ≤ 0.0001).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Info

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA-seq data generated in this study are available at the NCBI Gene Expression Omnibus repository (GSE241637). Source data are provided with this paper.

# Supplementary material for: SOXC are critical regulators of adult bone mass
**Source:** Nat Commun. 2024 Apr 5;15:2956. doi: 10.1038/s41467-024-47413-2
**Supplement:** Supplementary file 1 — Supplementary Info

# **SUPPLEMENTARY INFORMATION**

## **SOXC are critical regulators of adult bone mass**

Marco Angelozzi,\* Anirudha Karvande, and Véronique Lefebvre\*

### **This document contains:**

- **Supplementary figures 1 to 11**
- **Supplementary tables 1 and 2**

## SUPPLEMENTARY FIGURES

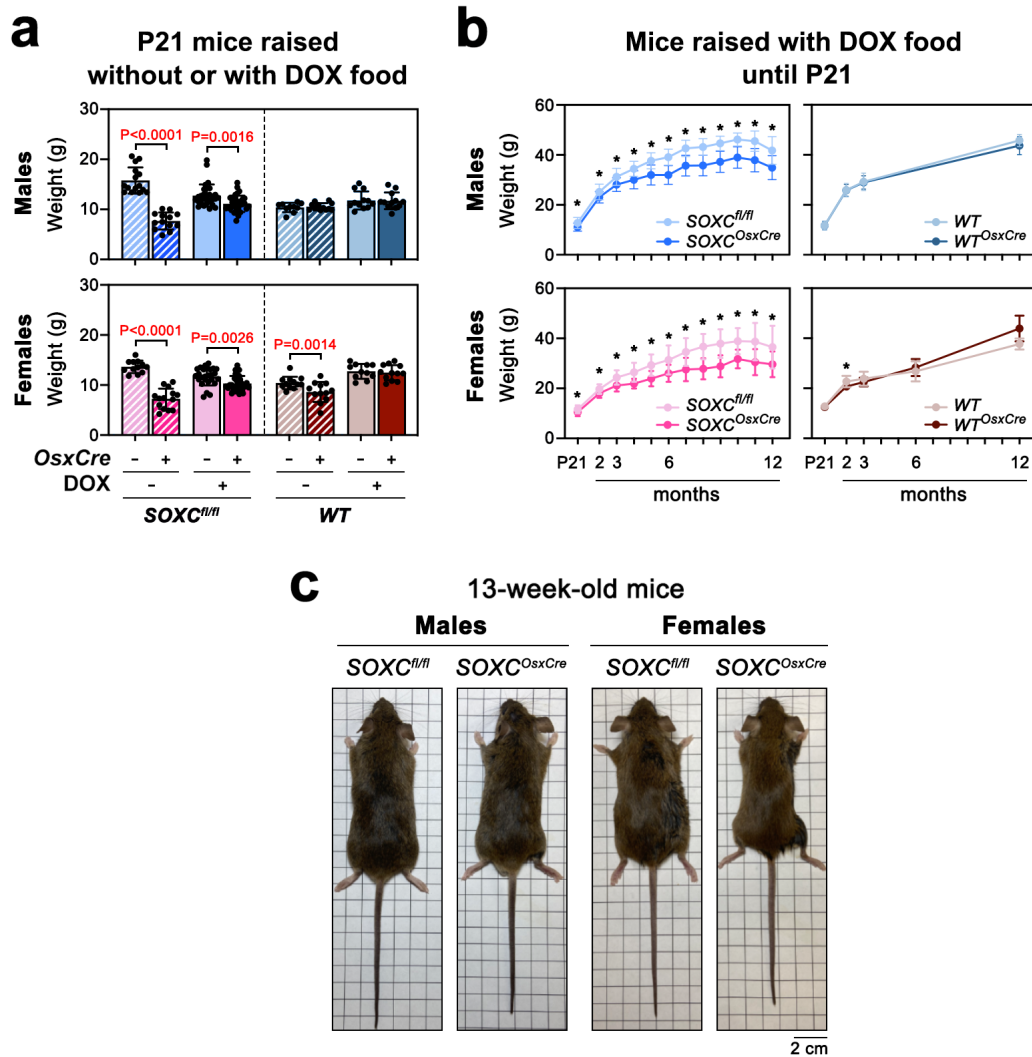

### Supplementary figure 1. External phenotype of SOXC<sup>OsxCre</sup> mice

- Weights of 3-week-old mice raised since conception in cages containing food pellets supplemented or not with doxycycline (DOX food). Each dot represents one mouse. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student's t-tests. P-values  $\leq 0.05$  are shown.
- Growth curves of WT<sup>OsxCre</sup>, SOXC<sup>OsxCre</sup> and control males and females conceived and raised in cages with DOX food. Statistical differences were assessed by two-sided unpaired Student's t-tests. Asterisks point to significant differences ( $p \leq 0.05$ ) in weights between experimental groups.
- Representative pictures of 13-week-old SOXC<sup>OsxCre</sup> and control males and females conceived and raised in cages with DOX food.

**a** *SOXC<sup>fl/fl</sup>* and *SOXC<sup>OsxCre</sup>* mice raised with doxycycline

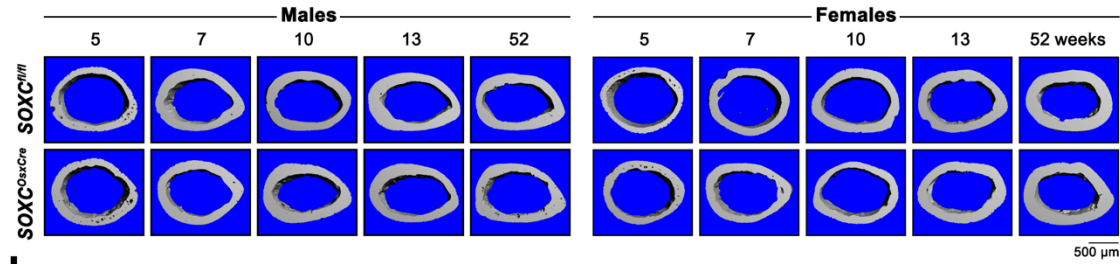

**b** *SOXC<sup>+/+</sup>* (WT) and *WT<sup>OsxCre</sup>* mice raised with doxycycline

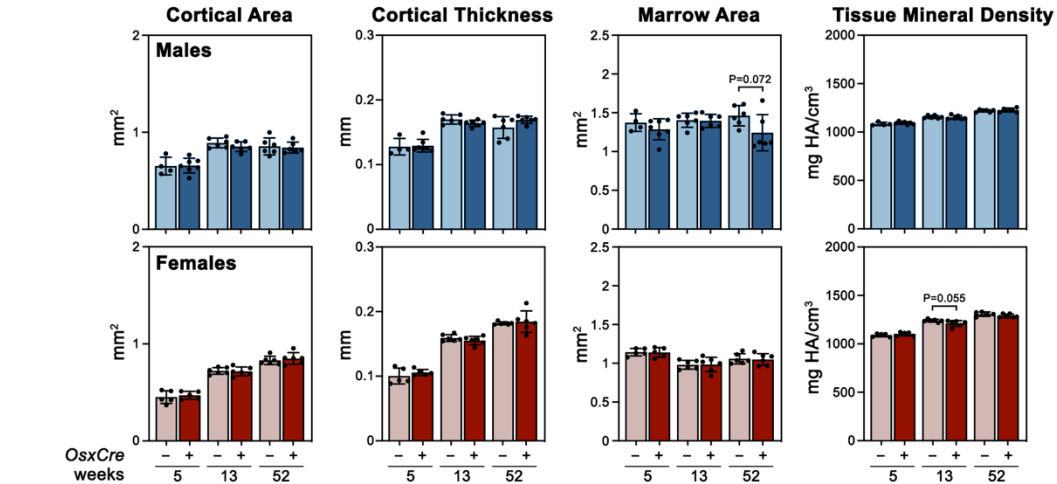

**c** *SOXC<sup>fl/fl</sup>*, *SOXC<sup>OsxCre</sup>*, *SOXC<sup>+/+</sup>* (WT) and *WT<sup>OsxCre</sup>* mice raised without doxycycline

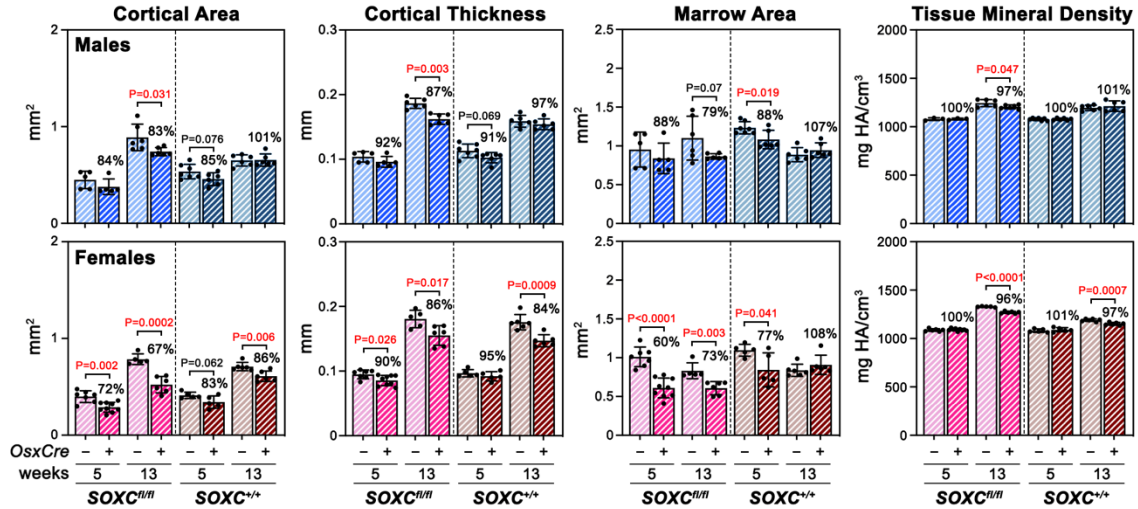

**d** *SOXC<sup>fl/fl</sup>* and *SOXC<sup>OsxCre</sup>* mice raised with doxycycline

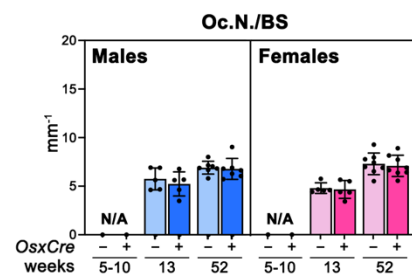

**e** *SOXC<sup>+/+</sup>* (WT) and *WT<sup>OsxCre</sup>* mice raised with doxycycline

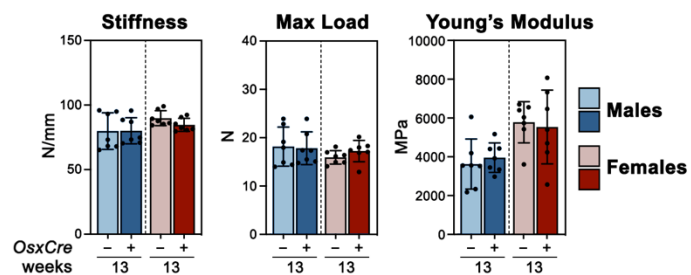

**Supplementary figure 2. Cortical bone phenotype of femurs from  $WT^{OxCre}$  and  $SOXC^{OxCre}$  mice**

- a. Representative  $\mu$ CT images of femur cortices from  $SOXC^{OxCre}$  and control males and females at 5 to 52 weeks.
- b. Quantification of cortical bone area, cortical thickness, marrow area, and cortical bone mineral density of femurs from  $WT^{OxCre}$  and control males and females at 5, 13 and 52 weeks conceived and raised until weaning with DOX food. Each dot corresponds to a distinct mouse. Bars and brackets represent means and standard deviations, respectively. Statistical analysis was performed by two-sided unpaired Student's t-tests. No significant difference was detected between  $WT^{OxCre}$  and control mice for any parameter, although p-values were near the significance threshold (0.05) for two parameters, as indicated.
- c. Quantification of cortical bone parameters of femurs from  $SOXC^{OxCre}$ ,  $WT^{OxCre}$  and control males and females at 5 and 13 weeks conceived and raised without DOX food. The percentages of data obtained for  $WT^{OxCre}$  versus control mice are indicated. Statistical analysis was performed by two-sided unpaired Student's t-tests. P-values near (black) and below 0.05 (red) are shown.
- d. Static histomorphometry of osteoclast numbers (Oc.N./BS) per bone surface at the endosteal surfaces of femur cortices from  $SOXC^{OxCre}$  and control males and females at 13 and 52 weeks. Surfaces of mice between 5 and 10 weeks of age had virtually no osteoclasts (N/A = not available). Statistical analysis was performed by two-sided unpaired Student's t-tests, but no significant difference was detected between  $SOXC^{OxCre}$  and control mice.
- e. Biomechanical properties of femurs from  $WT^{OxCre}$  and control males and females at 13 weeks determined in three-point bending tests. Statistical analysis was performed by two-sided unpaired Student's t-tests, but no significant difference was detected between  $WT^{OxCre}$  and control mice for any parameter.

**a** *SOXC<sup>fl/fl</sup>* and *SOXC<sup>OxCre</sup>* mice raised with doxycycline

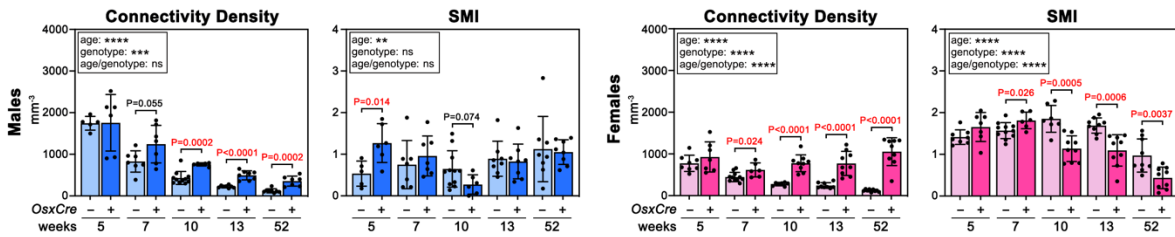

**b** *SOXC<sup>+/-</sup>* (WT) and *WT<sup>OxCre</sup>* mice raised with doxycycline

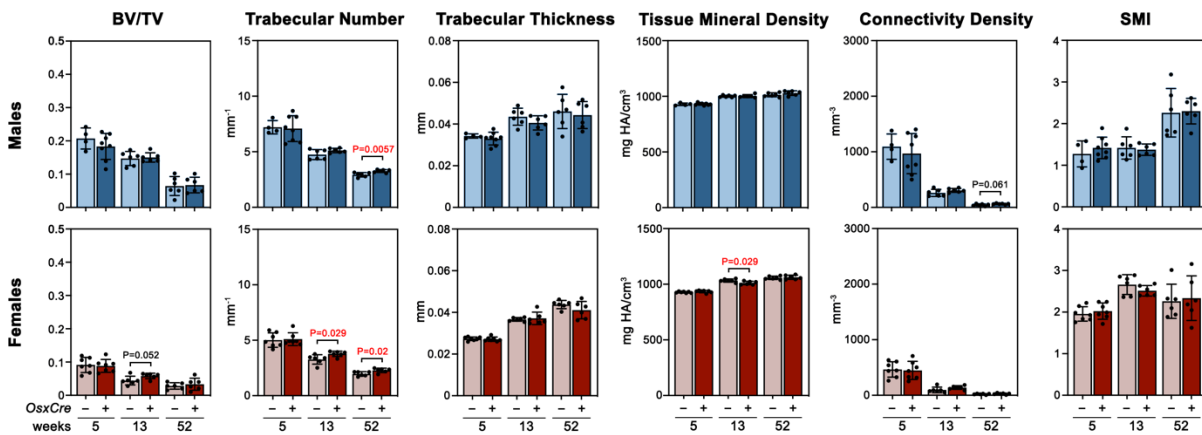

**c** *SOXC<sup>fl/fl</sup>*, *SOXC<sup>OxCre</sup>*, *SOXC<sup>+/-</sup>* (WT) and *WT<sup>OxCre</sup>* mice raised without doxycycline

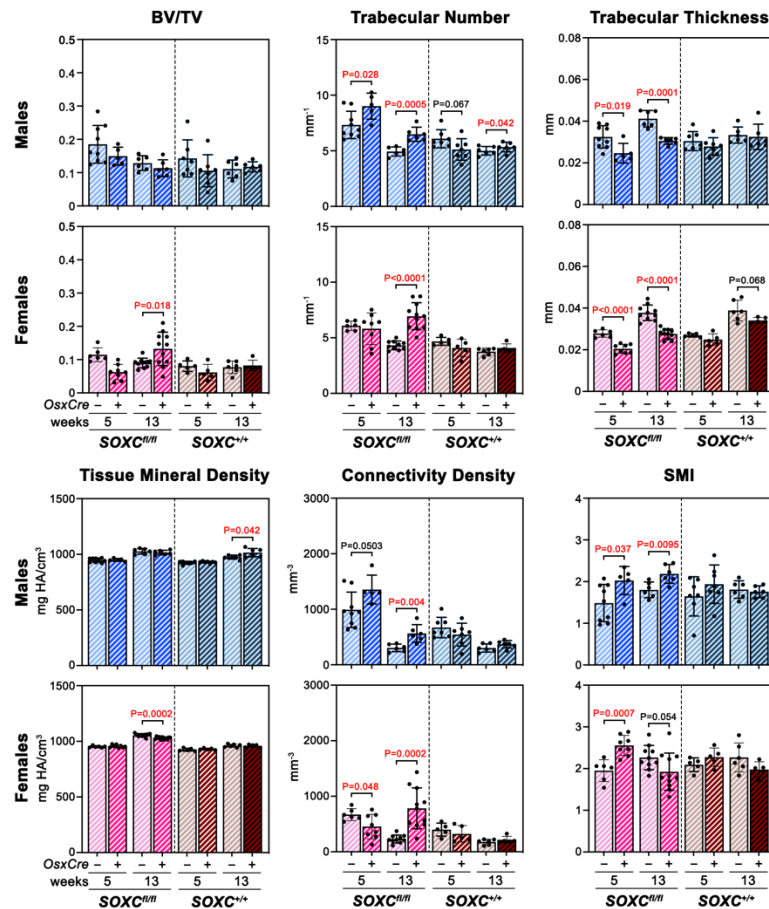

**Supplementary figure 3. Trabecular bone phenotype of femurs from  $WT^{OxCre}$  and  $SOXC^{OxCre}$  mice**

- a.  $\mu$ CT quantification of connectivity density and structural model index (SMI) for trabecular bone in femurs from  $SOXC^{OxCre}$  and control males and females at 5 to 52 weeks. Mice were conceived and raised until weaning with DOX food. Each dot corresponds to a distinct mouse. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student's t-tests. P-values lower (red) and near (black) 0.05 are indicated. Box, statistical differences obtained using a two-way ANOVA test of the effects of age and genotype and their interaction (ns, non-significant; \*,  $p \leq 0.05$ ; \*\*,  $p \leq 0.01$ ; \*\*\*,  $p \leq 0.001$ ; \*\*\*\*,  $p \leq 0.0001$ ).
- b.  $\mu$ CT quantification of trabecular bone parameters in femurs from  $WT^{OxCre}$  and control mice at 5, 13 and 52 weeks of age. Mice were conceived and raised until weaning with DOX food. Data are presented as described in (a). Of note,  $WT^{OxCre}$  females showed a mild increase in trabecular number at 13 and 52 weeks. This increase was less marked than in  $SOXC^{OxCre}$  mice (1.2 vs 1.5-fold at 13 weeks,  $p = 0.006$ ; and 1.2 vs 2.4-fold at 52 weeks,  $p = 0.0002$ ).
- c.  $\mu$ CT quantification of trabecular bone parameters in femurs from  $SOXC^{OxCre}$ ,  $WT^{OxCre}$  and control mice at 5 and 13 weeks of age. Mice were conceived and raised until weaning without DOX food. Data are presented as described in (a).

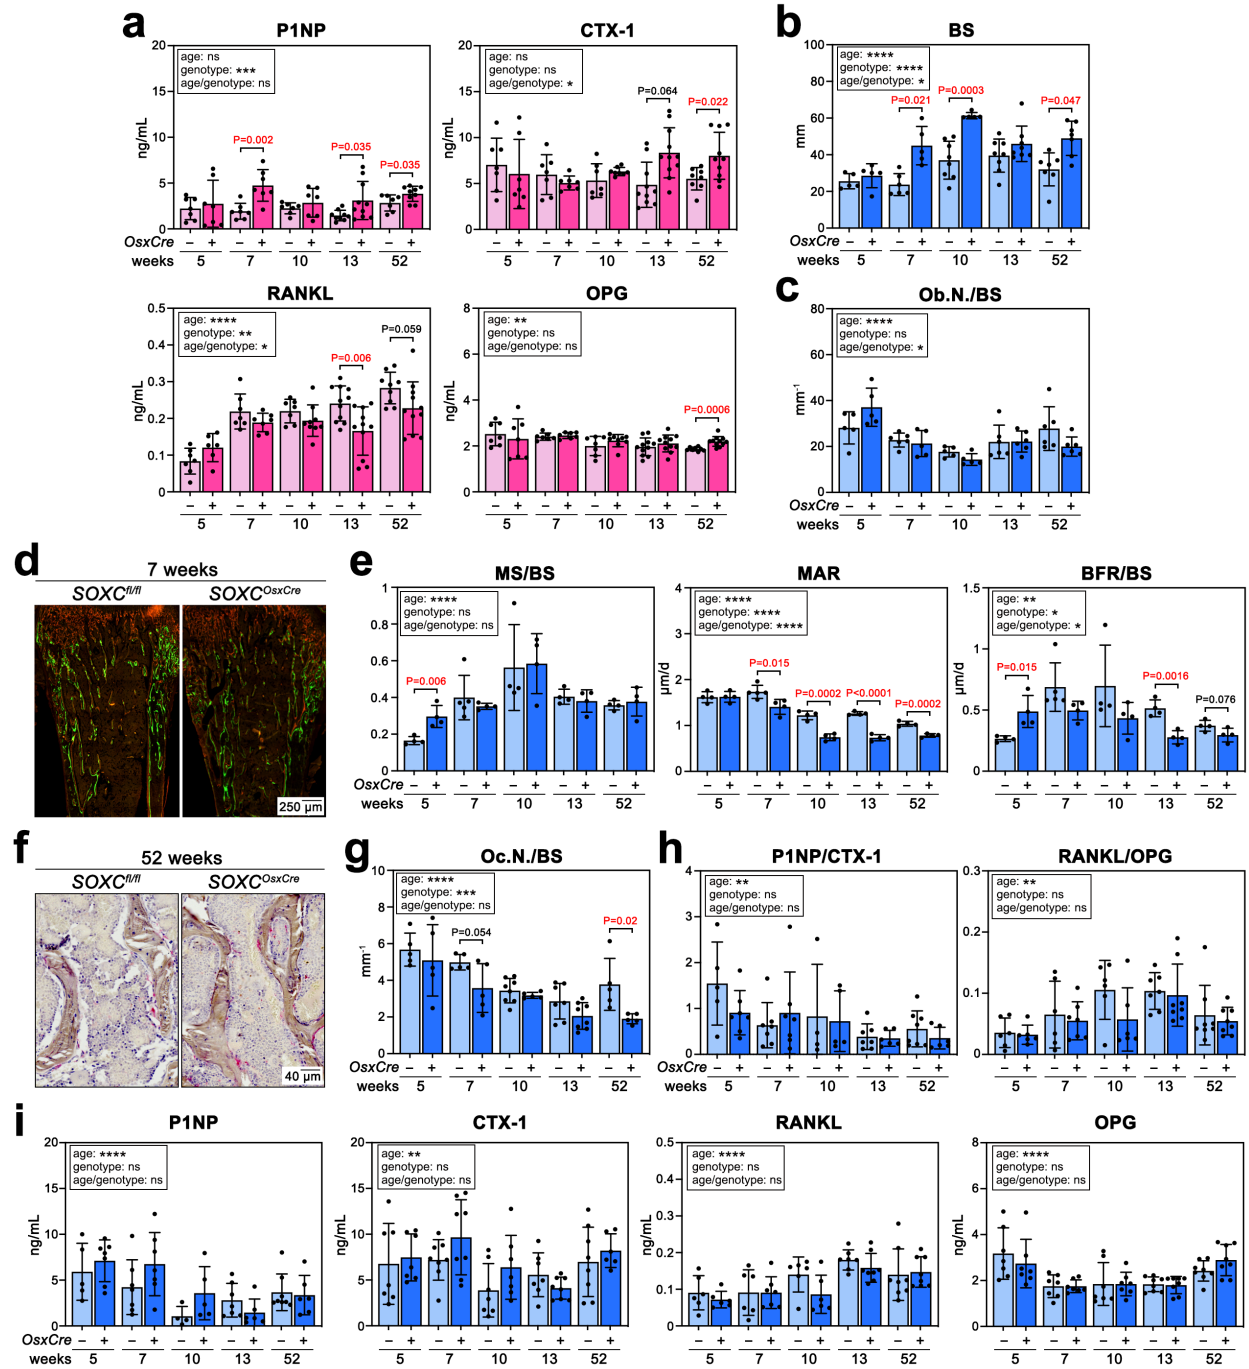

## Supplementary figure 4. Femur histomorphometry and serum analyses for *SOXC<sup>OxCre</sup>* mice

**a.** Serum levels of P1NP, CTX-1, RANKL and OPG quantified by ELISA in *SoxC<sup>OxCre</sup>* and control females at 5 to 52 weeks. Each dot corresponds to a distinct mouse. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student's t-tests. P-values lower (red) and near (black) 0.05 are indicated. Box, statistical differences obtained using a two-way ANOVA test of the effects of

age and genotype and their interaction (ns, non-significant; \*,  $p \leq 0.05$ ; \*\*,  $p \leq 0.01$ ; \*\*\*,  $p \leq 0.001$ ; \*\*\*\*,  $p \leq 0.0001$ ).

- b. Static histomorphometry of the trabecular bone surface (BS) of femurs from  $SOXC^{OxCre}$  and control males at 5 to 52 weeks. Data are presented as described in (a).
- c. Static histomorphometry of osteoblast numbers per bone surface (Ob.N./BS) for  $SOXC^{OxCre}$  and control males at 5 to 52 weeks. Data are presented as described in (a). No significant differences were detected between age-matched control and mutant groups.
- d. Representative pictures of *in vivo* labeling of newly synthesized mineralized matrix in trabecular bones from 7-week-old  $SOXC^{OxCre}$  and control males. Mice were injected with calcein (green, changed to white with Adobe Photoshop) and alizarin red (red) nine and two days before euthanasia, respectively. The assay was repeated for all the mice analyzed in (e).
- e. Dynamic histomorphometry of the mineralizing surface (MS/BS), mineral apposition rate (MAR) and bone formation rate (BFR/BS) per bone surface of femurs from  $SOXC^{OxCre}$  and control males at 5 to 52 weeks. Data are presented as described in (a).
- f. Representative pictures of TRAP staining of sections through trabecular bone and bone marrow of femurs from 52-week-old  $SOXC^{OxCre}$  and control males. TRAP<sup>+</sup> cells, red; bone matrix, light brown. The assay was repeated for all the mice analyzed in (g).
- g. Static histomorphometry of osteoclast numbers (Oc.N./BS) per bone surface for  $SOXC^{OxCre}$  and control males at 5 to 52 weeks. Data are presented as described in (a).
- h. Serum level ratios of P1NP/CTX-1 (bone formation/resorption indicators) and RANKL/OPG (osteoclastogenesis activator/inhibitor) in  $SOXC^{OxCre}$  and control males at 5 to 52 weeks. Data are presented as described in (a). No significant differences were detected between age-matched control and mutant groups.
- i. Serum levels of P1NP, CTX-1, RANKL and OPG quantified by ELISA in  $SoxC^{OxCre}$  and control males at 5 to 52 weeks. Data are presented as described in (a). No significant differences were detected between age-matched control and mutant groups.

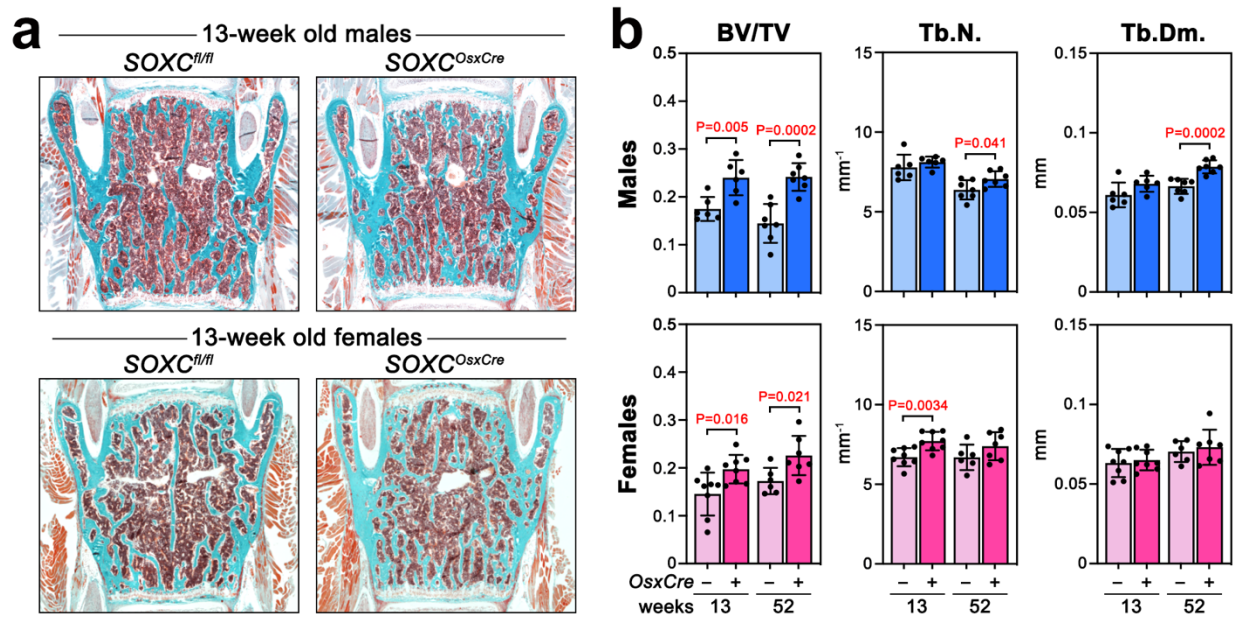

**Supplementary figure 5. Trabecular bone phenotype of vertebrae from SOXC<sup>OsxCre</sup> mice**

- a.** Representative pictures of Masson-Goldner's trichrome stained sections through the L3 vertebral body of 13-week-old SOXC<sup>OsxCre</sup> and control males and females. Mice were conceived and raised until weaning with DOX food. They belonged to the same cohort as those for which femurs were analyzed (Figs. 1 and 2). Mineralized bone, green; osteoid (not mineralized) tissue and bone marrow, pink/dark red; red blood cells, bright red. The assay was repeated for all the mice analyzed in (b).
- b.** Quantification by histomorphometry of BV/TV, trabecular number, and trabecular diameter (Tb. Dm.) in vertebra from 13-week-old SOXC<sup>OsxCre</sup> and control males and females. Each dot corresponds to a distinct mouse. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student's t-tests. P-values ≤0.05 are indicated.

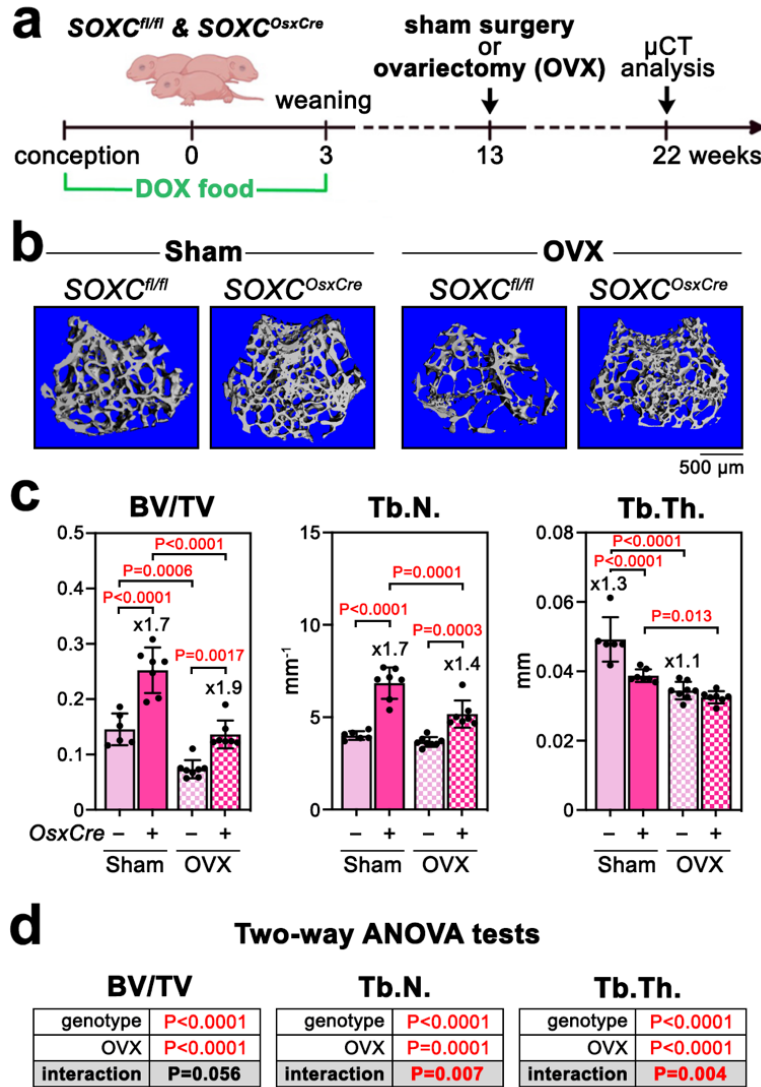

**Supplementary figure 6. Effect of ovariectomy on the trabecular bone phenotype of femurs from *SOXC<sup>OsxCre</sup>* females**

- Experimental design for the analysis of females subjected to ovariectomy or sham surgery (image created with BioRender.com).
- Representative  $\mu$ CT images of the secondary spongiosa of femurs from sham-operated and ovariectomized *SOXC<sup>OsxCre</sup>* and control females.
- Quantification of BV/TV, trabecular number, and thickness of femurs from sham-operated and ovariectomized *SOXC<sup>OsxCre</sup>* and control females. Each dot corresponds to a distinct mouse. Bars and brackets represent means and standard deviations, respectively. Parameter fold changes between control and mutant groups are indicated. Statistical differences were assessed by one-way ANOVA tests followed by Tukey's multiple comparisons test. P-values  $\leq 0.05$  are reported.
- Results from two-way ANOVA tests performed to assess the effects of genotype, surgery, and their interactions on trabecular bone properties in *SOXC<sup>OsxCre</sup>* and control mice. Data used for this test are presented in panel c.

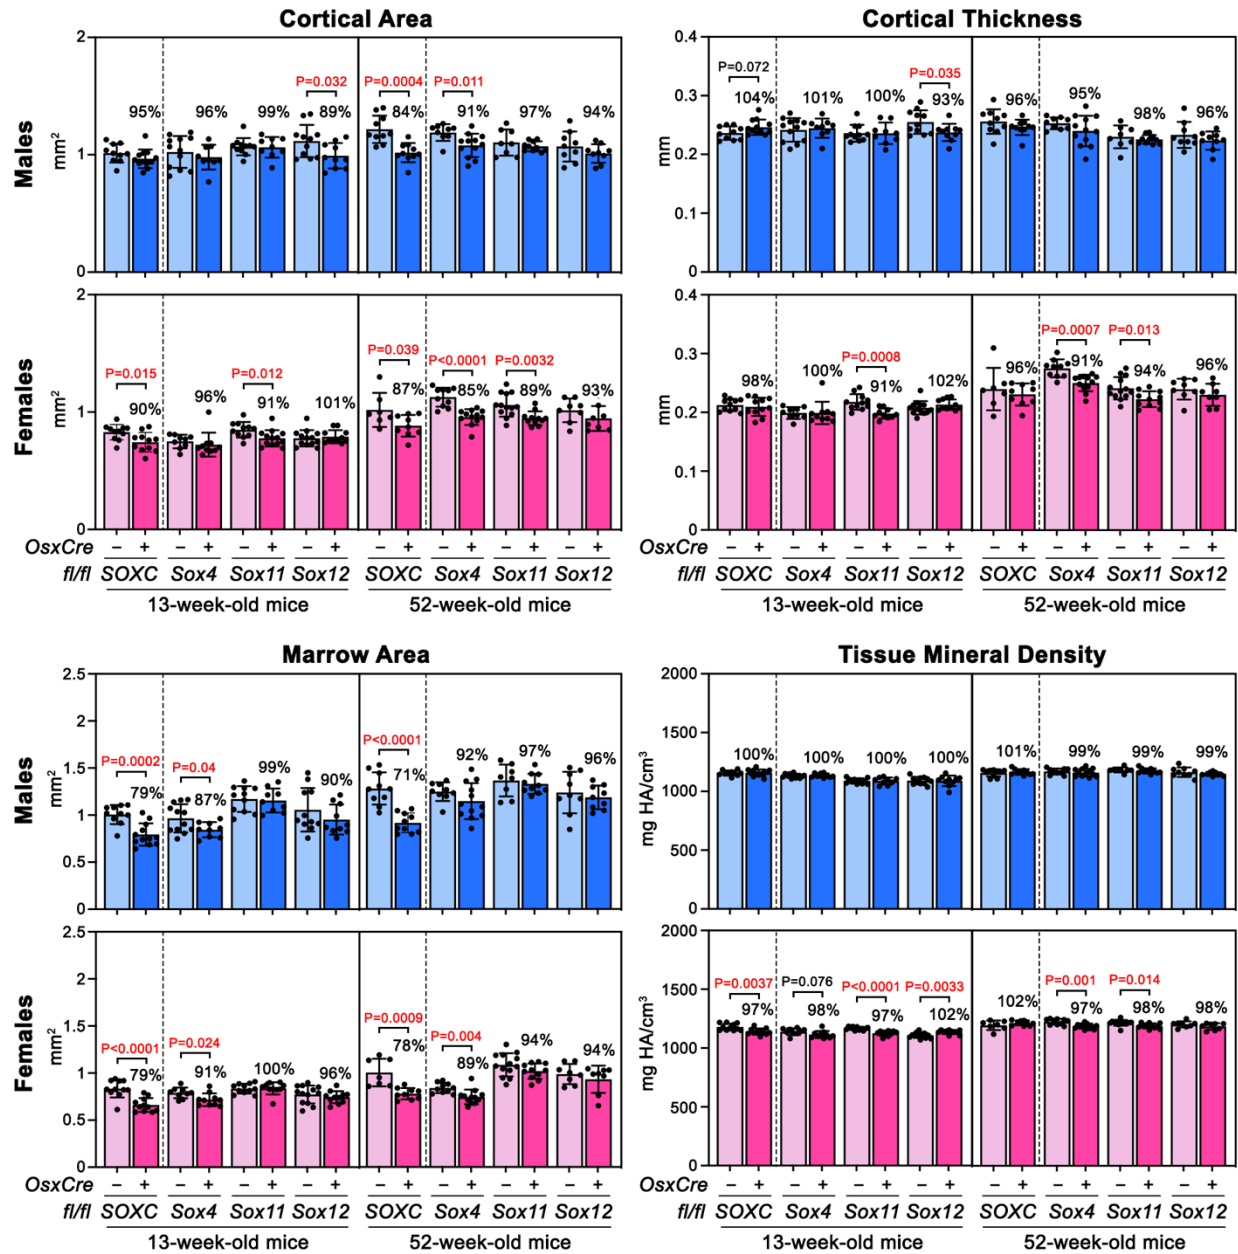

**Supplementary figure 7. Cortical bone phenotype of SOXC single mutant mice**

Quantification of cortical bone area, cortical thickness, marrow area, and cortical bone mineral density of femurs from  $SOXC^{OxCre}$ ,  $Sox4^{OxCre}$ ,  $Sox11^{OxCre}$ ,  $Sox12^{OxCre}$  and control males and females at 13 and 52 weeks. Each dot corresponds to a distinct mouse. Bars and brackets represent means and standard deviations, respectively. The percentages of mutant versus control average values are indicated. Statistical differences were assessed by two-sided unpaired Student's t-tests. P-values near 0.05 (black) and below 0.05 (red) are indicated.

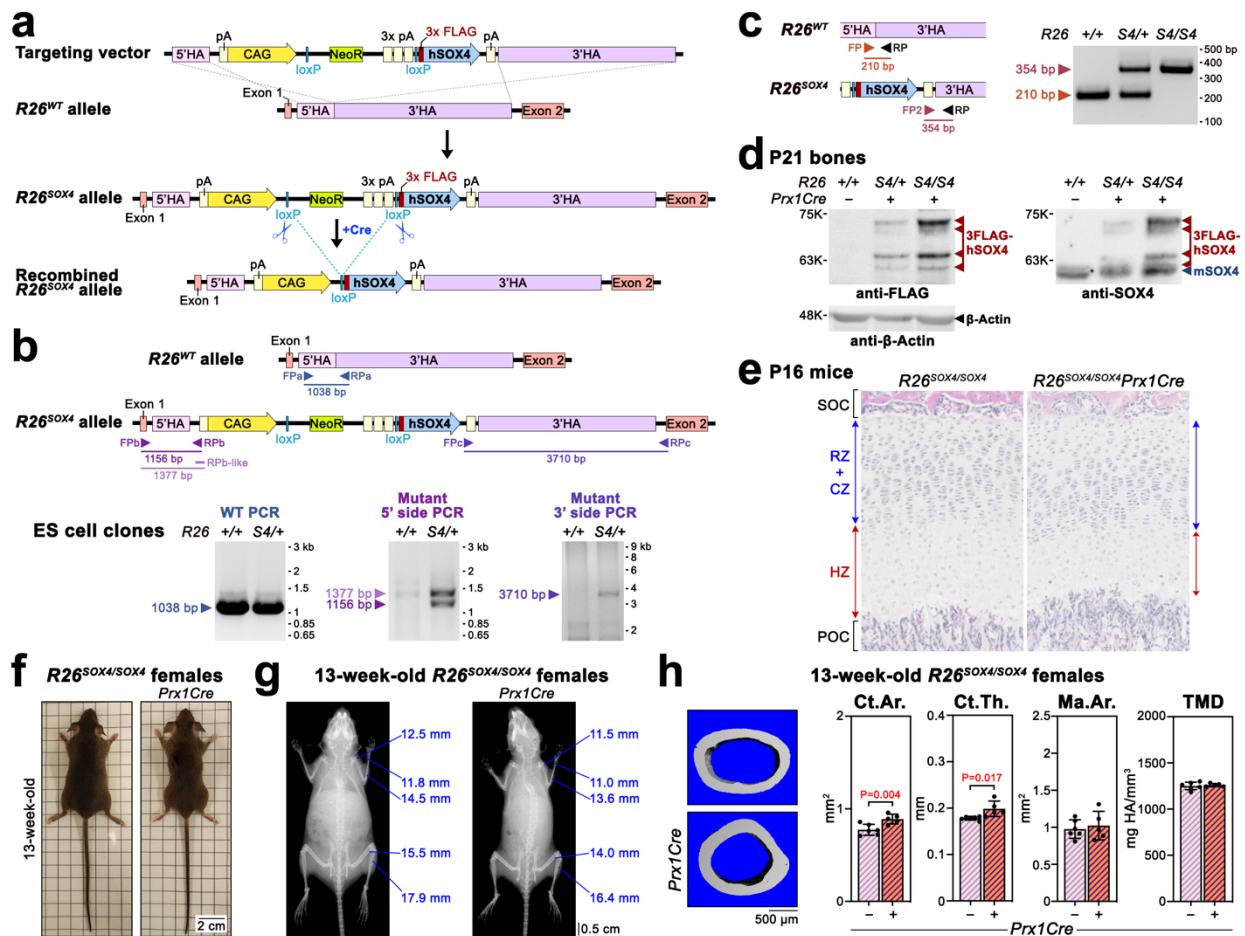

**Supplementary figure 8. Generation and analysis of mice harboring *R26<sup>SOX4</sup>* allele(s)**

- Gene knock-in strategy to generate a *R26<sup>SOX4</sup>* allele in the mouse. A targeting vector was constructed that contained 5' and 3' homology arms (HAs) corresponding to adjacent sequences in the *R26* first intron. Knock-in sequences introduced between the two arms contained pA (polyadenylation site), CAG (cytomegalovirus early enhancer, chicken  $\beta$ -actin promoter, first exon and intron, and rabbit  $\beta$ -globin splice acceptor), loxP sites flanking *NeoR* (neomycin resistance cassette) followed by three pAs, the coding sequence of the human SOX4 protein tagged at the N-terminus with a three-FLAG epitope and linker sequence, and a pA. DNA homologous recombination (dotted crosses) of the wild-type allele (*R26<sup>WT</sup>*) with this targeting vector created *R26<sup>SOX4</sup>* allele. Recombination of this allele by Cre recombinase resulted in excision of *NeoR* permitting conditional expression of 3FLAG-hSOX4.
- Identification of embryonic stem cell clones having undergone DNA homologous recombination by PCR. Three pairs of PCR primers were designed. The first pair comprised a forward primer (FPa) annealing in the 5' arm of homology and a reverse primer (RPa) annealing in the 3' arm of homology. It amplified a 1038-bp sequence in the *R26<sup>WT</sup>* allele. The second pair of primers comprised a forward primer (FPb) annealing 5' of the 5' HA and a reverse primer (RPb) annealing in the 5' end of the knock-in sequence. It amplified sequences of 1156 bp and 1377 bp. The longer product resulted from annealing of RPb with a sequence (RPb-like) that only had one mismatch compared to that matching the primer sequence. The

third pair of primers comprised a forward primer (FPc) annealing in the 3' end of the knock-in sequence and a reverse primer (RPc) annealing 3' of the 3' HA. It amplified a 3710-bp sequence. The last two PCRs allowed to identify clones with a properly created  $R26^{SOX4}$  allele. Images show PCR products obtained for  $R26^{WT}$  (+/+) and  $R26^{SOX4/+}$  (S4/+) clones following DNA electrophoresis in agarose gels. 48 cell clones were screened by PCR.

- c. PCR genotyping of  $R26^{+/+}$ ,  $R26^{SOX4/+}$  and  $R26^{SOX4/SOX4}$  mice. The  $R26^{WT}$  allele was identified through amplification of a 210-bp sequence with forward (FP) and reverse (RP) primers annealing on either side of the two HAs. The  $R26^{SOX4}$  allele was identified through amplification of a 354-bp sequence with a forward primer (FP) annealing in the 3' end of the knock-in sequence and the same reverse primer as for the  $R26^{WT}$  PCR. Genotyping was performed using all three primers in the same PCR. The image shows PCR products obtained for  $R26^{+/+}$  (+/+),  $R26^{SOX4/+}$  (S4/+) and  $R26^{SOX4/SOX4}$  (S4/S4) mice following DNA electrophoresis in an agarose gel. PCR genotyping is performed on every experimental mouse.
- d. Western blot detection of the mSOX4 and 3FLAG-hSOX4 proteins in bone extracts from P21  $R26^{+/+}$ ,  $R26^{SOX4/+}$  and  $R26^{SOX4/SOX4}$  *Prx1Cre* mice. Blots were hybridized with anti-FLAG, SOX4, and  $\beta$ -actin antibodies. Note that the 3FLAG-SOX4 protein appears to be produced in several forms, possibly resulting from differential post-translational events. Also, note that the amount of 3FLAG-SOX4 protein is similar to that of endogenous mSOX4 protein. The assay was repeated for bone extracts from two independent samples.
- e. Representative images of proximal tibia growth plates from  $R26^{SOX4/SOX4}$  and  $R26^{SOX4/SOX4}$  *Prx1Cre* female littermates at P16. SOC, secondary ossification center. RZ + CZ, reserve and columnar zones. HZ, hypertrophic zone. POC, primary ossification center. Note that the hypertrophic zone is shorter in the mutant growth plate, possibly due to accelerated turnover of cartilage into endochondral bone. The assay was repeated on sections from two independent samples.
- f. Representative pictures of 13-week-old  $R26^{SOX4/SOX4}$  and  $R26^{SOX4/SOX4}$  *Prx1Cre* female littermates. Note that the mutant is slightly smaller than its control sister.
- g. Faxitron images of the skeleton of the same mice as in panel f. Note that long bones are shorter in the mutant than in its control sister. The assay was repeated on two mice.
- h.  $\mu$ CT analysis of femur cortical bone in 13-week-old  $R26^{SOX4/SOX4}$  and  $R26^{SOX4/SOX4}$  *Prx1Cre* females. Left, representative images of bone cortices. Right, quantification of cortical area, cortical thickness, marrow area, and tissue mineral density. Each dot corresponds to a distinct mouse. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student's t-tests. P-values  $\leq 0.05$  are indicated.

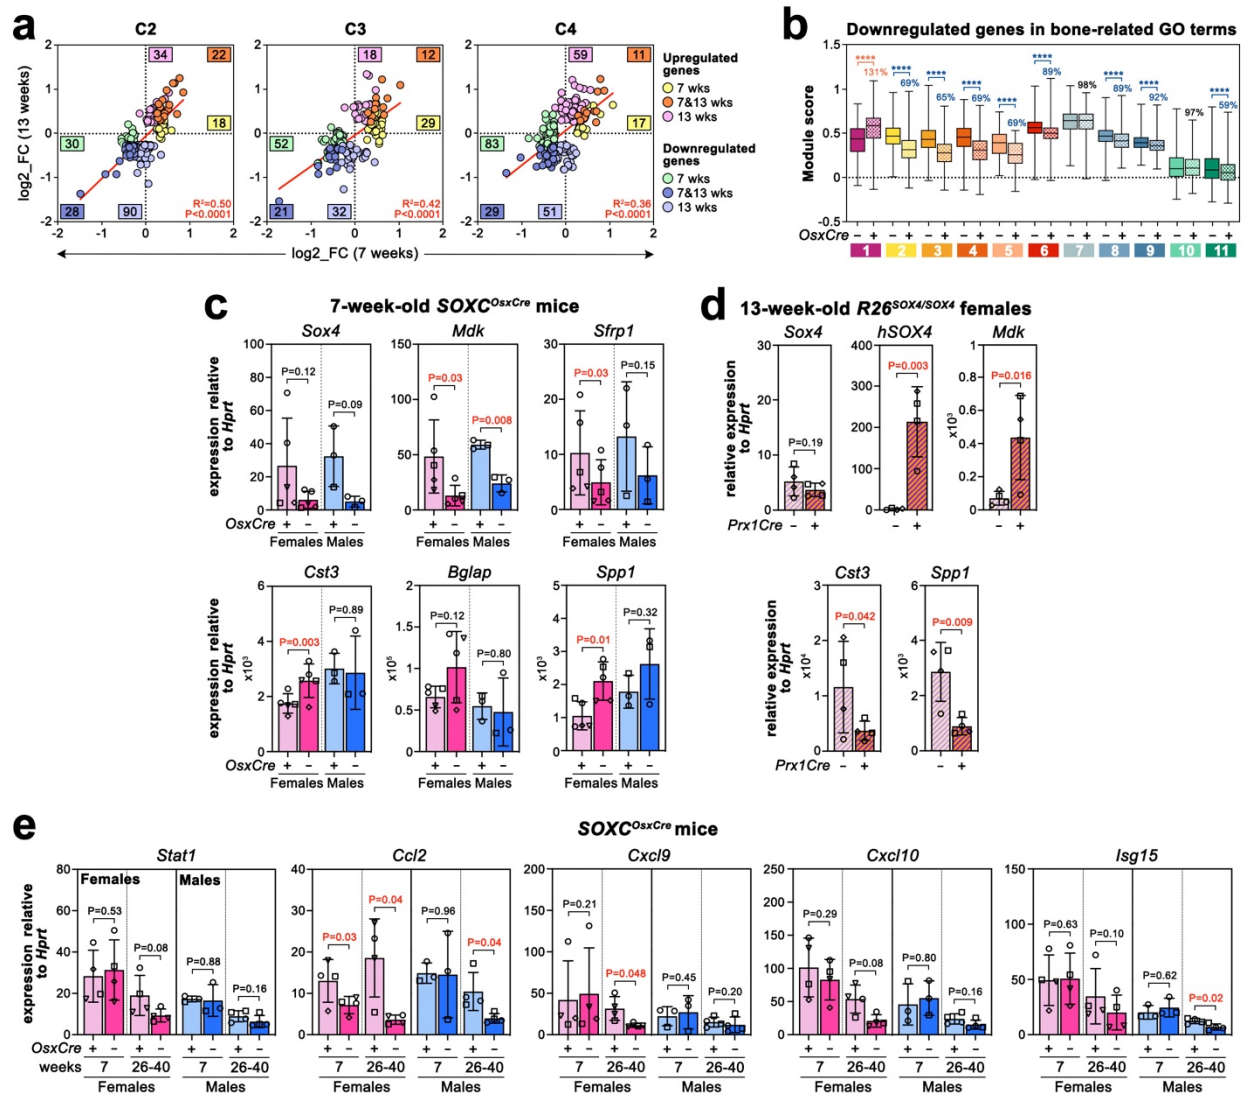

**Supplementary figure 9. Transcriptomic analysis of *SOXC<sup>OxCre</sup>* C2-C4 clusters**

- Dot plots comparing the expression fold-changes of DEGs detected in the mutant versus control C2, C3 and C4 clusters at 7 and 13 weeks. Yellow and light green dots, genes affected only at 7 weeks; pink and light blue dots, genes affected only at 13 weeks; orange and blue dots, genes affected at both ages. The linear correlation existing for the fold-changes between the two ages is shown with a red line, and its significance is indicated by its p-value and coefficient of determination ( $R^2$ ).
- Histogram plots of module scores generated using the downregulated genes in the C2-C4 mutant clusters that match bone-related GO terms. The module score difference obtained between control and mutant populations is indicated as a percentage and its significance, assessed using a Mann-Whitney test, is also indicated (\*\*\*\*,  $p < 0.0001$ ).
- RT-qPCR assay of the expression levels of *Sox4* and selected C2-C4 DEGs matching bone-related GO terms in non-hematopoietic bone and marrow cell suspensions obtained as described for scRNA-seq assays but using different 7-week-old *SOXC<sup>OxCre</sup>* and control males

and females. Each dot corresponds to a distinct mouse. Same symbols indicate littermates. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided paired Student's t-tests. P-values near 0.05 (black) and below 0.05 (red) are indicated.

- d. RT-qPCR assay performed and presented as described in (c) but using cells from 13-week-old *R26<sup>SOX4/SOX4</sup>Prx1Cre* and control females.
- e. RT-qPCR assay of the expression levels of selected C2-C4 DEGs matching interferon-related GO terms in non-hematopoietic bone and marrow cell suspensions obtained as described for scRNA-seq assays but using different 7- and 26-to-40-week-old *SOXC<sup>OsxCre</sup>* and control males and females. Data are presented as in (c).

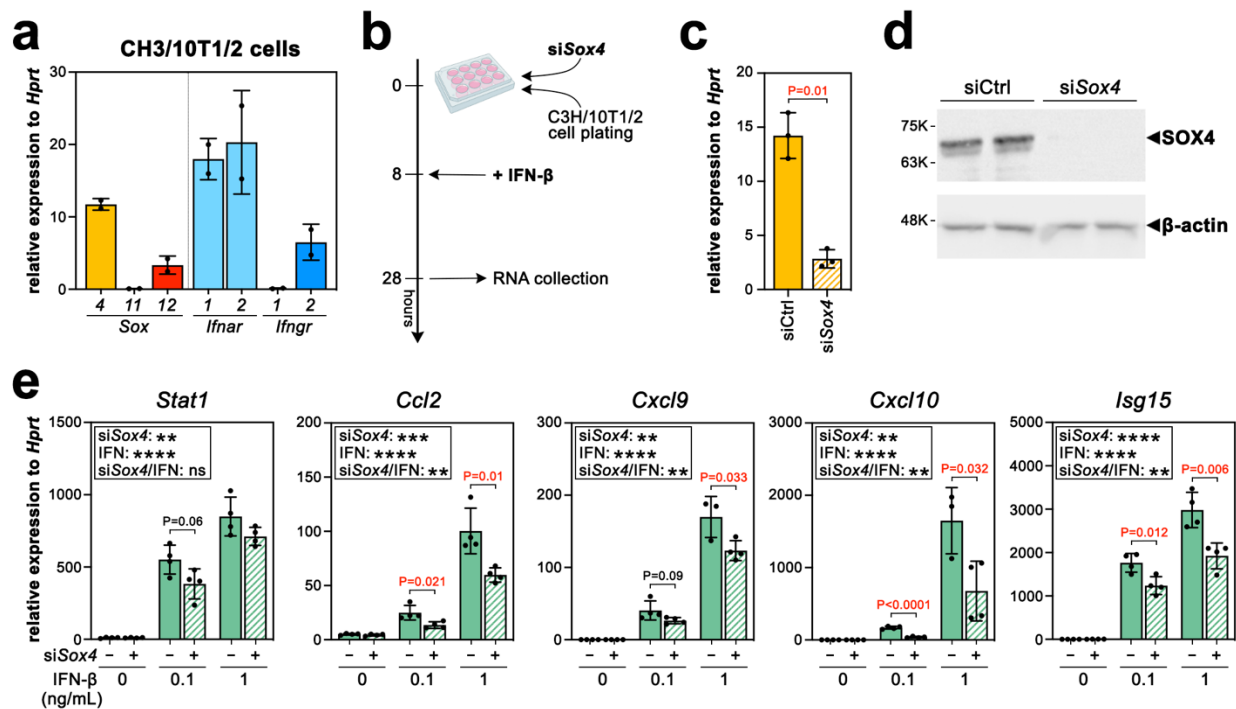

**Supplementary figure 10. Effect of Sox4 knockdown on interferon response in CH3/10T1/2 cells**

- RT-qPCR assay of the expression of genes for SOXC and receptors for type-I (*Ifnar*) and type-II (*Ifngr*) interferons in C3H/10T1/2 cells. Each dot corresponds to an independent replicate. Bars and brackets represent means and standard deviations, respectively.
- Experimental strategy used to investigate the effect of Sox4 silencing on the expression of interferon-dependent genes in C3H/10T1/2 cells (image created with BioRender.com).
- RT-qPCR assay of the expression of Sox4 in C3H/10T1/2 cells transfected with a control (siCtrl) or a Sox4-specific (siSox4) siRNA for 8 h. Each dot corresponds to an independent replicate. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student's t-test. P-value  $\leq 0.05$  indicates a significant reduction of Sox4 expression.
- Western blot assay of the level of SOX4 protein present in C3H/10T1/2 cells transfected for 8 h with a control siRNA (siCtrl) or a Sox4-specific siRNA (siSox4).  $\beta$ -actin detection was used as a loading control. The assay was repeated in three independent experiments.
- RT-qPCR assay of the expression levels of selected interferon-dependent genes in C3H/10T1/2 cells after Sox4 silencing and IFN- $\beta$  stimulation. Each dot corresponds to an independent replicate. Bars and brackets represent means and standard deviations, respectively. Statistical differences were assessed by two-sided unpaired Student's t-tests. P-values lower (red) and near (black) 0.05 are indicated. Boxes show the results of two-way ANOVA tests assessing the effects of Sox4 silencing, IFN- $\beta$ , and their interaction (ns, non-significant; \*\*,  $p \leq 0.01$ ; \*\*\*,  $p \leq 0.001$ ; \*\*\*\*,  $p \leq 0.0001$ ).

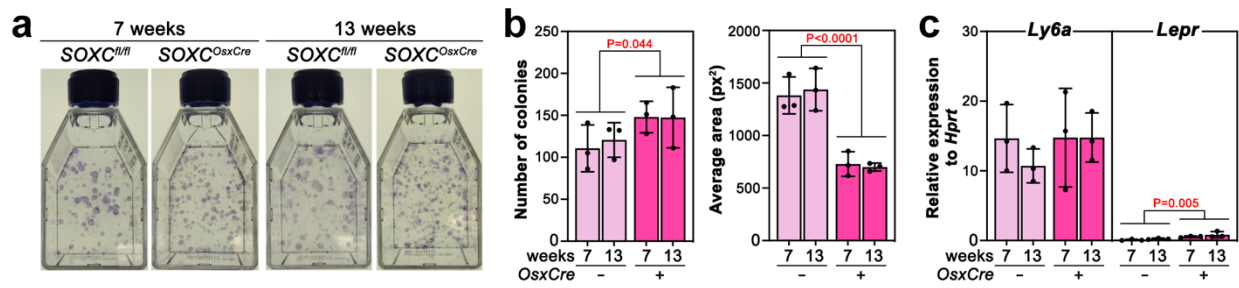

### Supplementary figure 11. Properties of SOXC-mutant MSC cultures

- Representative pictures of CFU-Fs formed by MSCs isolated from the bone marrow of 7- and 13-week-old SOXC<sup>OsxCre</sup> and control females. Cells were grown for 10 days before staining with methyl violet. The assay was repeated in 6 independent experiments used for analysis in (b).
- Quantification of the number and average area size of MSC colonies obtained as described in (a). The data suggest that SOXC<sup>OsxCre</sup> female bone marrow contains more MSCs than controls, but that these cells have a lower proliferation or survival rate. Each dot corresponds to a distinct mouse. Statistical differences were assessed by two-sided unpaired Student's t-tests. P-values  $\leq 0.05$  are considered significant.
- RT-qPCR assay of the expression of *Ly6a* (encoding SCA1) and *Lepr* in MSC colonies obtained as described in (a). The data, presented as in (b), suggest that control and mutant colonies contain primarily *Sca1*<sup>+</sup> MSCs.

## SUPPLEMENTARY TABLES

**Supplementary table 1.** PCR primers used to identify *R26<sup>SOX4/+</sup>* embryonic stem cell clones and genotype mice

| PCR primers for ES cell genotyping                     |                                                                             |                                                                             |
|--------------------------------------------------------|-----------------------------------------------------------------------------|-----------------------------------------------------------------------------|
| Target                                                 | Oligonucleotide sequence                                                    | Amplicon size                                                               |
| <i>R26<sup>WT</sup></i>                                | FPa: GAG AAG GGA GCG GAA AAG TCT<br>RPa: CAC CTG TTC AAT TCC CCT GCA        | 1037 bp                                                                     |
| 5' <i>R26<sup>SOX4</sup></i>                           | FPb: AGG GCG GCT TGG TGC GTT TGC<br>RPb: TGG CAA CTA GAA GGC ACA CTC        | 1156 and 1377 bp                                                            |
| 3' <i>R26<sup>SOX4</sup></i>                           | FPc: CAT CGC ATT GTC TGA GTA GGT GTC<br>RPc: AGA GTC TTG CCT GCA AAC CA     | 3710 bp                                                                     |
| PCR primers for mouse genotyping                       |                                                                             |                                                                             |
| Target                                                 | Oligonucleotide sequence                                                    | Amplicon size                                                               |
| <i>Sox4<sup>+</sup></i> and <i>Sox4<sup>fl</sup></i>   | FP: GAA GGA GGC GGA GAG TAG ACG G<br>RP: CAT AGC TCAA CAC AAA TGC CAA CGC   | 450 bp ( <i>Sox4<sup>+</sup></i> )<br>520 bp ( <i>Sox4<sup>fl</sup></i> )   |
| <i>Sox11<sup>+</sup></i> and <i>Sox11<sup>fl</sup></i> | FP: TTC GTG ATT GAC ACA AAG GCG GAG<br>RP: GCT CCC TGC AGT TTA AGA AAT CGG  | 319 bp ( <i>Sox11<sup>+</sup></i> )<br>467 bp ( <i>Sox11<sup>fl</sup></i> ) |
| <i>Sox12<sup>+</sup></i> and <i>Sox12<sup>fl</sup></i> | FP: CCT TCT TGC GCA TGC TTG ATG CTT<br>RP: GGA AAT CAA GTT TCC GGC GAC CAA  | 324 bp ( <i>Sox12<sup>+</sup></i> )<br>435 bp ( <i>Sox12<sup>fl</sup></i> ) |
| <i>Cre</i>                                             | FP: TGA GGT TCG CAA GAA CCT GAT GGA<br>RP: GCC GCA TAA CCA GTG AAA CAG CAT  | 293 bp                                                                      |
| <i>R26<sup>WT</sup></i>                                | FP: CTC GTG ATC TGC AAC TCC AGT CTT<br>RP: CCA GAT GAC TAC CTA TCC TCC CAT  | 210 bp                                                                      |
| <i>R26<sup>SOX4</sup></i>                              | FP2: CAT CGC ATT GTC TGA GTA GGT GTC<br>RP: CCA GAT GAC TAC CTA TCC TCC CAT | 354 bp                                                                      |

**Supplementary table 2.** List of primers used in qRT-PCR assays

| Gene         | Oligonucleotides                                                                          |
|--------------|-------------------------------------------------------------------------------------------|
| <i>Sox4</i>  | Forward primer: GCC TCC ATC TTC GTA CAA CC<br>Reverse primer: AGT CAA GCG CGT CTA CCT GT  |
| <i>hSOX4</i> | Forward primer: CGA GCT GGG AAT CGC CTC<br>Reverse primer: ATC TGC GAC CAC ACC ATG AA     |
| <i>Mdk</i>   | Forward primer: CTT CCG CGA GGG TAC CTG<br>Reverse primer: CCC CCA GCT CTC AAA CTT GTA    |
| <i>Sfrp1</i> | Forward primer: TTC TAC TGG CCC GAG ATG CT<br>Reverse primer: GTT GTC GCA TGG AGG ACA CA  |
| <i>Spp1</i>  | Forward primer: AGC TTG GCT TAT GGA CTG AGG<br>Reverse primer: CAG GGA TGA CAT CGA GGG AC |

|               |                                                                                                 |
|---------------|-------------------------------------------------------------------------------------------------|
| <i>Cst3</i>   | Forward primer: GGA GAT GGG CCG AAC TAC AT<br>Reverse primer: GGC ACG CTG TAG ATC TGG AA        |
| <i>Bglap</i>  | Forward primer: ACC ATC TTT CTG CTC ACT CTG<br>Reverse primer: GTT CAC TAC CTT ATT GCC CTC C    |
| <i>Runx2</i>  | Forward primer: GCT ATT AAA GTG ACA GTG GAC GG<br>Reverse primer: GGC GAT CAG AGA ACA AAC TAG G |
| <i>Sp7</i>    | Forward primer: ATG GCG TCC TCT CTG CTT G<br>Reverse primer: TGA AAG GTC AGC GTA TGG CTT        |
| <i>Col1a1</i> | Forward primer: GCT CCT CTT AGG GGC CAC T<br>Reverse primer: CCA CGT CTC ACC ATT GGG G          |
| <i>Col3a1</i> | Forward primer: TTC TTC TCA CCC TTC TTC ATC C<br>Reverse primer: TCT CTA GAC TCA TAG GAC TGA CC |
| <i>Postn</i>  | Forward primer: AGT CAT TCA AGG CAG TCT TCA<br>Reverse primer: TTC GCC TTC TTT AAT CAG CCT      |
| <i>Stat1</i>  | Forward primer: GCC GAG AAC ATA CCA GAG AAT C<br>Reverse primer: GAT GTA TCC AGT TCG CTT AGG G  |
| <i>Isg15</i>  | Forward primer: ACC TAG AGC TAG AGC CTG C<br>Reverse primer: TTC AGT TCT GAC ACC GTC ATG        |
| <i>Ccl2</i>   | Forward primer: GTC CCT GTC ATG CTT CTG G<br>Reverse primer: GCT CTC CAG CCT ACT CAT TG         |
| <i>Cxcl9</i>  | Forward primer: CAC GAT CCA CTA CAA ATC CCT C<br>Reverse primer: TCT TCA CAT TTG CCG AGT CC     |
| <i>Cxcl10</i> | Forward primer: TCA GCA CCA TGA ACC CAA G<br>Reverse primer: CTA TGG CCC TCA TTC TCA CTG        |
| <i>Hprt</i>   | Forward primer: CCT CAT GGA CTG ATT ATG GAC AG<br>Reverse primer: TCA GCA AAG AAC TTA TAG CCC C |

# Supplementary material for: SOXC are critical regulators of adult bone mass
**Source:** Nat Commun. 2024 Apr 5;15:2956. doi: 10.1038/s41467-024-47413-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Data 1:** Lists of the marker genes of each cell population identified in scRNA-seq assays.

**Supplementary Data 2:** Lists of genes differentially expressed in SOXCOsxCre versus control cell populations identified in scRNA-seq assays.

**Supplementary Data 3:** Lists of biological processes identified by Gene Ontology analysis that involve genes differentially expressed in SOXCOsxCre versus control cell populations.

**Supplementary Data 4:** Lists of regulons affected in SOXCOsxCre versus control cell populations and lists of SOX4 target genes predicted by SCENIC analysis.

# Supplementary material for: SOXC are critical regulators of adult bone mass
**Source:** Nat Commun. 2024 Apr 5;15:2956. doi: 10.1038/s41467-024-47413-2
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

- $\mu$ CT images were acquired with a built-in software in a SCANCO  $\mu$ CT 45 scanner (SCANCO Medical AG) or an eXplore Locus SP scanner (Trifoil Imaging);
- Radiographic images were acquired using a built-in software in Faxitron X-ray system (Hologic);
- Histology and in situ assay images were acquired with a ZEN2.6 software (blue edition) in Axio Scan.Z1 scanner (ZEISS) or a Leica LAS-X software in Leica TCS SP8 confocal microscope (Leica Microsystems);
- Western blot images were acquired using a built-in software in a ChemiDoc Gel Imaging System (Bio-Rad Laboratories);
- Gene expression data by RT-qPCR were generated using QuantStudio Design & Analysis software v4.1.3 in a QuantStudio 3 system (Thermo Fisher Scientific).

Data analysis

- $\mu$ CT images were analyzed with a  $\mu$ CT Evaluation Program v6.6 (SCANCO Medical AG) or MicroView v. 2.2 (GE Healthcare);
- Radiographic images were analyzed using a built-in software in Faxitron X-ray system (Hologic);
- Bone histomorphometry analysis were performed with the BIOQUANT OSTEO software (BIOQUANT);
- Single-cell RNA-sequencing data were demultiplexed and aligned to the mouse genome reference with Cell Ranger v6.1.2 (10X Genomics). Further analysis were performed in R v4.3.2 or python v3.9 using the following packages: Seurat v4; velocity.R v0.6; scVelo v0.2.5; cellDancer v0.2.5; slingshot v2.10; condiments v1.10; SCENIC v1.3.1;
- Images were analyzed with ImageJ 1.53a (NIH) or Adobe Photoshop v24.5.0 (Adobe);
- Graphical representation and statistical analysis were performed using GraphPad Prism v10.0.1 (GraphPad).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq data generated in this study are available at the NCBI Gene Expression Omnibus repository (accession number GSE241637).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | ≥3 samples were used for each experimental group. Sample size was determined using results obtained from preliminary experiments and previous published studies in the same research field.                                                                                                                                                  |
| Data exclusions | Mice with health conditions unrelated to their genotype were excluded from the study.                                                                                                                                                                                                                                                        |
| Replication     | For in vivo assays we used ≥3 mice per group. In vitro experiments were performed at least twice with technical triplicates to ensure reproducibility.                                                                                                                                                                                       |
| Randomization   | Experiments were not randomized since mice were assigned to experimental groups based on genotype and sex. All mice were kept on an enriched C57B6/J background and housed in standardized conditions to avoid variation among groups.                                                                                                       |
| Blinding        | µCT and histomorphometry analysis were conducted blinded using unique sample identifier which did not contain information about sex, age or genotype of the mouse. However, it is important to notice that blinding may have been irrelevant in some group analysis due to the strong phenotypic difference between control and mutant mice. |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <ul style="list-style-type: none"> <li>- SOX4 antibody; MA5-31423, Thermo Fisher Scientific; 1:500 for immunostaining and 1:2000 for Western blot assay.</li> <li>- anti-mouse IgG2b antibody, biotinylated; ab97248, Abcam; 1:3000 for immunostaining.</li> <li>- <math>\beta</math>-actin antibody; SC47778, Santa Cruz Biotechnology; 1:2000 for Western blot assay.</li> <li>- anti-mouse antibody, peroxidase-conjugated; 1706516, Bio-Rad Laboratories; 1:5000 for Western blot assay.</li> <li>- FLAG antibody, peroxidase-conjugated; A8592, Sigma-Aldrich; 1:10000 for Western blot assay.</li> <li>- mouse lineage cell depletion kit; 130-090-858, Miltenyi Biotec; used according to manufacturer's instruction for cell sorting.</li> <li>- TER-119 antibody, biotinylated; 13-5921-85, Thermo Fisher Scientific; 10 <math>\mu</math>L per sample for cell sorting.</li> <li>- CD71 antibody, biotinylated; 1130-109-572, Miltenyi Biotec; 20 <math>\mu</math>L per sample for cell sorting.</li> <li>- CD3e antibody, biotinylated; 130-093-179, Miltenyi Biotec, 10 <math>\mu</math>L per sample for cell sorting.</li> <li>- anti-CD45 microbeads; 130-052-301, Miltenyi Biotec; used according to manufacturer's instruction for cell sorting.</li> </ul> |
| Validation      | <p>All antibodies were tested in preliminary experiments with appropriate controls before use.</p> <p>For immunostaining, antibodies were tested on tissues and cells known to express the protein, while a non-specific IgG antibody was used as negative control.</p> <p>For Western blot assays, lysates from cells overexpressing or silenced for the expression of the protein were used as positive and negative controls, respectively.</p> <p>Efficiency of antibodies used in cell sorting experiments was tested by following FACS analysis and RT-qPCR assays for the expression of markers for the populations expected to be depleted or enriched in the procedure.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                             |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | <p>C3H/10T1/2 cells, Clone 8 obtained from ATCC (cat. #CCL-226).</p> <p>Primary mesenchymal stem cells (MSCs) were obtained from the bone marrow of 7- and 13-week-old female mice as described in the Methods section.</p> |
| Authentication                                                    | <p>C3H/10T1/2 cells were freshly obtained from ATCC.</p> <p>Identity of primary MSCs was confirmed by RT-qPCR analysis for the expression of typical markers (i.e., Sca1, Pdgfra, Cd51, Lepr).</p>                          |
| Mycoplasma contamination                                          | <p>Mycoplasma tests (MycoAlert® Mycoplasma Detection Kit; LT07-218; Lonza) were routinely performed on cell media to confirm the absence of Mycoplasma in cell cultures.</p>                                                |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | <p>No commonly misidentified cell lines were used.</p>                                                                                                                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                          |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | <p>Mouse lines used in this study were kept on an enriched C57B6/J genetic background. Mice were used between 5 and 52 weeks of age.</p> |
| Wild animals       | <p>No wild animals were used in this study.</p>                                                                                          |

|                         |                                                                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | Except for single-cell RNA-seq analysis, all experiments were performed on both male and female mice separately as shown throughout the manuscript.                      |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                             |
| Ethics oversight        | Mice were used as approved by the Cleveland Clinic (IAC 2017–1867) and Children’s Hospital of Philadelphia Institutional Animal Care and Use Committees (IAC 21-001297). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

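Bone tissue of 8 female mice was measured by scRNA-seq, with 2 control and 2 SOXC OsxCre mice at each of 7 and 13 weeks of age and 1 library per mouse. The deposited values are raw UMI counts per gene and barcode, which the authors made with Cell Ranger 6.1.2 and did not normalise. Each matrix holds the barcodes that Cell Ranger kept as cells, and the limits on genes and mitochondrial UMIs and the removal of doublets that the paper's methods describe are not applied in it. Replicates were not pooled, and the paper's text does not name the genome build or the gene annotation. Genes are named by the symbols of the deposited count matrices. Everything from the filter on cells onward was computed again from these counts.

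Cells with more than 6000 or fewer than 200 genes or with more than 10% of UMIs from mitochondrial genes were left out, as in the paper's methods. Doublets were called in each library after the idea of DoubletFinder, which the paper used. Simulated doublets were added until they made up 25% of cells, and the cells with the largest share of them among their nearest neighbours (1% of cells) were left out, at a rate set by the number of barcodes, which took away between 9.67% and 11.3% of the cells within these limits in a library. The kept cells were integrated with Seurat's reciprocal PCA (2000 variable genes without *Sox4*, *Sox11* and *Sox12*, 30 components, 5 anchor neighbours) and grouped with Leiden clustering (20 neighbours, 3 iterations, resolution 1). Lists of marker genes for each cell type were fixed from the paper's Supplementary Data 1b, mostly genes that its Supplementary Data 2 does not list as changed. A marker counted in a cluster where its CPM, with 5 added, was at least 2 times the median over the other clusters and at least 10% of cells had a UMI of it. A cluster took the name of the list with the highest mean log2 fold among those with at least 3 counting markers. A cluster led by osteoprogenitor or preOB markers was called *Lepr*+ OP-like where at least 2 of every 3 *Lepr*+ MSC markers also counted, and preOB-like otherwise. Clusters stayed unnamed where another list had more genes among the 10 leading genes. The fold over the median of the other clusters, in place of a fold over all other cells, the rule that parts *Lepr*+ OP-like from preOB-like cells and the handling of clusters with few UMIs were settled after the clusters had been seen.

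Clusters whose median UMI count was under 33.3% of their library's median were kept out of their class, except that the GP-derived OB-like class is known only from such a cluster and keeps it. Those of them that are not haematopoietic, this class included, held 12.1 and 6.21% of the kept cells in the replicate 1 and 2 controls of 7 weeks, 15.8 and 3.48% in the mutants of 7 weeks, 17.6 and 5.94% in the controls of 13 weeks and 11.6 and 8.43% in the mutants of 13 weeks. They were more common in the deeper replicate 1 libraries in both genotypes.

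UMIs were summed per mouse and cell type where a mouse had at least 10 cells of the type. *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells were also summed together. The sums were tested with edgeR's quasi-likelihood test (TMM scaling, filterByExpr, without robust fitting) in 1 model with a mean for each of the 4 genotype and age groups, which leaves 4 residual degrees of freedom. The contrasts were mutant minus control averaged over both ages, at each age, and the difference between the ages. The spread at a single age comes from all 8 mice, since 2 mice per group give too little. Proliferating preOB-like cells had enough cells in 5 mice, which leaves 1 residual degree of freedom. The paper tested single cells at each age, whereas the mouse is the unit of every test here. Adjusted p-values are Benjamini–Hochberg values, and the threshold was 0.05. The SE of a log2 fold change comes from the same fit.

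Gene sets were tested with limma's rotation test fry on the same sums, two-sided by direction. The sets were bone-related genes that the paper names as lower and as higher, interferon genes that it names, matrix genes that it names for C1 (in *Sca1*+ MSC-like cells), the SOX4 targets of its Supplementary Data 4, and the lists of changed genes of C2, C3 and C4 in its Supplementary Data 2 at each age. The tests averaged over both ages were adjusted together as 33 tests, which include those of the paper's own lists. The latter are not reported, since these mice gave the lists, and only their tests at the other age are given. Supplementary Data 2 is held in full for these clusters but shortened from C11 on, and the shortened part of it and of Supplementary Data 4 was not used. The shares of cells, the module and the differentiation score were compared with two-sided exact sign-flip permutation tests over the 4 pairs, for which 0.13 is the smallest possible p. Correlations across cell types have permutation p-values from 100000 resamples. For the score, cells were thinned to 2000 UMIs.

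Mice of the same age and replicate number form pairs, since the paper describes pairs of sisters and used paired tests. The deviations from the group means of each genotype, correlated across genes between the control and the mutant of the same number, gave r of 0.709 at 7 weeks and 0.689 at 13 weeks in OB-like cells (6209 genes), 0.547 and 0.399 in the pooled sums, 0.404 and 0.226 in endothelial-like cells and 0.450 and 0.221 in *Lepr*+ MSC-like cells. Between the ages, mice of the same genotype and number gave 0.169 to 0.403 in controls and 0.110 to 0.458 in mutants, so the replicate number also follows a difference shared by the libraries, as the depth does. A fit with the pair as a block leaves 2 residual degrees of freedom and is given where it changes a call.

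The test was run on simulated data, with counts drawn from the real means and library sizes and 200 genes changed. Averaged over both ages, it recovered 84.3 and 96.7% of genes changed by 1 and 2 on the log2 scale in OB-like cells (14331 genes, 13 false among 191 calls), 70.9 and 97.9% in *Lepr*+ MSC-like cells (11292 genes, 12 false among 177), 23.6 and 89.5% in *Sca1*+ MSC-like cells (4945 genes, 14 false among 112), and 73.6 and 100% in the pooled sums (12734 genes, 14 false among 182). At 7 weeks alone the values for a change of 1 were 62.0, 30.1, 1.12 and 45.3% in the same order. The depth of the smaller types, and the number of mice at a single age, therefore limit which changes could be called.

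The samples, the tests, the marker lists, the gene sets and the alternatives were fixed before the data were examined, apart from the choices named above and the added alternatives named in the closing part on processing. The genes named in the text are every gene that the paper names for its scRNA-seq results and, in *Sca1*+ MSC-like, pooled, OB-like and endothelial-like cells, the 10 genes with the largest log2 fold change among those called and changed the same way in all 4 pairs. A single one of the interferon genes is not reported here by itself. Other genes named were chosen after their values were seen, and the text says so. Which genes neighbour each other was read from the RefSeq gene table of GRCm38.p6, which need not be the authors' build, so that no coordinates are given. Sums of UMIs can hold RNA of other cells that was free in the suspension, and counts at the 3′ end can include transcripts of a recombined allele.

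The alternatives were DESeq2, the size factors of DESeq2 in the edgeR fit, no filter on low counts, each mouse left out in turn, the pair as a block, only the mice of 1 age in the fit, a smallest log2 fold change of 0.25, doublets kept, a mitochondrial limit of 5%, clustering without integration, clustering without the genes that the paper lists as changed, finer clustering (resolution 1.5), at least 30 cells per mouse, and cells thinned to the same median UMI count per mouse. Shares were also taken of all kept cells and tested unpaired. The gene sets were also tested with camera with a preset (0.01) and an estimated correlation. Further alternatives for the similarity between ages, the module and the score are given with their results. The paper's gene ontology, regulon (SCENIC), Slingshot and RNA velocity analyses were not repeated here, since they need tools, databases or spliced counts that were not used here.

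The versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and Seurat 5.3.0.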

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

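The tests of free RNA as a source of *Pfdn5* and its neighbours, of a regulatory change around *Lyrm4*, of sequencing depth, of counting error, of a state of a single mouse, of a variance estimate with 1 residual degree of freedom and of a few cells rich in *Olfr655* were tests chosen only after the result had been seen. For each of 88 sets of 4 control or 4 mutant values, the gap of the highest or lowest mouse to its nearest neighbour was set against the whole range. In 6 of them the gap was larger than the 95% critical value, where chance gives 4.40, so that a pattern of such gaps by itself says little.

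*Pfdn5*, *Myg1* and *Aaas* were higher in mutant OB-like cells (log2 fold changes 1.04, 0.65 and 1.25, adjusted p = 0.00990, 0.0126 and 0.000882, each in 4 of 4 pairs), and *Pfdn5* also in all 4 pairs in erythroid-like cells (0.63, SE 0.102, adjusted p = 1.00, so not past the correction). With 1 mouse left out, the calls of *Pfdn5* and *Aaas* in OB-like cells were kept in 8 of 8 fits, and that of *Myg1* was lost without the replicate 2 mutant of 7 weeks (0.61) or the replicate 1 control (0.60) or mutant (0.67) of 13 weeks. The paper's Supplementary Data 2 lists *Pfdn5*, and the paper does not discuss these genes, which were chosen after their values were seen. In the RefSeq order of genes on chromosome 15, *Espl1*, *Pfdn5*, *Myg1* and *Aaas* lie side by side next to *Sp7*, the gene whose promoter drives the OsxCre transgene. In OB-like cells their mutant levels were 1.90, 1.93, 1.46 and 2.23 times those of controls, while *Sp7* itself was at 0.863, *Sp1* on its other side at 0.926, and *Mfsd5* and *Rarg* beyond *Espl1* at 0.966 and 0.984. Extra copies of these genes, carried in every mutant cell with the Cre transgene, would raise them also in haematopoietic cells. In erythroid-like cells *Pfdn5* (0.63) and *Myg1* (0.50) were higher in all 4 pairs, as this explanation needs (SE 0.102 and 0.0994). *Espl1* was not (-0.0894, SE 0.145, higher in 1 of 4), and *Aaas* rose there by 0.36 (SE 0.103), less than in OB-like cells, which argues against extra copies as the whole of the change of these 2 genes. Free RNA from osteoblasts is argued against by *Bglap*, which was at 2.35% of its OB-like level in endothelial-like cells, whereas *Pfdn5* there was at 99.7% of its own. A hypothesis that stays open is that the transgene brings copies of *Pfdn5* and *Myg1* with it, and an effect of SOXC loss stays open as untested, since all mutants and no control carry the transgene.

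*Lyrm4* had a log2 fold change of 3.13 in OB-like cells (SE 0.291, adjusted p = 0.00117), from 465 UMIs in controls and 4885 in mutants, higher in all 4 pairs. Its neighbour on chromosome 13, *Fars2*, rose by 0.71 (adjusted p = 0.0332, 4 of 4 pairs), a call that was lost in 6 of 8 fits with 1 mouse left out and held without the replicate 2 control or the replicate 1 mutant of 7 weeks, with log2 fold changes between 0.58 and 0.82 over the 8. The paper's Supplementary Data 2 lists *Lyrm4*, and the paper does not discuss it. *Lyrm4* is among the genes of the fixed rule in OB-like cells, and *Fars2* was chosen after its values were seen. *Lyrm4* was also higher in *Lepr*+ OP-like (1.88), preOB-like (2.33), hypertrophic GPC-like (1.88) and GPC-like cells (1.57), with calls in the first pair of these (adjusted p = 0.00359 and 0.00693) and not in the others (0.109 and 0.625), of which hypertrophic GPC-like cells had a call with the pair as a block (adjusted p = 0.000122). A difference carried in every mutant cell is argued against by erythroid-like cells, where *Lyrm4* changed by -0.23 (SE 0.220) and was higher in 0 of 4 pairs. A regulatory change of the region, active in osteoblast-lineage cells, may explain part of the pattern, since *Nrn1*, on the far side of *Fars2*, was also higher in OB-like cells, 3.61 times the control level from 23 and 83 UMIs and in 4 of 4 pairs. A limit to that lineage is not shown, since in endothelial-like cells *Lyrm4* was also higher in 4 of 4 pairs, 1.41 times the control level from 41 and 62 UMIs. Insertion of the transgene near these genes and an effect of SOXC loss on them both remain open and were not tested.

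In the replicate 2 mutant of 13 weeks the median mitochondrial share of kept cells was 3.23%, compared with 4.16% in the nearest other mutant, a gap of 0.938 of the range. Shallower sequencing of the replicate 2 libraries is argued against by the other shallow mutant library, of 7 weeks, which had 4.20%. The other mutant of 13 weeks shares its genotype and age, and neither the handling of single samples nor a biological explanation was tested.

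The interferon genes were highest in the replicate 1 control of 13 weeks. Their mean log2(CPM + 1) was 8.67 in *Lepr*+ MSC-like cells of this mouse, compared with 7.07 in the next control (a gap of 0.882 of the range), and 3.84 compared with 3.04 in erythroid-like cells (a gap of 0.894). Deeper sequencing of the replicate 1 libraries is argued against by the other deep control library, of 7 weeks, which had 6.86 in *Lepr*+ MSC-like cells. A state of the whole mouse, such as an infection or inflammation, is consistent with the same mouse being the highest of 8 in 12 of 13 sums, 1 of which pools *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells, with granulocyte or monocyte-like cells as the exception. Age is shared with the other control of 13 weeks and does not set this mouse apart.

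*Sox4* stood apart in single control mice of 7 weeks in 3 cell types. In preOB-like cells the replicate 2 control had 241.6 CPM, compared with 278 in the nearest control (a gap of 0.922 of the range). Shallower sequencing is argued against by the other shallow control library, which had 278. In GPC-like cells the replicate 1 control had 14.7 CPM, compared with 8.10 (0.842 of the range), while the other deep control library had 6.86, which argues against depth. In GP-derived OB-like cells the replicate 1 control had 185 CPM, compared with 122 (0.852 of the range), and the other deep control library had 111, which again argues against depth. Counting error remains a possible explanation in the last of these, since the nearest mouse had 7 *Sox4* UMIs and an exact Poisson interval of 49.2 to 252 CPM, which covers counting error alone, against 141 to 238 from 60 UMIs. No biological explanation was tested for these gaps.

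In proliferating preOB-like cells edgeR called 15 genes whose change in mutants differed between the ages, 8 with a higher value at 13 weeks (*Col3a1*, *Fmod*, *Tnn*, *Dkk3*, *Ccl2*, *Aspn*, *Tgfbi* and *Ly6a*) and 7 with a lower one (*Rgs5*, *Ccn5*, *Gucy1b1*, *Isg15*, *Tmem86a*, *Iigp1* and *Acta2*). The smallest p-values were those of *Tnn* (log2 difference 5.94, SE 0.926) and *Col3a1* (5.29, SE 0.841, adjusted p = 1.22e-06). These genes were chosen after their values were seen. The fit has 5 mice and 1 residual degree of freedom. Of its 4 groups only the controls of 13 weeks hold 2 mice, so that the difference rests on single mice in the other 3, and no mouse can be left out. A variance estimated from so little could produce such calls, since DESeq2 on the same sums called 0 (33 genes at an unadjusted p under 0.05). Without integration, and with thinned cells, edgeR called 5, all higher at 13 weeks, and without a filter on low counts 16. *Rgs5* and *Acta2* are pericyte markers, and *Ly6a*, *Col3a1* and *Aspn* mark or lead the *Sca1*+ MSC-like cells, so a cluster that holds different cells in different mice stays open and was not tested. A difference between the ages likewise remains open.

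In hypertrophic GPC-like cells 1 gene, *Olfr655*, an olfactory receptor gene chosen after its value was seen, differed between the ages in its change in mutants (log2 difference -6.73, SE 0.886, edgeR, adjusted p = 0.0451). DESeq2 also called it, and the call was lost with doublets kept, a mitochondrial limit of 5%, finer clusters and thinned cells. It was lost as well without either control of 7 weeks or either mutant of 13 weeks, and its adjusted p with 1 mouse left out ran from 0.000144 to 0.989. Without the replicate 1 mutant of 7 weeks, which had the most UMIs of this gene, 9 genes were called. A few cells that hold most of its UMIs may explain the call, since in the mouse with the most of them 1 cell held 51.9% of the UMIs, and no mouse had more than 11 cells with a UMI. Such cells can still be real, and no biological explanation was tested.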

How the results depend on the processing

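The alternatives that added the clusters with few UMIs to their class, took shares of the 11 named types, and scored *Sca1*+ MSC-like and endothelial-like cells were tests chosen only after the results had been seen, and the other alternatives were chosen earlier. Values other than those of single genes were computed 1338 times under an alternative, and 1017 of these kept their direction and their side of the threshold or, for counts, stayed within 1.5 times.

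For the named genes in the 5 osteogenic cell types (*Sca1*+ MSC-like, *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like) there were 7892 such values over both ages, of which 7009 were the same, 252 lost a call, 273 gained one, 357 had no call and moved, and 1 reversed. The 1 that reversed is *Igf1* in preOB-like cells, with a log2 fold change of 1.88 in clusters made without integration, compared with -0.62 (adjusted p = 0.645) otherwise, and the cause was not tested. Of 528 gene set values 22 lost a call, 40 gained one and 17 had the other direction, none of these with a call in it. Among the named genes the pair as a block took no call away, and the calls that it added to values in the text are given beside them.

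With edgeR the counts of called genes over both ages were 8 in *Sca1*+ MSC-like cells, 23 in *Lepr*+ MSC-like cells, 76 in *Lepr*+ OP-like cells, 59 in preOB-like cells, 54 in proliferating preOB-like cells, 193 in OB-like cells, 0 (49 genes at an unadjusted p under 0.05, 0 called by DESeq2) in GP-derived OB-like cells, 0 (397 genes at an unadjusted p under 0.05, 3 called by DESeq2) in hypertrophic GPC-like cells, 0 (213 genes at an unadjusted p under 0.05, 4 called by DESeq2) in GPC-like cells, 1 in pericyte-like cells, 0 (285 genes at an unadjusted p under 0.05, 0 called by DESeq2) in endothelial-like cells and 59 in the pooled sums. At 7 weeks they were 0 (280 genes at an unadjusted p under 0.05, 0 called by DESeq2) in *Sca1*+ MSC-like cells, 0 (371 genes at an unadjusted p under 0.05, 12 called by DESeq2) in *Lepr*+ MSC-like cells, 18 in *Lepr*+ OP-like cells, 6 in preOB-like cells and 22 in OB-like cells, and at 13 weeks 2 in *Sca1*+ MSC-like cells, 2 in *Lepr*+ MSC-like cells, 12 in *Lepr*+ OP-like cells, 10 in preOB-like cells and 40 in OB-like cells. For the difference between ages they were 0 (178 genes at an unadjusted p under 0.05, 1 called by DESeq2) in *Sca1*+ MSC-like cells, 0 (154 genes at an unadjusted p under 0.05, 0 called by DESeq2) in *Lepr*+ MSC-like cells, 0 (198 genes at an unadjusted p under 0.05, 0 called by DESeq2) in *Lepr*+ OP-like cells, 0 (286 genes at an unadjusted p under 0.05, 0 called by DESeq2) in preOB-like cells, 0 (174 genes at an unadjusted p under 0.05, 0 called by DESeq2) in OB-like cells, 15 in proliferating preOB-like cells and 1 in hypertrophic GPC-like cells. A total of 9 genes were called the same way in all of *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells, 40 in at least 2 of them, and 29 SOX4 targets were called lower in any of them.

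DESeq2 in place of edgeR gave 68 genes in *Sca1*+ MSC-like cells, 1 in proliferating preOB-like cells, 363 in OB-like cells, 3 in hypertrophic GPC-like cells, 4 in GPC-like cells, 3 in pericyte-like cells and 110 in the pooled sums over both ages. The counts were 12 in *Lepr*+ MSC-like cells, 13 in preOB-like cells and 97 in OB-like cells at 7 weeks, 43 in *Sca1*+ MSC-like cells, 11 in *Lepr*+ MSC-like cells, 24 in *Lepr*+ OP-like cells, 23 in preOB-like cells and 120 in OB-like cells at 13 weeks, and 1 in *Sca1*+ MSC-like cells and 0 (33 genes at an unadjusted p under 0.05) in proliferating preOB-like cells for the difference between ages. In all of *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells 15 genes were called. What sets the tools apart was not tested.

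Without a filter on low counts, edgeR called 288 genes in *Sca1*+ MSC-like cells, 204 in *Lepr*+ MSC-like cells, 252 in *Lepr*+ OP-like cells, 248 in preOB-like cells, 775 in OB-like cells, 8 in GP-derived OB-like cells, 65 in hypertrophic GPC-like cells, 44 in GPC-like cells, 84 in pericyte-like cells, 33 in endothelial-like cells and 386 in the pooled sums over both ages. The counts were 79 in *Sca1*+ MSC-like cells, 64 in *Lepr*+ MSC-like cells, 93 in *Lepr*+ OP-like cells, 135 in preOB-like cells and 286 in OB-like cells at 7 weeks, 272 in *Sca1*+ MSC-like cells, 121 in *Lepr*+ MSC-like cells, 86 in *Lepr*+ OP-like cells, 129 in preOB-like cells and 353 in OB-like cells at 13 weeks, and 31 in *Sca1*+ MSC-like cells, 12 in *Lepr*+ MSC-like cells, 2 in *Lepr*+ OP-like cells, 15 in preOB-like cells, 25 in OB-like cells and 24 in hypertrophic GPC-like cells for the difference between ages. In all of *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells 52 genes were called, 168 in at least 2 of them and 57 SOX4 targets were lower in any of them. More genes enter these fits, and why more of them were called was not tested.

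With the pair as a block, edgeR called 61 genes in *Sca1*+ MSC-like cells, 114 in *Lepr*+ MSC-like cells, 389 in *Lepr*+ OP-like cells, 292 in preOB-like cells, 1381 in OB-like cells, 2 in hypertrophic GPC-like cells, 6 in pericyte-like cells, 1 in endothelial-like cells and 368 in the pooled sums over both ages. The counts were 21 in *Lepr*+ MSC-like cells, 127 in *Lepr*+ OP-like cells, 137 in preOB-like cells and 362 in OB-like cells at 7 weeks, 50 in *Sca1*+ MSC-like cells, 21 in *Lepr*+ MSC-like cells, 139 in *Lepr*+ OP-like cells, 121 in preOB-like cells and 484 in OB-like cells at 13 weeks, and 1 in *Lepr*+ OP-like cells, 9 in preOB-like cells and 6 in OB-like cells for the difference between ages. In all of *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells 46 genes were called, 196 in at least 2 of them and 73 SOX4 targets were lower in any of them. This fit leaves 2 residual degrees of freedom. The block takes out the difference shared by the mice of a pair, and whether that explains the larger counts was not tested.

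With at least 30 cells per mouse, edgeR called 0 (505 genes at an unadjusted p under 0.05) in *Sca1*+ MSC-like cells and 3 in GP-derived OB-like cells over both ages. With doublets kept, edgeR called 40 genes in *Sca1*+ MSC-like cells, 2 in hypertrophic GPC-like cells, 3 in pericyte-like cells and 33 in the pooled sums over both ages. The counts were 16 in *Sca1*+ MSC-like cells and 0 (635 genes at an unadjusted p under 0.05) in *Lepr*+ MSC-like cells at 13 weeks, and 0 (250 genes at an unadjusted p under 0.05) in hypertrophic GPC-like cells for the difference between ages. The log2 difference of the share of pericyte-like cells was -0.97 with doublets kept, compared with -0.67, and 8322 cells were kept per control mouse. A mitochondrial limit of 5% gave edgeR counts of 3 in *Sca1*+ MSC-like cells and 30 in the pooled sums over both ages. The counts were 2 in *Lepr*+ MSC-like cells at 7 weeks, 1 in *Sca1*+ MSC-like cells and 1 in *Lepr*+ MSC-like cells at 13 weeks, and 0 (251 genes at an unadjusted p under 0.05) in hypertrophic GPC-like cells for the difference between ages. It kept 5222 cells per control and 5222 per mutant mouse. Fewer or more cells per mouse follow from these choices, and the cause of the other changes was not tested.

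In clusters made without integration there were 27 genes in *Sca1*+ MSC-like cells, 31 in preOB-like cells, 32 in proliferating preOB-like cells and 2 in pericyte-like cells over both ages. The counts were 2 in *Lepr*+ MSC-like cells and 15 in preOB-like cells at 7 weeks, 5 in *Lepr*+ MSC-like cells and 28 in preOB-like cells at 13 weeks, and 6 in preOB-like cells and 5 in proliferating preOB-like cells for the difference between ages. In all of *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells 3 genes were called and 22 in at least 2 of them. The share of preOB-like cells then differed by -0.98 on the log2 scale, compared with 0.06. In clusters made without the genes the paper lists as changed there were 49 genes in *Sca1*+ MSC-like cells and 4 in GP-derived OB-like cells over both ages. The counts were 1 in *Lepr*+ MSC-like cells and 11 in *Lepr*+ OP-like cells at 7 weeks, and 7 in *Lepr*+ OP-like cells at 13 weeks. Finer clusters gave edgeR counts of 1 in hypertrophic GPC-like cells over both ages. The counts were 1 in *Lepr*+ MSC-like cells at 7 weeks, and 0 (198 genes at an unadjusted p under 0.05) in hypertrophic GPC-like cells for the difference between ages. The clusters with few UMIs, added to their class, gave edgeR counts of 1 in *Lepr*+ MSC-like cells at 7 weeks, and 0 (605 genes at an unadjusted p under 0.05) in *Lepr*+ MSC-like cells at 13 weeks. For these clusterings the cause was not tested.

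Cells thinned to the same median UMI count per mouse gave 22 genes in *Sca1*+ MSC-like cells and 14 in proliferating preOB-like cells over both ages. The counts were 1 in *Lepr*+ MSC-like cells at 7 weeks, and 5 in proliferating preOB-like cells and 0 (275 genes at an unadjusted p under 0.05) in hypertrophic GPC-like cells for the difference between ages. A fit to only the mice of that age called 18 genes in *Sca1*+ MSC-like cells, 15 in preOB-like cells and 2 in OB-like cells at 7 weeks, and 1 in *Sca1*+ MSC-like cells, 5 in *Lepr*+ MSC-like cells and 30 in *Lepr*+ OP-like cells at 13 weeks. With the size factors of DESeq2 in the edgeR fit, 1 higher and 2 lower genes were called in *Sca1*+ MSC-like cells at 13 weeks, compared with 1 and 1. Here too the cause was not tested.

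The bone genes named as lower and the SOX4 targets remained called as sets in *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like cells under both kinds of camera, the block and each mouse left out, with adjusted p up to 0.0307 and 0.0376. The bone genes named as higher did so in *Lepr*+ MSC-like, *Lepr*+ OP-like and OB-like cells (up to 0.0417). In preOB-like cells (adjusted p = 0.0171) they lost the call in 4 of 8 fits that left out 1 mouse, and the alternatives ranged from 1.88e-10 to 0.0771. The SOX4 targets in *Sca1*+ MSC-like cells (adjusted p = 0.0480) were not called with camera's estimated correlation (0.0802), the block (0.0580) or 7 of 8 mice left out, within a range of 5.07e-08 to 0.153. Camera with its preset correlation assumes the same small correlation in every set. Why the calls differ was not tested further.

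With camera's preset correlation the interferon set was called where fry did not call it. The adjusted p of fry, that of camera and the highest over the alternatives were 0.0562, 5.42e-09 and 0.159 in *Sca1*+ MSC-like cells over both ages, 0.239, 1.69e-09 and 0.423 in *Lepr*+ MSC-like cells over both ages, 0.262, 0.000290 and 0.456 in *Lepr*+ OP-like cells over both ages, 0.370, 0.0211 and 0.769 in preOB-like cells over both ages, 0.289, 0.00286 and 0.658 in OB-like cells over both ages. At 7 weeks they were 0.551, 7.96e-06 and 0.850 in *Sca1*+ MSC-like cells, 0.817, 0.0149 and 0.958 in *Lepr*+ MSC-like cells and 0.789, 0.0423 and 0.930 in preOB-like cells. At 13 weeks the 3 values were 0.551, 1.92e-06 and 0.850 in *Sca1*+ MSC-like cells, 0.551, 2.68e-11 and 0.910 in *Lepr*+ MSC-like cells, 0.551, 9.11e-09 and 0.850 in *Lepr*+ OP-like cells and 0.551, 4.18e-05 and 0.910 in OB-like cells. For the difference between ages they were 0.789, 2.30e-05 and 0.927 in *Lepr*+ MSC-like cells, 0.551, 7.40e-08 and 0.850 in *Lepr*+ OP-like cells and 0.789, 0.000197 and 0.910 in OB-like cells. In each of these camera gave the lowest value. The matrix genes in *Sca1*+ MSC-like cells had 0.222 with fry and 5.76e-05 with this camera, up to 0.421 among the alternatives. The interferon set in *Lepr*+ OP-like cells at 7 weeks, with a median near 0, had an adjusted p of 0.981 and of 0.994 in the other direction with the block, within 0.784 to 0.996. As to the cause, none was tested.

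The paper's lists for C2, C3 and C4, tested at the other age, changed calls as follows. The C2 genes higher at 13 weeks had 0.0577 with fry and 6.87e-19 with camera's preset correlation and 0.0329 with its estimated correlation (range 6.87e-19 to 0.175). The C2 genes lower at 13 weeks had 0.0666 with fry and 1.59e-21 with camera's preset correlation and 0.0307 with its estimated correlation (range 1.59e-21 to 0.252). The C2 genes lower at 7 weeks had 0.00839 with fry and 0.0650 with the block (range 7.82e-30 to 0.0650). The C3 genes higher at 13 weeks had 0.00839 with fry and 0.0650 with the block (range 7.51e-27 to 0.0650). The C3 genes lower at 13 weeks had 0.00387 with fry and 0.0646 with the block (range 3.38e-29 to 0.0646). The C3 genes higher at 7 weeks had 0.0587 with fry and 2.51e-16 with camera's preset correlation (range 2.51e-16 to 0.199). The C3 genes lower at 7 weeks had 0.0191 with fry and 0.0904 with the block (range 2.85e-29 to 0.0904). The C4 genes higher at 13 weeks had 0.0502 with fry and 2.06e-15 with camera's preset correlation and 0.0307 with its estimated correlation (range 2.06e-15 to 0.127). The C4 genes lower at 13 weeks had 0.443 with fry and 4.07e-05 with camera's preset correlation (range 4.07e-05 to 0.940). The C4 genes higher at 7 weeks had 0.103 with fry and 3.48e-05 with camera's preset correlation (range 3.48e-05 to 0.300). The C4 genes lower at 7 weeks had 0.0577 with fry and 3.24e-26 with camera's preset correlation, 0.0394 with its estimated correlation and 0.0325 with the block (range 3.24e-26 to 0.190). Beyond the fewer degrees of freedom of the block, the cause was not tested.

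The R² of the changes at 7 and 13 weeks, 0.618, 0.622 and 0.490 in *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells over the paper's changed genes, was 0.0790, 0.122 and 0.0810 over all tested genes, most of which need not differ between genotypes. Over genes called at either age it was 0.808 in *Lepr*+ OP-like (25 genes) and 0.424 in preOB-like cells (13 genes). It was not computed in *Lepr*+ MSC-like cells, where 2 genes passed. It lay between 0.334 and 0.666, 0.466 and 0.642, and 0.269 and 0.607 with 1 mouse left out. The correlation r of the module with the *Sox4* level across cell types, -0.466, was -0.713 and called with log-normalised levels per cell, where the module is a difference of levels and no longer a percent of control. The difference of the differentiation score, 0.0205, 0.0304 and 0.0666 in the same types, was -0.000679, -0.00427 and -0.00198 for diffusion pseudotime, which is on another scale. The cause was not tested.

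With each mouse left out in turn, 1 group keeps a single mouse at that age, which is assumed to vary like the mice of the other groups. The counts called by edgeR over both ages then ran from 0 to 279 in *Sca1*+ MSC-like cells, 8 to 21 in *Lepr*+ MSC-like cells, 29 to 67 in preOB-like cells, 69 to 165 in OB-like cells, 0 to 3 in GP-derived OB-like cells, 0 to 9 in hypertrophic GPC-like cells, 0 to 1 in GPC-like cells, 1 to 15 in pericyte-like cells, 0 to 3 in endothelial-like cells and 11 to 51 in the pooled sums. Those of *Lepr*+ OP-like cells stayed within 1.5 times (51 to 81). At 7 weeks they ran from 0 to 4 in *Lepr*+ MSC-like cells, 3 to 24 in *Lepr*+ OP-like cells, 0 to 11 in preOB-like cells and 0 to 28 in OB-like cells, at 13 weeks from 2 to 220 in *Sca1*+ MSC-like cells, 0 to 23 in *Lepr*+ MSC-like cells, 0 to 27 in *Lepr*+ OP-like cells, 3 to 18 in preOB-like cells and 0 to 51 in OB-like cells, and for the difference between ages from 0 to 7 in *Sca1*+ MSC-like cells, 0 to 1 in *Lepr*+ MSC-like cells, 0 to 1 in preOB-like cells and 0 to 9 in hypertrophic GPC-like cells. The 279 and 220 of *Sca1*+ MSC-like cells came without the replicate 2 control of 13 weeks, and the lowest counts of OB-like and preOB-like cells over both ages without the replicate 1 mutant of 13 weeks. Where a count fell to 0, genes at an unadjusted p under 0.05 numbered 505 in *Sca1*+ MSC-like cells without the replicate 2 control of 7 weeks, and at 13 weeks 359 in *Lepr*+ MSC-like and 869 in OB-like cells without the replicate 1 control of that age and 659 in *Lepr*+ OP-like cells without the replicate 2 mutant. At 7 weeks they numbered 481 in preOB-like and 640 in OB-like cells, without the replicate 1 and the replicate 2 mutant of that age. For the difference between ages they numbered 456 in hypertrophic GPC-like cells without the replicate 1 control of 7 weeks. DESeq2 was run with all mice and under the main settings only. In all of *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells 4 to 7 genes were called, 22 to 35 in at least 2 of them, and 15 to 29 SOX4 targets were lower in any of them. Each of these fits has 1 mouse fewer, and why single mice moved a count was not tested.

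For gene sets with each mouse left out, the adjusted p of fry ran from 0.0479 to 0.882 in *Sca1*+ MSC-like cells and 0.0184 to 0.0771 in preOB-like cells for the bone genes named as higher, from 0.0131 to 0.421 in *Sca1*+ MSC-like cells for the matrix genes, and from 0.0183 to 0.153 in *Sca1*+ MSC-like cells for the SOX4 targets. For the interferon set it ran from 0.0115 to 0.159 in *Sca1*+ MSC-like cells, 0.0115 to 0.423 in *Lepr*+ MSC-like cells, 0.0115 to 0.456 in *Lepr*+ OP-like cells and 0.0491 to 0.658 in OB-like cells over both ages, 0.784 to 0.996 in *Lepr*+ OP-like cells, 0.544 to 0.930 in preOB-like cells and 0.736 to 0.995 in OB-like cells at 7 weeks, 0.0304 to 0.850 in *Sca1*+ MSC-like cells, 0.0255 to 0.910 in *Lepr*+ MSC-like cells, 0.0255 to 0.850 in *Lepr*+ OP-like cells and 0.434 to 0.996 in preOB-like cells at 13 weeks, and 0.304 to 0.991 in *Sca1*+ MSC-like cells, 0.0545 to 0.927 in *Lepr*+ MSC-like cells, 0.0255 to 0.850 in *Lepr*+ OP-like cells, 0.694 to 0.973 in preOB-like cells and 0.139 to 0.910 in OB-like cells between ages. The lowest of these values in *Sca1*+ MSC-like, *Lepr*+ MSC-like, *Lepr*+ OP-like and OB-like cells, apart from *Lepr*+ OP-like cells at 7 weeks, came without the replicate 2 control of 13 weeks, without which the replicate 1 control, the mouse with the highest interferon genes, is the sole control of that age. The paper's lists at the other age ran from 0.0184 to 0.0893 for the C3 genes lower at 7 weeks, 0.0142 to 0.0533 for the C3 genes higher at 13 weeks, 0.252 to 0.940 for the C4 genes lower at 13 weeks and 0.0213 to 0.127 for the C4 genes higher at 13 weeks.

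The log2 differences of the cell shares, tested by exact sign-flip over the 4 pairs, never reached 0.05, since 0.13 is the smallest p this design allows, and so say nothing about stability by their p. No value was obtained for *Lepr*+ OP-like and proliferating preOB-like cells with doublets kept, for *Lepr*+ OP-like, preOB-like, proliferating preOB-like and GP-derived OB-like cells with the mitochondrial limit of 5%, for preOB-like, proliferating preOB-like and hypertrophic GPC-like cells in clusters made without the paper's changed genes, or for proliferating preOB-like cells in finer clusters, since no cluster took the name or too few mice had enough cells. Proliferating preOB-like cells also could not be tested with a block, with a mouse left out or with at least 30 cells per mouse. Depth limits what can be called in *Sca1*+ MSC-like, pericyte-like and GP-derived OB-like cells, in which 5462, 7189 and 2123 genes passed the filter on low counts, compared with 14542 in OB-like cells.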

Differences from the paper's values

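The comparison of the scales of the log2 fold changes over the genes of the paper's lists was a test chosen only after the result had been seen, and the alternatives named were all set before the data were examined. A value is said to reach the paper's where it lies within 1.5 times of it or within the larger error. For counts of changed genes this is a match in number alone, which does not show that the same genes were called. For pericytes (C10), the mutant share in the paper's source data is the paper's 38.2% of the control share, and here it was 61.1% in pericyte-like cells. It was 53.5% with doublets kept, which reaches the paper's value, and none of the other alternatives did (up to 67.8%, 11 alternatives in all).

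The paper counted changed genes at 7 weeks from tests of single cells, and the counts here come from edgeR's test of mice. In C1 the paper's count is 79 and 0 (280 genes at an unadjusted p under 0.05, 0 called by DESeq2) genes were called in *Sca1*+ MSC-like cells, and the paper's count is reached with no filter on low counts (79) (0 to 79 over 22 alternatives). In C2 the paper's count is 98 and 0 (371 genes at an unadjusted p under 0.05, 12 called by DESeq2) genes were called in *Lepr*+ MSC-like cells, and no alternative reaches the paper's count (0 to 64 over 22 alternatives). In C3 the paper's count is 114 and 18 genes were called in *Lepr*+ OP-like cells, and the paper's count is reached with no filter on low counts (93) and the pair as a block (127) (3 to 127 over 20 alternatives). In C4 the paper's count is 140 and 6 genes were called in preOB-like cells, and the paper's count is reached with no filter on low counts (135) and the pair as a block (137) (0 to 137 over 20 alternatives). In C6 the paper's count is 53 and 22 genes were called in OB-like cells, and no alternative reaches the paper's count (0 to 362 over 22 alternatives). In C7 the paper's count is 95 and 0 (24 genes at an unadjusted p under 0.05, 0 called by DESeq2) genes were called in GP-derived OB-like cells, and no alternative reaches the paper's count (0 to 3 over 21 alternatives). In C8 the paper's count is 27 and 0 (420 genes at an unadjusted p under 0.05, 1 called by DESeq2) genes were called in hypertrophic GPC-like cells, and the paper's count is reached with the replicate 1 mutant of 7 weeks left out (40) (0 to 70 over 21 alternatives). In C9 the paper's count is 13 and 0 (188 genes at an unadjusted p under 0.05, 0 called by DESeq2) genes were called in GPC-like cells, and no alternative reaches the paper's count (0 to 44 over 22 alternatives). In C10 the paper's count is 8 and 0 (231 genes at an unadjusted p under 0.05, 0 called by DESeq2) genes were called in pericyte-like cells, and the paper's count is reached with no filter on low counts (7) and the replicate 2 control of 7 weeks left out (12) (0 to 12 over 22 alternatives).

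At 13 weeks the paper's tests of cells and the tests of mice here compare as follows. In C1 the paper's count is 241 and 2 genes were called in *Sca1*+ MSC-like cells, and the paper's count is reached with no filter on low counts (272) and the replicate 2 control of 13 weeks left out (220) (1 to 272 over 22 alternatives). In C2 the paper's count is 174 and 2 genes were called in *Lepr*+ MSC-like cells, and the paper's count is reached with no filter on low counts (121) (0 to 121 over 22 alternatives). In C3 the paper's count is 83 and 12 genes were called in *Lepr*+ OP-like cells, and the paper's count is reached with no filter on low counts (86) (0 to 139 over 20 alternatives). In C4 the paper's count is 150 and 10 genes were called in preOB-like cells, and the paper's count is reached with no filter on low counts (129) and the pair as a block (121) (3 to 129 over 20 alternatives). In C5 the paper's count is 0 and 78 genes were called in proliferating preOB-like cells, and no alternative reaches the paper's count (2 to 78 over 10 alternatives). In C6 the paper's count is 97 and 40 genes were called in OB-like cells, and the paper's count is reached with DESeq2 (120) (0 to 484 over 22 alternatives). In C7 the paper's count is 25 and 0 (57 genes at an unadjusted p under 0.05, 0 called by DESeq2) genes were called in GP-derived OB-like cells, and no alternative reaches the paper's count (0 to 5 over 21 alternatives). In C8 the paper's count is 52 and 0 (212 genes at an unadjusted p under 0.05, 1 called by DESeq2) genes were called in hypertrophic GPC-like cells, and no alternative reaches the paper's count (0 to 23 over 21 alternatives). In C9 the paper's count is 41 and 0 (143 genes at an unadjusted p under 0.05, 2 called by DESeq2) genes were called in GPC-like cells, and the paper's count is reached with no filter on low counts (34) (0 to 34 over 22 alternatives). In C10 the paper's count is 7 and 3 genes were called in pericyte-like cells, and the paper's count is reached with the replicate 2 mutant of 7 weeks left out (7), the replicate 2 control of 13 weeks left out (8), the replicate 1 mutant of 13 weeks left out (8), a mitochondrial limit of 5% (7) and thinned cells (6) (0 to 94 over 22 alternatives).

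The R² of the module of lower bone genes and the *Sox4* level is the paper's about 0.45 in Fig. 5f, read by eye, and was 0.218 here over all types. Of the 2 alternatives, the mean of log-normalised levels per cell (0.508) reaches it with another outcome measure, a difference of levels in place of a percent of control, and leaving out *Sca1*+ MSC-like cells (0.222) does not, although the paper's panel leaves C1 out. The module itself is the paper's about 130% of control in C1 in Fig. 5f, read by eye, and was 79.7% in *Sca1*+ MSC-like cells, with an SD of 40.5% over pairs. For C5 the paper's value is about 69% in Fig. 5f, read by eye, against 44.9% in proliferating preOB-like cells, and for C11 about 59% in Fig. 5f, read by eye, against 93.7% in endothelial-like cells. No alternative was set for these percentages. The paper's module is a score per cell over the lower genes of C2 to C4 that match bone-related gene ontology terms. The one here is a sum of CPM over only the bone genes that its text names as lower. The genes and the scales therefore differ, and these values are not like for like.

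Of the SOX4 targets, the paper's 27% are downregulated, and 13.0% were called lower here in *Lepr*+ MSC-like, *Lepr*+ OP-like or preOB-like cells. Without a filter on low counts it was 25.6% and with the pair as a block 32.7%, which are within 1.5 times of the paper's value, and the other alternatives of 18 were not, down to 6.73%.

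The paper's Supplementary Data 2 gives log2 fold changes between mean levels of cells, and those here come from summed UMIs. Over 1221 values of the genes listed for C1 to C4 and C6, the paper's value over the one here had a median of 0.816 (quartiles 0.514 and 1.17), with 0.434 among the third of values with the lowest level and 1.16 among the third with the highest. It was 0.860 to 1.06 for *Cst3*, 0.427 to 0.766 for *Sox4* and 0.117 to 0.210 for *Lyrm4*, so that no single factor, such as another log base, brings the values together. For *Sox4* at 7 weeks the paper's values are -0.88 in C1, -0.91 in C2, -0.83 in C3, -1.02 in C4 and -0.91 in C6. Those here were -1.61 in *Sca1*+ MSC-like cells, -1.19 in *Lepr*+ MSC-like cells, -1.32 in *Lepr*+ OP-like cells, -1.53 in preOB-like cells and -1.75 in OB-like cells. The paper's value in *Sca1*+ MSC-like cells is reached with the replicate 1 control of 7 weeks left out (-0.99) and the replicate 2 mutant of 7 weeks left out (-1.20), within -1.96 to -0.99 over 21 alternatives. In *Lepr*+ MSC-like cells the main value of -1.19 is already within 1.5 times of the paper's, and the 21 alternatives ran from -1.41 to -0.999. Values closer to the paper's came without the replicate 1 control (-1.09) or the replicate 2 mutant (-0.999) of 7 weeks and with thinned cells (-1.13). In *Lepr*+ OP-like cells the main value of -1.32 is not within 1.5 times of the paper's, and the closest alternative (-1.19) is. In preOB-like cells the main value of -1.53 is itself within 1.5 times of it. No alternative reaches the paper's value in OB-like cells (-1.90 to -1.61). For *Sox4* at 13 weeks the paper's values are -0.92 in C2, -0.92 in C3, -0.54 in C4 and -0.77 in C6. Those here were -1.37 in *Lepr*+ MSC-like cells, -1.51 in *Lepr*+ OP-like cells, -1.27 in preOB-like cells and -1.40 in OB-like cells. In *Lepr*+ MSC-like cells the main value of -1.37 is within 1.5 times of the paper's. In *Lepr*+ OP-like cells the main value is not, and the closest alternative (-1.32) is. No alternative reaches the paper's value in preOB-like and OB-like cells.

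The paper puts the *Sox4* level of C2 first, followed by C1 and C3 to C6, and does not state an order between C1 and the latter. Here endothelial-like cells (379 ± 88.0 TMM-normalised CPM, SD) came second after *Lepr*+ MSC-like cells (406 ± 37.3), apart by less than the SD between mice, and *Lepr*+ OP-like cells (348 ± 29.0) came before *Sca1*+ MSC-like cells (270.0 ± 82.1). The paper places *Sox4* among the most downregulated genes of C1 to C6. Over both ages it was called in 4 of these 6, and under no alternative in *Sca1*+ MSC-like cells (log2 fold change -1.06, adjusted p = 0.200), while in proliferating preOB-like cells (-1.26, adjusted p = 0.283) it was called without integration. The paper names *Spon1* and *Chrdl1* as lower, and in preOB-like cells they changed by 1.02 (adjusted p = 0.155) and 1.68 (0.304). Both were called higher there without a filter on low counts, and *Spon1* also with the pair as a block (adjusted p = 0.000352) and without the replicate 2 mutant of 7 weeks. Of the genes that it names as higher, *Bmp6* changed by -0.21, *Wnt4* by -0.05 and *Gdpd2* by -0.06 in preOB-like cells, and *Wnt4* by -0.38 in OB-like cells. Of the matrix genes that it names as higher in C1, *Ogn* changed by -0.10 and *Aspn* by 0.00 in *Sca1*+ MSC-like cells, and *Ccl2*, named among the interferon genes, by 2.80. The paper states that the interferon genes were affected more at 13 than at 7 weeks. The difference between ages was not called by fry in *Lepr*+ MSC-like (adjusted p = 0.789) or *Lepr*+ OP-like cells (0.551), whereas camera with its preset correlation called both, and fry called it in *Lepr*+ OP-like cells without the replicate 2 control of 13 weeks.

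Of the genes that the paper names as changed, the following were not called over both ages in the cell types given here and were called there, in the paper's direction, under an alternative. Without a filter on low counts they were *Fstl1*, *Sfrp1*, *Ctnnbip1*, *Vegfa*, *Bglap*, *Spp1*, *Mgp*, *Ccn2*, *Ccn5*, *Cxcl10*, *Gbp2* and *Gbp2b* in OB-like cells, *Sfrp2*, *Ptx3*, *Wnt4*, *Spp1*, *Mgp*, *Gdpd2*, *Enpp1*, *Irf7*, *Ccl2*, *Ccl19*, *Cxcl9*, *Cxcl13*, *Isg15* and *Gbp2b* in *Lepr*+ MSC-like cells, *Ptx3*, *Bglap*, *Spp1*, *Ccn2*, *Ccl2*, *Ccl19* and *Gbp2b* in *Lepr*+ OP-like cells, *Ptx3*, *Bglap*, *Spp1*, *Mgp*, *Ccn2*, *Ccn5*, *Enpp1*, *Cxcl9* and *Cxcl10* in preOB-like cells and *Mmp13*, *Bglap*, *Ccn5*, *Irf7*, *Ccl19*, *Cxcl9*, *Isg15*, *Gbp2b*, *Gbp7*, *Cthrc1* and *Ostn* in *Sca1*+ MSC-like cells. With the pair as a block they were *Fstl1*, *Ctnnbip1*, *Ptx3*, *Vegfa*, *Phex*, *Wnt4*, *Bglap*, *Spp1*, *Ccn1*, *Ccn2*, *Gdpd2*, *Ccl2* and *Ccl19* in *Lepr*+ OP-like cells, *Fstl1*, *Ptx3*, *Vegfa*, *Mgp*, *Ccn1*, *Ccn2*, *Ccn5*, *Enpp1* and *Cxcl10* in preOB-like cells, *Fstl1*, *Sfrp1*, *Ctnnbip1*, *Vegfa*, *Bglap*, *Spp1*, *Mgp*, *Ccn2*, *Ccn5*, *Enpp1*, *Jak2*, *Cxcl10*, *Gbp2*, *Gbp2b* and *Gbp7* in OB-like cells, *Sfrp2*, *Wnt4*, *Mgp*, *Gdpd2*, *Enpp1*, *Ccl19*, *Cxcl9* and *Cxcl13* in *Lepr*+ MSC-like cells and *Mmp13*, *Bglap*, *Cxcl9* and *Gbp2b* in *Sca1*+ MSC-like cells. Without the replicate 2 control of 13 weeks they were *Wnt4* and *Ccl19* in *Lepr*+ MSC-like cells, *Mmp13*, *Bglap*, *Irf7*, *Cxcl9*, *Isg15*, *Gbp2b*, *Gbp7*, *Col1a1*, *Col1a2*, *Col3a1*, *Col5a1*, *Col16a1*, *Cthrc1*, *Postn*, *Ostn* and *Sparc* in *Sca1*+ MSC-like cells, *Enpp1* in preOB-like cells and *Ccl19* and *Gbp2b* in *Lepr*+ OP-like cells. With DESeq2 they were *Fstl1*, *Ccn2* and *Ccn5* in OB-like cells, *Sfrp2* in *Lepr*+ MSC-like cells, *Mmp13*, *Bglap*, *Irf7* and *Gbp2b* in *Sca1*+ MSC-like cells, *Ccn2* in *Lepr*+ OP-like cells and *Ccn2* in preOB-like cells. Without the replicate 2 mutant of 13 weeks they were *Sfrp2* in *Lepr*+ MSC-like cells, *Ptx3* and *Ccl2* in *Lepr*+ OP-like cells, *Bglap* and *Gbp2b* in *Sca1*+ MSC-like cells and *Ccl2* in preOB-like cells. With thinned cells they were *Bglap* and *Gbp2b* in *Sca1*+ MSC-like cells, *Ccn2* in preOB-like cells and *Ccn5* in OB-like cells. Without the replicate 1 mutant of 7 weeks they were *Bglap* and *Gbp2b* in *Sca1*+ MSC-like cells and *Mgp* in preOB-like cells. In clusters made without the paper's changed genes they were *Spp1* in OB-like cells and *Irf7* and *Gbp2b* in *Sca1*+ MSC-like cells. With a mitochondrial limit of 5% they were *Mgp* and *Enpp1* in *Lepr*+ MSC-like cells and *Ccn5* in OB-like cells. Without the replicate 2 mutant of 7 weeks they were *Mgp* in *Lepr*+ MSC-like cells and *Cxcl10* in preOB-like cells. Without the replicate 1 control of 13 weeks they were *Ccn2* in preOB-like cells and *Ccn2* in OB-like cells. Without the replicate 2 control of 7 weeks they were *Spp1* in *Lepr*+ OP-like cells. Without the replicate 1 mutant of 13 weeks they were *Mgp* in preOB-like cells. Without integration they were *Mgp* in preOB-like cells. With doublets kept they were *Enpp1* in preOB-like cells. *Spon1*, *Chrdl1*, *Bmp6*, *Col5a2*, *Col6a1*, *Ogn* and *Aspn* were called so in none of these cell types, under the main settings or any of the alternatives.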

Other observations

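The tests of doublets in GP-derived OB-like cells, of free RNA from any cell as the source of *Spp1*, of osteoblast RNA in *Sca1*+ MSC-like cells as free RNA that differs between genotypes or makes up the whole level, and all counts of other splits of the mice were tests chosen only after the result had been seen, and the other tests were written down earlier. *Cst3*, which the paper names as higher, also rose in endothelial-like cells of mutants, by 0.29 on the log2 scale (SD 0.150, 4 of 4 pairs), compared with 0.94 in *Lepr*+ MSC-like and 1.06 in preOB-like cells. The smaller size argues against a difference of the whole size that every mutant cell carries. A smaller shared difference remains open, as do free RNA from cells rich in *Cst3* and an effect of the mutant bone on its vessels, which were not tested.

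The paper names *Bglap* and *Spp1* as higher in mutants, and free RNA may carry them from cells rich in them into other droplets. In *Lepr*+ OP-like cells *Bglap* was at 2.54% of its OB-like level, close to the 2.35% of endothelial-like cells and the 1.64% of erythroid-like cells, which is consistent with free RNA. It was higher in mutants by 0.63 in endothelial-like cells too, in 4 of 4 pairs. In preOB-like cells, at 9.06%, free RNA is argued against as the whole of the level. *Spp1* in *Lepr*+ OP-like cells was at 1431% of its OB-like level, which free RNA from OB-like cells would not give. It was at 4722% in preOB-like cells. Free RNA from any cell of the suspension, such as preOB-like cells, would also reach cells that should lack *Spp1*. These were at 41.9% (endothelial-like), 12.4% (erythroid-like) and 23.9% (haematopoietic progenitor-like), and at most at 117% in a single mouse, compared with at least 854% in *Lepr*+ OP-like cells, which argues against free RNA as the whole of the level. Expression by the cells themselves stays open there, as do doublets with preOB-like cells, which were not tested.

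The fall of the interferon genes in mutants was not confined to cells in which OsxCre is active. In endothelial-like cells their median log2 fold change was -0.35, compared with -0.62 in *Lepr*+ MSC-like cells. Pericyte-like cells do not bear on this, since *Sox4* itself was lower there in 4 of 4 pairs. The mean of the genes was lower in 4 of 4 pairs in endothelial-like, *Lepr*+ MSC-like, pericyte-like, erythroid-like and haematopoietic progenitor-like cells. It was lower in 3 of 4 pairs in GPC-like and hypertrophic GPC-like cells, where the mean difference without the replicate 1 pair of 13 weeks was 0.00486 and 0.000705, and in 2 of 4 in granulocyte or monocyte-like cells (mean difference 0.05), so that not all cell types show the fall. In the types that do, this is consistent with a state of the whole mouse that does not need SOXC loss in the cell, and it leaves open a signal from mutant osteogenic cells to their neighbours. Without the replicate 1 control of 13 weeks the medians were -0.16 and -0.17.

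The osteoblast markers of the differentiation score were higher in mutant *Sca1*+ MSC-like cells, by 0.134 on the scale of the score (SD 0.0599, 4 of 4 pairs). In endothelial-like cells they differed by 0.00179 (SD 0.00540), which argues against free RNA from osteoblasts that differs between genotypes in every cell. Erythroid markers, which *Sca1*+ MSC-like cells should lack, were there at 83.7% of their endothelial-like level or less in all 8 mice, so that these cells show no larger share of free RNA than endothelial-like cells. Their osteoblast marker level, 0.206 in controls and 0.340 in mutants, was above the 0.0732 and 0.0750 of endothelial-like cells, which argues against free RNA as the whole of the level. Whether a change in the share of free RNA adds to the rise stays open, since the erythroid markers, with 5 to 132 UMIs per mouse, changed by 0.18 against their endothelial-like level (SD 2.04, higher in 1 of 4 pairs). Summed over all cells the osteoblast markers were higher in 3 of 4 pairs, with log2 differences of -1.49 to 3.27, and osteoblasts or doublets with them in the cluster remain open, as does expression by the cells themselves, neither of which was tested.

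The GP-derived OB-like class, whose cells had few UMIs, held 1435 cells in the replicate 1 and 138 in the replicate 2 libraries. Droplets with little RNA of their own may take up free RNA, which holds the RNA of all cells of a library. In the replicate 1 libraries, the erythroid markers were at 60.6% or more of the library's level, which is consistent with free RNA making up much of these droplets. In the replicate 2 libraries, they were at 21.0% or less while the OB markers were at 94.2 to 114%, which argues against free RNA as the whole of the class there. Doublets of chondrocytes and osteoblasts are argued against by the UMIs, with a median of at most 26.6% of the library's. Cells that carry both kinds of RNA remain open.

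The 8 mice can be parted into 2 groups of 4 in 35 ways, and each was fitted with age as a further term (except the split by age itself), which gives other counts than the model of 4 groups. The number of splits with as many calls, the real one included, was 2 for the 27 calls in *Sca1*+ MSC-like cells, 2 for the 34 calls in *Lepr*+ MSC-like cells, 2 for the 104 calls in *Lepr*+ OP-like cells, 3 for the 70 calls in preOB-like cells, 2 for the 342 calls in OB-like cells, 3 for the 78 calls in the pooled sums and 3 for the 4 calls in pericyte-like cells. It was 2 each for the 50 genes called in at least 2, and the 11 called in all, of *Lepr*+ MSC-like, *Lepr*+ OP-like and preOB-like cells. Chance is therefore not excluded for these counts by this measure. The split that gave more calls in *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like cells and the pooled sums was that of replicate 1 against replicate 2, the deeper against the shallower libraries, with 76, 178, 240, 1245 and 465 calls. With the pair as a block, which removes that difference, edgeR called 114, 389, 292, 1381 and 368 genes between the genotypes in the same order. A split that follows neither age nor replicate gave more in *Sca1*+ MSC-like cells (137), and the split of 7 against 13 weeks gave more in preOB-like cells (191), the pooled sums (80) and pericyte-like cells (34). Among the 8 splits that, like the real one, part the mice of all 4 pairs, the real split alone gave as many calls in each of these types, and the others gave at most 2. In hypertrophic GPC-like, GPC-like, endothelial-like and GP-derived OB-like cells, where the real split gave no call, all 35 splits gave as many.

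For the gene sets, the real split had the smallest p of all 35, so that 1 split was as small, for the bone genes named as lower, those named as higher and the SOX4 targets in *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like cells. Chance is not excluded by this for the bone genes, since the study chose them by the real split of these same mice, which favours that split before the test is run. The SOX4 targets were inferred on control cells, so that this does not hold for them. The mice are paired, however, and among the 8 splits that part all pairs the real one alone had as small a p for the SOX4 targets in each of these 4 types, where 1 of 8 is the smallest share that the design can give, so that chance is not excluded for them either. In *Sca1*+ MSC-like cells 8, 15, 2, 6 and 2 splits had a p as small for the bone genes named as lower, those named as higher, the interferon genes, the matrix genes and the SOX4 targets, and chance is not excluded for any of these. For the interferon genes the number was 8, 10, 12 and 9 in *Lepr*+ MSC-like, *Lepr*+ OP-like, preOB-like and OB-like cells, with chance not excluded either. Among the 8 splits that part all pairs, the number was 1, 1, 3, 4 and 1 for the interferon genes in the same types with *Sca1*+ MSC-like cells first.

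By the fixed rule, the genes with the largest changes that went the same way in all 4 pairs were these. In OB-like cells *Morc1*, *Lyrm4* and *Gm8300* were higher, by 2.53 to 3.46 on the log2 scale, and *Npy6r*, *Gdpd1*, *Sfrp2*, *Mdk*, *Vash2*, *Gpc2* and *Rprm* were lower (log2 fold changes -4.50 to -2.12). In the pooled sums *Calml3*, *Gm8300* and *Sox5* were higher, by 1.86 to 2.62 on the log2 scale, and *Npy*, *Mdk*, *Vash2*, *Gpc2*, *Peg12*, *Scube1* and *Podxl2* were lower (log2 fold changes -2.56 to -1.77). Among the *Sca1*+ MSC-like cells *Ifi27l2a*, *Cyp1b1*, *Entpd2*, *Cfb*, *H2-Q7*, *Igfbp5*, *Psmb8* and *Ndn* were lower (log2 fold changes -4.34 to -1.91). The adjusted p-values were at most 0.0380, 0.0495 and 0.0469 (edgeR). No gene met the rule in endothelial-like cells (285 genes at an unadjusted p under 0.05, 0 called by DESeq2 and 1 by edgeR with the pair as a block). The count in *Sca1*+ MSC-like cells with 1 mouse left out ran from 0 (without the replicate 2 control of 7 weeks or the replicate 1 mutant of 13 weeks, 505 and 515 genes at an unadjusted p under 0.05) to 279 (without the replicate 2 control of 13 weeks).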
